# Single-cell map of dynamic cellular microenvironment of radiation-induced intestinal injury

**DOI:** 10.1038/s42003-023-05645-w

**Published:** 2023-12-09

**Authors:** Hao Lu, Hua Yan, Xiaoyu Li, Yuan Xing, Yumeng Ye, Siao Jiang, Luyu Ma, Jie Ping, Hongyan Zuo, Yanhui Hao, Chao Yu, Yang Li, Gangqiao Zhou, Yiming Lu

**Keywords:** Inflammation, Intestinal diseases

## Abstract

Intestine is a highly radiation-sensitive organ that could be injured during the radiotherapy for pelvic, abdominal, and retroperitoneal tumors. However, the dynamic change of the intestinal microenvironment related to radiation-induced intestine injury (RIII) is still unclear. Using single-cell RNA sequencing, we pictured a dynamic landscape of the intestinal microenvironment during RIII and regeneration. We showed that the various cell types of intestine exhibited heterogeneous radiosensitivities. We revealed the distinct dynamic patterns of three subtypes of intestinal stem cells (ISCs), and the cellular trajectory analysis suggested a complex interconversion pattern among them. For the immune cells, we found that Ly6c^+^ monocytes can give rise to both pro-inflammatory macrophages and resident macrophages after RIII. Through cellular communication analysis, we identified a positive feedback loop between the macrophages and endothelial cells, which could amplify the inflammatory response induced by radiation. Besides, we identified different T cell subtypes and revealed their role in immunomodulation during the early stage of RIII through inflammation and defense response relevant signaling pathways. Overall, our study provides a valuable single-cell map of the multicellular dynamics during RIII and regeneration, which may facilitate the understanding of the mechanism of RIII.

## Abstract (web summary)

A scRNA-seq study reveals the dynamic landscape of the intestinal cellular microenvironment during radiation-induced intestine injury and regeneration.

## Introduction

As one of the most sensitive organs to ionizing radiation, intestine is extremely susceptible to damage during the radiotherapy for pelvic, abdominal, and retroperitoneal tumors, which would lead to radiation-induced intestinal injury (RIII). Treatments of RIII are very limited and generally focused on reducing symptoms, and the curative effects are not satisfactory. RIII is largely defined as clonogenic cell death and apoptosis in the crypt cells, which results in insufficient replacement of villus epithelium, breakdown of the mucosal barrier^1,2^, inflammation and immune abnormality^3^. Previous studies mainly focused on the roles of molecules and pathways in DNA damage, apoptosis, autophagy^4^, inflammation and immune^5^. However, the dynamics of the microenvironment during intestine injury and regeneration remains poorly understood, which limits the elucidation and treatment of RIII. Therefore, the present study aims to clarify the dynamic variation of the cellular microenvironment of RIII.

It has been widely accepted that the intestinal stem cells (ISCs) are able to replenish the whole crypt–villus axis, generating all differentiated cell types required for the physiological function of the intestine^6^. A number of ISC subpopulations in the small intestine have been identified, including Lgr5^+^ crypt-based columnar cells (CBCs), +4 reserve stem cells (RSCs) and revival stem cells (revSCs). Lgr5^+^ CBCs are considered indispensable for intestine recovery following exposure to radiation^7^. +4 RSCs, which express specific markers *Bmi1*, *Hopx* and *Tert*^8–10^, have been described as a slow dividing reserve stem cell population. Recently, a group of revSCs was identified to be extremely rare under homeostatic conditions and arise in damaged intestines to reconstitute Lgr5^+^ ISCs and regenerate the intestine^11^. Irradiation causes a sharp reduction in the number of ISCs, which brings great challenges in the repair of injured intestinal epithelium. Despite the advances in our understanding of the ISCs in the past few years, a dynamic landscape of ISCs during injury and regeneration is still lacking and their interconversion relationships remain puzzling.

Immune cells also play important roles in the pathogenesis of RIII. Macrophages are crucial component of the immune system in the intestine, which modulate inflammation by secreting distinct cytokines and acting as professional phagocytes^12,13^. Intestinal macrophages require continuous replenishment by blood monocytes and have very poor proliferative capacity, which is different from the other tissue macrophages. Exposure to radiation can significantly decreases the levels of macrophages in the damaged intestine^14^. Besides, the lymphocytes, particularly T cells, also participate in the immune regulation through direct killing the infected cells or recruiting other immune-protective and regulatory cells^15^. Increased infiltration of activated T cells have been observed in colonic mucosa post irradiation^16^. However, the heterogeneity of T cell subtypes, as well as their radiosensitivity, were still not well deconvolved. Furthermore, the cross-talk between immune cells and other cells is also of great significance for the initial inflammatory response and microenvironment homeostasis recovery post irradiation and remains to be elucidated.

Recently, the single-cell RNA sequencing (scRNA-seq) has been applied to identify new cell types or cell states^17,18^, investigate cellular plasticity and stemness of ISCs^11,19^, or trace developmental relationships among different cell populations in the intestine^20^. However, these studies have not investigated the dynamic changes of microenvironment during intestine injury and regeneration. Here, we utilized the scRNA-seq to explore the multicellular relationship of homeostatic and regenerating intestine in a time-course manner. We generated transcriptomes of 22,680 single cells in the intestinal microenvironment, trying to profile the dynamics of ISCs and immune cells located in the mucous layer. Our data can be a valuable resource for further investigation on the cellular mechanism of RIII and development of potential therapy strategies.

## Results

### A dynamic single-cell map of cellular microenvironment in healthy and injured small intestine

Mice were exposed to 15 Gy of abdominal irradiation using a ^60^Co irradiator to induce intestinal injury (Fig. 1a). About 20% mice died in the irradiation group within 3–6 days post irradiation (Fig. 1b). The body weights of mice after irradiation exposure continued to lose in the first 7 days and then gradually increased afterward (Fig. 1c). In line with this, exposed mice showed dramatically reduced intestinal weight at day 3 and day 7 post irradiation as compared to unexposed mice and showed recovery at day 14. Morphological and cellular phenotype analyses also showed significant decrease of villus length, villus width, crypt depth and number of crypts at day 1 and/or day 3 post irradiation (Supplementary Fig. 1a–e). A peak of TUNEL-positive cells at day 1 post irradiation suggested that the radiation-induced cell death occurs mostly within the first 24–48 h (Supplementary Fig. 1f). An increase of Ki-67-positive cells from day 3 to day 14 indicated that the day 3–14 is a key time-window for intestinal regeneration (Supplementary Fig. 1g).

**Fig. 1:**
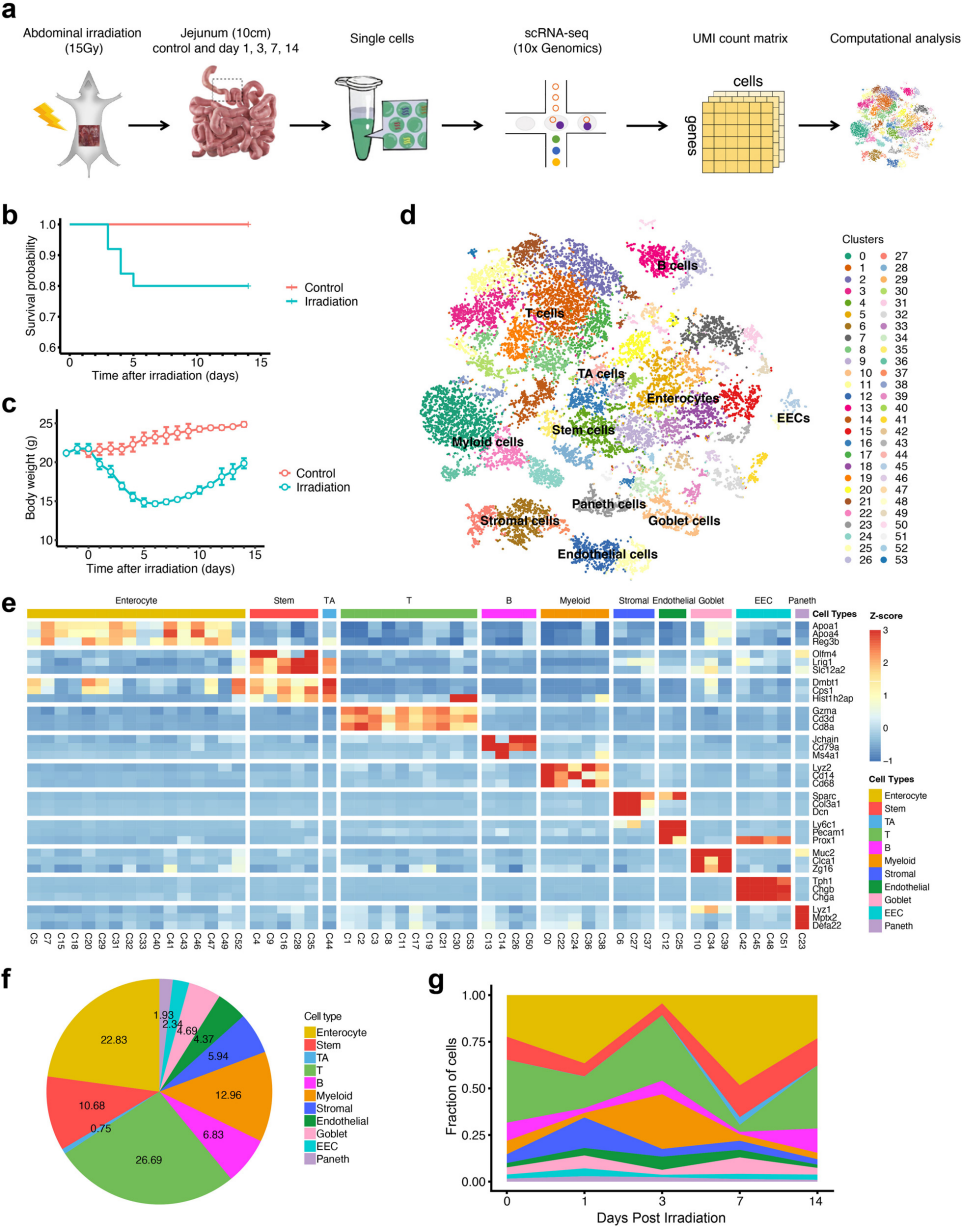
Identification of major intestinal cell types and their markers using scRNA-seq. **a** Overview of single-cell RNA sequencing (scRNA-seq) analysis for the irradiation-induced intestinal injury (RIII). **b** Survival rates of the mice exposed to 15 Gy abdominal irradiation and in control group. **c** Body weights of the mice exposed to 15 Gy abdominal irradiation and in control group. The error bars represent the standard deviation (SD). **d** tSNE projection of the 22,680 cells profiled, colored by Seurat cluster and annotated with major cell types. **e** Heatmap displaying the z-score normalized mean expression of cell type-specific canonical marker genes across clusters. **f** Pie chart of cell type fractions in all sequenced samples. **g** Area chart showing the dynamic changes of the proportions of major cell types in healthy intestinal samples (Control) and exposed intestinal samples at different times after irradiation. D1, day 1; D3, day 3; D7, day 7; and D14, day 14.

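T cells were the most numerous of the annotated cell types in the cells pooled over all mice, with 6027 cells (26.7% of 22584), followed by enterocytes, the absorptive cells of the villus, with 5156 cells (22.8%). Averaged over the 17 mice, which differ in their number of cells, the order was the reverse, with 27.8 ± 16.3% enterocytes and 22.7 ± 16.3% T cells (SD). Myeloid cells held 13.0% of the pooled cells, stem cells of the crypt 10.7%, B cells 6.83%, stromal cells 5.94%, goblet cells 4.69%, endothelial cells 4.37%, enteroendocrine cells 2.34%, Paneth cells 1.93% and transit amplifying cells 0.753%. The mice received 15 Gy to the abdomen or no irradiation, and each mouse is 1 sample of intestinal cells prepared with 10x Genomics chemistry. The paper mentions 2 technical replicates per cell suspension, which were not told apart in the values used here. The control mice are S0, S22, S23 and S26, the day 1 mice S1, S2, S3 and S35, the day 3 mice S8, S9 and S10, the day 7 mice S14, S15 and S17, and the day 14 mice S37, S38 and S40. The authors counted unique molecular identifiers (UMIs) with Cell Ranger against mm10, kept cells with 500 to 8000 genes and at most 10% mitochondrial UMIs, clustered them in Seurat and assigned the cell types used here. Over 22680 cells, the mean was 7843 UMIs and 1778 genes per cell for 19588 genes. Control libraries held 8338467 to 17712538 UMIs, day 1 libraries 550926 to 10370442, day 3 libraries 13003291 to 17782574, day 7 libraries 3568001 to 35166984 and day 14 libraries 1147757 to 10337121. The smallest library, day 1 mouse S1, held 174 cells, and the largest, day 3 mouse S9, held 2979 cells. For the comparison of genes, the UMIs of all cells of a type were summed within each mouse that had at least 10 of them, and the sums were tested with edgeR's quasi-likelihood test with mice as replicates. For the comparison of cell shares, the percentage of each type among a mouse's annotated cells was compared by an exact two-sided permutation test of the mean difference. Adjusted p values of edgeR's test of cell counts cover the types or classes of 1 day, and those of the exact test all 4 days. Levels are given as UMIs scaled to the library total of the summed cells (CPM), with the standard deviation (SD) over mice, and are normalized by TMM where they stand beside a fold change of genes. Control mouse S0 and the day 3 and day 7 mice carry gene symbols from an older annotation than the other 10 mice, and 677 genes had UMIs in every mouse of one set and in none of the other. Control mouse S0 also had a whole-library profile closer to the day 3 mice (correlation 0.941) than to the other control mice (0.811), so values without S0, which was singled out after the data were seen, are given beside the main ones.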

To generate a dynamic single-cell map of the intestinal microenvironment related to RIII, we employed a droplet-based scRNA-seq approach to profile the transcriptomes of single cells from the intestinal tissues at day 1 (*n* = 4), day 3 (*n* = 3), day 7 (*n* = 3) and day 14 (*n* = 3) after irradiation exposure as well as the unexposed healthy intestinal tissues (*n* = 4) (Fig. 1a). After quality filtering, we obtained the transcriptomes of a total of 22,680 single cells, with an average of 1778 genes and 7843 unique transcripts per cell (Supplementary Fig. 2a, b; Supplementary Table 1). These transcriptomes of single cells from all samples were merged using a canonical correlation analysis (CCA)-based batch correction approach to generate a global map of cellular microenvironment of healthy and injured intestines. Shared nearest neighbor (SNN) graph-based clustering of single cells identified a total of 54 cell clusters (subtypes), which were visualized on the *t*-distributed stochastic neighbor embedding (tSNE) dimensional reduction map (Fig. 1d and Supplementary Fig. 2c). Examination of the possibility of doublets revealed that the doublet rates in all clusters were remarkably low, remaining below 2% (Supplementary Fig. 2d). 

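Scrublet, which scores each cell against simulated doublets, called 78 of 22680 cells (0.344%) as doublets at an expected rate of 0.06. The median over the 54 clusters was 0.119%, and 26 clusters held none. T cell cluster C21 had the highest share, 2.26%, and was the only one of the 54 numbered clusters above 2%, while the unnumbered cluster had 2 of 96 cells (2.08%). At an expected rate of 0.1, 85 cells (0.375%) were called and cluster C21 had 2.48%. Each mouse was scored on its own with 30 principal components, so a doublet of 2 similar cells, such as 2 T cells, is not counted.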

Differentially expressed genes were then calculated for each cell cluster using the Wilcoxon rank sum test.

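Known genes of most of the major cell types were found at high levels in their own type. Goblet cells, which secrete mucus, held Muc2, the gel-forming mucin, at 8838 ± 3464 CPM (SD, 16 mice) and Tff3, a trefoil peptide, at 93706 ± 31316 CPM. Paneth cells held the lysozyme gene Lyz1 at 17087 ± 6236 CPM (SD, 13 mice), and enteroendocrine cells held Chga, which encodes chromogranin A of hormone granules, at 2475 ± 1779 CPM (SD, 15 mice). Cd3e, a subunit of the T cell receptor complex, reached 679 ± 309 CPM (SD, 15 mice) in T cells and 13.9 ± 15.5 CPM in myeloid cells. B cells held Jchain, the joining chain of secreted antibody, at 88700.0 ± 56024 CPM (SD, 14 mice), and endothelial cells held Pecam1, a junction protein of vessels, at 761 ± 153 CPM (SD, 15 mice) against 7.37 ± 8.24 CPM in stromal cells. Col1a1, a collagen gene, reached 1849 ± 792 CPM (SD, 16 mice) in stromal cells, and Cd14, a co-receptor for bacterial lipopolysaccharide, 507 ± 691 CPM (SD, 16 mice) in myeloid cells. The most abundant transcripts were also found outside their own type, as Apoa1, an apolipoprotein of enterocytes, averaged 7608 ± 6384 CPM (SD, 17 mice) in enterocytes, 2520.2 ± 4785 CPM in myeloid cells and 1173 ± 1134 CPM in T cells. Among the 10 leading genes of each cluster, 45 of the 54 clusters had a listed marker of their own type, and 3 clusters, C5, C43 and C52, had more markers of another type than of their own. The only transit amplifying cluster, C44, had no listed marker of its own type among these genes. In 11 clusters more than 70% of the cells came from 1 mouse.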

Using canonical marker genes, we identified ten major cell types in our dataset, including ISCs, transit amplifying cells, enterocytes, goblet cells, enteroendocrine cells (EECs), Paneth cells, endothelial cells, T cells, B cells and myeloid cells, and most of them consist of multiple subtypes (Fig. 1e and Supplementary Fig. 2e), suggesting a complex cellular microenvironment of healthy and irradiation-injured intestines. To test the robustness and reliability of the annotation result, we re-analyzed the data with the updated version of Cell Ranger and Seurat packages (see Methods) and found that cell types from the updated versions agree well with those from the current ones (Supplementary Fig. 3). The intestinal microenvironment changed greatly during RIII and regeneration (Fig. 1f, g). Specifically, the stem cells and immune cells (T cells, B cells and myeloid cells) decreased markedly at day 1 post irradiation; enterocytes decreased sharply at day 3; and immune cells and endothelial cells exhibited a dramatic increase at day 3. 

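B cells, the source of intestinal antibody, fell from 9.17 ± 4.49% of annotated cells (SD, 4 control mice) to 1.84 ± 1.80% (SD, 4 mice) at day 1. T cells averaged 32.9 ± 12.6% in control mice and 12.0 ± 13.9% at day 1, stem cells 12.7 ± 9.21% and 8.88 ± 6.75%, and myeloid cells, the phagocytes of the tissue, 7.67 ± 8.96% and 3.04 ± 2.17%. At day 3 enterocytes averaged 4.56 ± 2.32% (SD, 3 mice) against 21.8 ± 13.3% in the 4 control mice, and myeloid cells 28.8 ± 12.9%. Endothelial cells, which line the vessels, averaged 6.62 ± 4.39% at day 3 against 2.59 ± 3.38%, T cells 36.0 ± 12.4% and B cells 7.23 ± 0.654%. For B cells at day 1 the exact permutation test gave p = 0.0286, the smallest value that 4 mice against 4 allow, and 0.419 after adjustment over the 44 comparisons of 11 types on 4 days. The same exact test at day 1, with 4 mice against 4, gave p = 0.0857 for T cells, 0.543 for stem cells and 0.457 for myeloid cells. At day 3, with 4 mice against 3, the exact test gave p = 0.114 for enterocytes, 0.0857 for myeloid cells, 0.257 for endothelial cells, 0.714 for T cells and 0.571 for B cells. These p values adjusted to 0.559 for enterocytes and 0.471 for myeloid cells. In edgeR's test of the cell counts, the log2 fold change of B cells at day 1 was −2.20 ± 0.83 (standard error, adjusted p = 0.16). At day 3 the log2 fold change of enterocytes was −2.25 ± 0.74 (adjusted p = 0.0642), that of myeloid cells 1.91 ± 0.76 (adjusted p = 0.113) and that of endothelial cells 1.36 ± 0.88 (adjusted p = 0.495). Control mouse S0 held 2.89% enterocytes, 21.0% myeloid cells and 7.62% endothelial cells, where the other 3 control mice averaged 28.1 ± 5.29%, 3.22 ± 1.27% and 0.910 ± 0.47%. Without S0, a comparison of cell counts chosen after the data were seen, edgeR gave −2.62 ± 0.51 for enterocytes and 3.15 ± 0.64 for myeloid cells at day 3 (adjusted p = 8.6e-04 for both), 2.86 ± 0.84 for endothelial cells at day 3 (adjusted p = 0.0130) and −2.44 ± 0.83 for B cells at day 1 (adjusted p = 0.0451). Adjusted over all 44 comparisons, the last 2 values are 0.0519 and 0.0601. Counting the 96 cells of an unnumbered B cell cluster as B cells, the shares were 9.58% in control mice and 3.22% at day 1 (p = 0.0857 by the exact permutation test of 4 mice against 4). The clusters behind a type differed by day, as control B cells were mostly in C26 (44.7%) and C14 (39.9%), day 1 B cells in C50 (58.2%) and day 3 B cells in C13 (65.3%). Day 3 enterocytes were mostly in C49 and C5 and control enterocytes in C15 and C5, while endothelial cells were mostly in C12 in control mice (82.1%) and at day 3 (66.4%) and in C25 at day 1 (54.5%). Of the 134 control endothelial cells 95 came from S0, and without it the controls averaged 0.536% of their cells in C12 and 0.375% in C25. The paper concludes that stem and immune cells are lost at day 1 and enterocytes at day 3, while immune and endothelial cells increase at day 3. The shares of a mouse add up to 100%, so a gain of 1 type lowers the others, and 3 mice a side without S0 allow no exact p below 0.1.

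**Figure D1:**
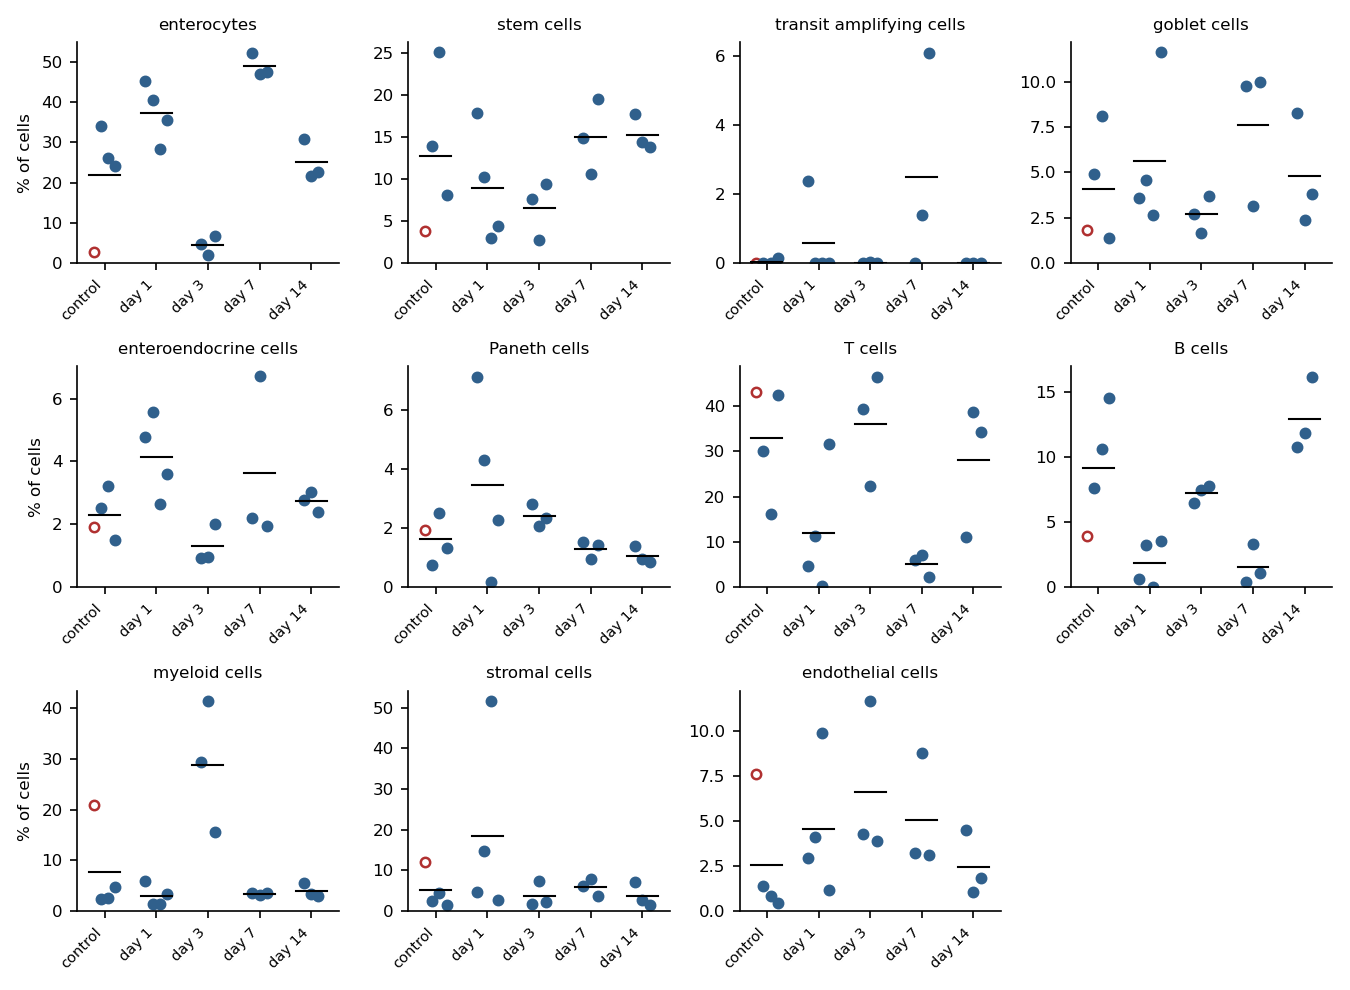
Share of each cell type among the annotated cells of a mouse (percent, vertical axis) in control mice and at 1, 3, 7 and 14 days after 15 Gy. Each point is a mouse, the open red point is control mouse S0, lines are group means, and S0 lies with the day 3 mice for enterocytes and myeloid cells.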

Despite of the great alterations of intestinal microenvironments during the first 7 days post irradiation, intestinal tissues at day 14 exhibited very similar cellular composition with those non-irradiated ones (Fig. 1g, Supplementary Fig. 4). These results suggested that intestinal cellular microenvironment disrupted by intense abdominal irradiation can be largely reconstructed within 14 days post irradiation, which is in line with our morphological observations (Supplementary Fig. 1).

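At day 14 each of the 11 cell types had a share that did not differ from the control mice. Enterocytes averaged 25.0 ± 5.02% (SD, 3 mice) against 21.8 ± 13.3% in 4 control mice, T cells 28.0 ± 14.8% against 32.9 ± 12.6%, B cells 12.9 ± 2.85% against 9.17 ± 4.49% and stem cells 15.3 ± 2.09% against 12.7 ± 9.21%. The exact permutation p values of 4 mice against 3 ran from 0.229 for B cells to 1, and every adjusted p from edgeR, taken over the 11 types of a day, was 0.881. At day 7 T cells averaged 5.04 ± 2.56% and fell by 2.71 ± 0.99 (standard error) on the log2 scale (adjusted p = 0.0455 from edgeR). B cells averaged 1.58 ± 1.51% at day 7 and fell by 2.56 ± 0.94 on that scale (adjusted p = 0.0455). Transit amplifying cells, the dividing progenitors above the stem cells, rose by 5.50 ± 1.53 at day 7 (adjusted p = 0.0195), from 0.0398% to 2.5 ± 3.19%, with a share of 0 in S14, 1.41% in S15 and 6.10% in S17. Of the 162 day 7 cells of this type 153 came from S17, without which the difference falls from 2.46 to 0.664 percentage points. Adjusted over all 44 comparisons as in the exact test, edgeR's values at day 7 are 0.128 for T cells, 0.128 for B cells and 0.0780 for transit amplifying cells, so these calls hold within the day only. The exact test gave p = 0.0571 for T cells, 0.0571 for B cells and 0.143 for transit amplifying cells at day 7, so it calls none of these. Enterocytes averaged 48.9 ± 2.97% at day 7 (p = 0.0571 by the same exact permutation test of 4 mice against 3), with most of them in C7 and C20, against C15 and C5 in control mice. Without control mouse S0, the adjusted p of T cells at day 7 was 0.070, that of B cells 0.0401 and that of transit amplifying cells 0.0401, and at day 14 every adjusted p was 0.971. The paper concludes that the composition at day 14 is similar to that of unirradiated mice. A p above the threshold with 3 mice does not show equal shares.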

### Intestinal cellular microenvironment showed heterogeneity of in vivo radiosensitivities

The dynamic change of cellular composition in intestines before and after irradiation exposure provided an opportunity to explore the in vivo radiosensitivities of various cell subtypes. To quantify the radiosensitivity for each cell cluster, we compared the ratios between the observed and expected cell numbers from the intestinal samples at day 1 after irradiation. Consistent with previous studies^7,21^, most ISC and immune cell subtypes are highly radiosensitive, exhibiting significantly lower frequencies than expected at day 1 (Fig. 2a). Nevertheless, there are a few ISC and immune cell subtypes (C22, C30, C19, and C35) exhibited similar or higher frequencies than expected at day 1, suggesting they are radioresistant subpopulations. 

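Among the stem cell and immune clusters, B cell cluster C26, whose leading genes are those of plasma cells, fell at day 1 from 4.01 ± 3.05% to 0.0643 ± 0.0808% of a mouse's cells (SD, 4 mice each), a log2 fold change of −5.38 ± 1.76 (standard error, adjusted p = 0.0281 from edgeR). Stem cell cluster C4 held 5.96 ± 4.87% in control mice and 0.305 ± 0.267% at day 1 (−4.42 ± 1.65 on the log2 scale, adjusted p = 0.0622), and stem cell cluster C9 had a log2 fold change of −2.58 ± 1.47 (adjusted p = 0.236). The T cell clusters C3, C8, C17, C11 and C30 had log2 fold changes of −3.22, −2.49, −2.58, −0.88 and −0.49, and B cell clusters C13 and C14 had −3.47 and −2.53. Among myeloid clusters, C38, which the paper names proliferating macrophages and whose leading genes include Ccl17, Ccl22 and Ccr7, had −2.16, the resident macrophages of C36 −1.97, the pro-inflammatory macrophages of C22 −0.16 and the neutrophils of C24 0.68. Of the clusters listed so far, C24 alone had a positive value, and C26 alone passed an adjusted p of 0.05. Stem cell cluster C35, given below, rose with 7.52 and passed too. The test covered 30 of the 39 clusters with over 50 cells, leaving out 9 in which 1 mouse gave more than 70% of the control and day 1 cells, and over all 30 it called 2 clusters higher and 1 lower. With the 70% taken over the cells of all groups, an alternative added after the data were seen, 35 clusters were tested without C24, and C26 had an adjusted p = 0.0555. The exact permutation test of 4 mice against 4 called 0 of the 30 after adjustment, with a smallest adjusted p of 0.286. Without control mouse S0, singled out after the data were seen, 3 clusters were called higher and 2 lower, with C4 at −4.83 (adjusted p = 0.0122) and C24 at 6.90 (adjusted p = 0.004457). The other 3 control mice lacked C24, so the size of its fold depends on the prior count. Leaving out control mouse S23 or S26 or any day 1 mouse left 2 calls, without C26. In data simulated from these libraries the same test found 81.3% of the clusters given an 8-fold change. Whether the simulated mice vary as much as these mice was not tested. In the real data C4 (−4.42), C13 (−3.47) and C3 (−3.22) had estimates beyond 8-fold and were not called, while C26 (−5.38) and C35 (7.52) were. The 81.3% may therefore be too high for these mice, and a cluster that was not called may still have changed.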

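C35, the stem cell cluster with the highest Hopx, rose from 0.01326 ± 0.0265% to 4.96 ± 2.69% of cells (SD, 4 mice each), a log2 fold change of 7.52 ± 1.85 (standard error, adjusted p = 0.00133 from edgeR). It held 1 of the cells of control mice and 149 of the cells of day 1 mice. The pro-inflammatory macrophages of C22 held 0.943 ± 0.313% in control mice and 0.819 ± 0.435% at day 1, a log2 fold change of −0.16 ± 1.381 (adjusted p = 0.940). The proliferating T cells of C30 had a log2 fold change of −0.49 ± 1.391 (adjusted p = 0.906). T cell cluster C19 held 47 control cells and 314 day 1 cells, and 84.8% of these came from S35, so it was not among the 30 clusters tested first. With all 39 clusters over the size limit tested, it had 3.11 ± 1.65 (adjusted p = 0.142), and an adjusted p = 0.1604 among the 35 clusters in which no mouse gave over 70% of the cells of all groups. The standard errors leave a wide range for C22 and C30, and a difference that misses the threshold does not show that their shares stayed the same. The paper proposes from such clusters that some stem and immune subtypes resist radiation.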

Apart from ISCs and immune cells, we found all the endothelial and stromal cell subtypes are radioresistant, while the enterocytes, goblet cells and EECs exhibit heterogeneous levels of radiosensitivity across their respective subtypes.

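The fibroblast-like stromal cluster C6 held 2.42 ± 2.55% in control mice and 16.2 ± 22.4% at day 1 (SD, 4 mice each; log2 fold change 2.75 ± 1.48, standard error, adjusted p = 0.221 from edgeR), while stromal cluster C27 had −0.36 and C37, counted as stromal and led by the fat cell genes Cfd, Adipoq and Retn, −0.05. Of the control and day 1 cells of C6 49.4% came from day 1 mouse S3. Endothelial cluster C25 held 0.441 ± 0.443% in control mice and 2.00 ± 1.09% at day 1 (log2 fold change 2.17 ± 1.44, adjusted p = 0.286) and endothelial cluster C12 had 0.24 (adjusted p = 0.940). Enterocyte cluster C32 rose from 0.0333 ± 0.040% to 8.52 ± 5.51%, a log2 fold change of 7.57 ± 1.84 (adjusted p = 0.00133). The other tested enterocyte clusters had log2 fold changes of 3.86 for C46, 0.76 for C5, 0.18 for C29, −0.33 for C33 and −1.22 for C18. Goblet cluster C10 had −2.09 ± 1.43 (adjusted p = 0.294), and 83.4% of day 1 goblet cells lay in C39, which held 4.52% of control goblet cells and, with all 39 clusters over the size limit tested, had 4.43 ± 1.77 (adjusted p = 0.0733). For enteroendocrine cells, C42 had −3.50 ± 1.65 and C45 1.83 ± 1.45 (adjusted p = 0.135 and 0.35), and 57.0% of day 1 cells lay in C51, which held no control cell and came mostly from day 1 mouse S2. The Paneth cluster C23 had 1.057. Without control mouse S0, C6 had 3.53, C27 0.31, C37 1.72, C25 2.41, C12 2.22 and C45 3.76 (adjusted p = 0.0627), and none of these was called. With all 39 clusters tested, 4 were called higher and 1 lower. The paper concludes that endothelial and stromal clusters resist radiation and that enterocyte, goblet and enteroendocrine clusters differ in sensitivity. A cluster that changes between groups can reflect a change of state of the same cells as well as their loss, and the shares do not separate these.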

**Fig. 2:**
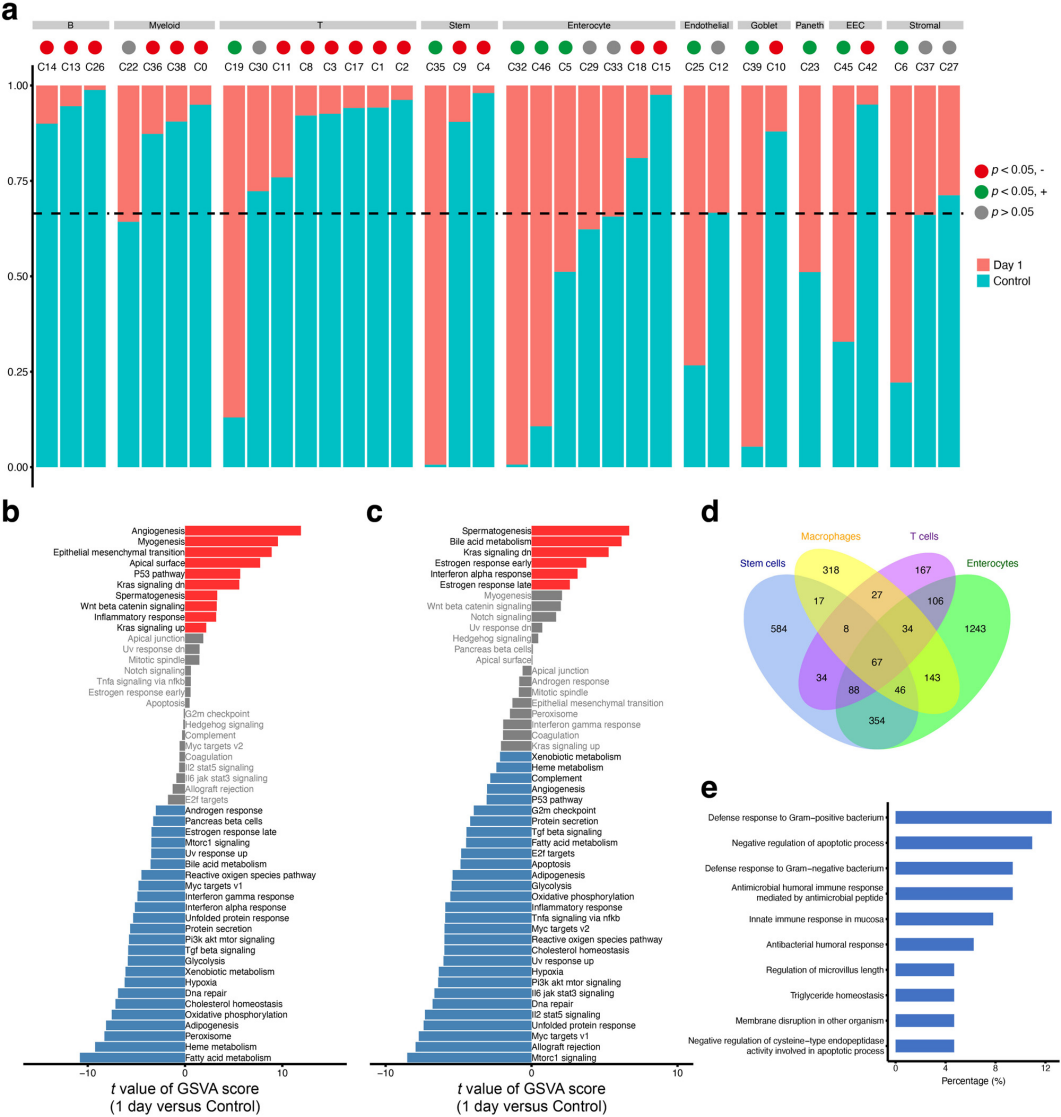
Characteristics of in vivo radiosensitivities of different cell types in intestine. **a** Bar plots showing the fraction of cells originating from the control and day 1 groups in each cluster. Only the clusters that had >50 cells from the two groups and that showed no inter-individual difference (clusters with no more than 70% of cells from a single sample) were shown. Vertical dashed lines indicate the overall fraction of cells originating from the control group in all shown clusters. **b** Difference of hallmark pathway activities between stem cells from the control and day 1 (D1) groups. Shown are *t* values calculated in a linear modal comparing the pathway scores estimated by gene set variation analysis (GSVA) between cells from the two groups. **c** The same as (**b**) for macrophages from the control and day 1 groups. **d** Venn diagram showing the intersection of differentially expressed genes between cells from the control and day 1 groups for stem cells, macrophages, T cells, and enterocytes. **e** Top 10 significantly enriched gene ontology (GO) terms of 67 common differentially expressed genes for stem cells, macrophages, T cells, and enterocytes.

We next sought to identify the pathways activated by various cell types to confront irradiation-induced apoptosis. We focused on the top four enriched major cell types in our dataset, including the ISCs, enterocytes, myeloid cells and T cells. For each cell type, we identified pathways significantly up-/down-regulated in surviving cells at day 1 post irradiation using the whole cells from non-irradiated samples as background (Fig. 2b, c and Supplementary Fig. 5). 

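In stem cells at day 1, 25 genes rose and 23 fell of 9486 tested (edgeR, adjusted p under 0.05, 4 control and 4 day 1 mice). Hopx, a homeobox-family marker of reserve stem cells, rose from 32.7 ± 5.55 CPM to 117 ± 22.7 CPM (SD), a log2 fold change of 1.83 ± 0.24 (standard error, adjusted p = 0.00122). The gene is ENSMUSG00000059325, chromosome 5 from 77086988 to 77115121 of GRCm38 (GENCODE M21, which may differ from the authors' build). Ckap2, a spindle protein, rose by 1.82 ± 0.24 (adjusted p = 0.00122), Mdm4, an inhibitor of p53, by 1.40 ± 0.30, and Aen, an exonuclease induced by p53, by 1.37 ± 0.27 on the log2 scale. The intestinal transcription factor gene Cdx1 had −1.41 ± 0.25 and Klf9, another transcription factor gene, −1.79 ± 0.31, and both fell. In enterocytes 444 genes rose and 510 fell of 9957 tested. Mbl2, a lectin of innate defense, rose by 4.65 ± 0.65 (adjusted p = 0.00618), the peptide transporter gene Slc15a1 by 3.08 ± 0.66, lactase (Lct) by 2.90 ± 0.83, the sugar transporter gene Slc2a2 by 2.87 ± 0.68 and Ace, a brush-border peptidase gene, by 2.59 ± 0.48. Scd2, a fatty acid desaturase gene, had −4.81 ± 0.74, the tetraspanin gene Cd9 −4.18 ± 0.73 and Stmn1, a regulator of microtubules, −2.94 ± 0.55, all lower. Of 34 enterocyte markers, 11 rose in enterocytes and 18 rose when adjusted over the list alone. In myeloid cells (4 control and 3 day 1 mice) 130 genes rose and 72 fell of 4010 tested. The lower genes include Cd14 (−4.77 ± 0.97), the chemokine gene Cxcl2 (−4.90 ± 1.16), Ly6c2, a marker of inflammatory monocytes (−3.25 ± 0.79), and the protease gene Napsa (−3.58 ± 0.55). The higher genes include the interferon-responsive transcription factor gene Irf1 (2.36 ± 0.49) and the macrophage transcription factor gene Maf (2.14 ± 0.58). Of 28 enterocyte markers measured in myeloid cells, 22 were also higher and 26 when adjusted over the list alone (median log2 fold change 3.12, adjusted p = 0.0022 with an estimated correlation), among them the sugar transporter gene Slc5a1 (5.41 ± 0.74) and sucrase (Sis, 4.88 ± 0.85). In T cells (4 control and 2 day 1 mice) 0 of 10212 genes passed edgeR's adjusted threshold, 902 had an unadjusted p under 0.05, and DESeq2 called 65. Leaving out control mouse S0, 1 of the mice left out in turn and singled out after the data were seen, 742 genes were called in stem cells, 1234 in enterocytes, 227 in myeloid cells and 28 in T cells. Other mice left out moved the counts both ways. The counts fell to 8 in stem cells without S23, 196 in enterocytes without S3 and 63 in myeloid cells without S2. Stem cells gave 486 calls without day 1 mouse S35. Myeloid cells gave 855 calls without day 1 mouse S35 and 12 with at least 20 cells per mouse, where S35 is the only day 1 mouse left, and 25 without the neutrophils of C24. In simulated data their test found 25.9% of 4-fold changes. DESeq2 called 374 genes in stem cells, 1412 in enterocytes and 392 in myeloid cells. Stem cells of day 1 were mostly in cluster C35 (69.6%) and those of control mice in C4 and C9, and enterocytes of day 1 were mostly in C32 and C5 against C15 and C5. Myeloid cells of day 1 were 40.5% from C22, 25.7% from C24 and 14.9% from C0, the monocytes, which held 50.0% of those of control mice. S0 gave 262 of the 416 control myeloid cells. Monocytes were 14.2% of all cells of S0 and on average 0.672% of those of the other controls.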

Notably, a number of pathways, including PI3K/AKT/mTOR signaling, MYC signaling, TGF-β signaling and cell cycle-related pathways, were consistently downregulated in surviving cells of different cell types, while KRAS-down signaling pathway were consistently upregulated in surviving cells. 

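Of 46 measured genes of the cell cycle list, 21 fell and none rose in enterocytes at day 1 (36 fell when adjusted over the list alone, median log2 fold change −2.17). Examples are the cyclin gene Ccnb2 (−4.51 ± 0.90, standard error), the tubulin gene Tubb5 (−2.30 ± 0.37) and Mcm7, a subunit of the replicative helicase (−1.87 ± 0.36). Of 45 MYC targets, genes of ribosome production and translation, 17 fell in enterocytes (27 over the list alone, median −0.92), among them the nucleolar gene Npm1 (−1.45 ± 0.32), the translation factor gene Eif4a1 (−1.33 ± 0.28) and the kinase gene Cdk4 (−1.56 ± 0.32). In myeloid cells 3 of 24 cell cycle genes fell (8 over the list alone, median −2.03), including H2afz (−1.53 ± 0.40) and Hmgb2 (−2.05 ± 0.55), and 5 of 36 MYC targets fell (18 over the list alone, median −1.42). In stem cells the cell cycle genes had a median of 0.03, with 0 of 50 called, and 1 of 45 MYC targets fell (median −0.15). In T cells MYC targets had a median of −0.94 and cell cycle genes 0.10, with 0 called in either list. Of 48 PI3K, AKT and mTOR genes, 1 fell in stem cells (12 over the list alone, median −0.14), and 7 fell and 1 rose in enterocytes (10 and 4 over the list alone), where Eif4ebp1, a repressor of translation, had −1.76 ± 0.39. In myeloid and T cells 0 genes of that list passed, with medians of −0.50 and −0.19. For TGF-β signalling, the medians were −0.31 in stem cells, 0.03 in enterocytes, 0.11 in T cells and −0.16 in myeloid cells, the means −0.27, −0.17, −0.31 and 0.08. In enterocytes Xiap, an inhibitor of cell death, rose by 0.98 ± 0.25 while Id1 had −1.25 ± 0.32 and fell. Of 36 p53 targets in stem cells, 3 rose (18 over the list alone, median 1.35) and without control mouse S0 24 of 35 rose. Camera with its preset correlation of 0.01 called the cell cycle list lower in enterocytes (adjusted p = 3.4e-15) and myeloid cells (8.3e-05), not in stem cells (0.748) or T cells (0.19). It called MYC targets lower in enterocytes (adjusted p = 6.2e-13), T cells (8.8e-17) and myeloid cells (2.0e-07), not in stem cells (0.0713). The PI3K list passed in stem cells alone (adjusted p = 0.012, and 0.247 without S0), TGF-β signalling passed in none of the 4 types, and p53 targets were called higher in stem cells (adjusted p = 9.7e-18). None of these calls held with an estimated correlation, with adjusted p = 0.648 for both lists in enterocytes, 0.644 for both in myeloid cells, 0.302 for MYC targets in T cells, 0.462 for PI3K in stem cells and 0.0838 for p53 targets in stem cells. Without S0, p53 targets in stem cells kept an adjusted p = 9.4e-04 with an estimated correlation. Fry, a further test of gene lists, passed 3 of 14 pathway lists in enterocytes, 2 in stem cells and 0 in T cells and myeloid cells at day 1. Which lists these were is not given here. The paper concludes that cell cycle, MYC, PI3K and TGF-β pathways are lower in surviving cells of several types. The lists were written from textbook knowledge before the data were examined and are not the hallmark sets of the paper.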

We also investigate the genes that are upregulated in survived cells at day 1 post irradiation as compared to non-irradiated cells for the stem cells, enterocytes, myeloid cells and T cells, respectively. We identified 67 significantly upregulated genes that were shared by all the major cell types (Fig. 2d and Supplementary Table 2). 

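Of the paper's 67 genes, 5 were higher at day 1 in stem cells, 23 in enterocytes, 35 in myeloid cells and 0 in T cells (edgeR, adjusted p under 0.05), and none was higher in all 4 types. The paper's myeloid values equal those without the neutrophils of C24, and with these left out, a setting chosen after the values were seen, 10 of the 67 were higher in myeloid cells. Among those higher in 3 of the 4 types were the trypsin inhibitor gene Spink1, the carboxylesterase gene Ces2e, Eps8l2 and the transporter gene Slc25a36. Spink1 rose by 2.47 ± 0.46 (standard error) on the log2 scale in stem cells and 5.07 ± 0.65 in myeloid cells, and Ces2e by 2.27 ± 0.31 and 4.87 ± 0.67. Ccng1, a cyclin gene induced by p53, had 1.33 ± 0.54 in stem cells (adjusted p = 0.227), 0.37 ± 0.60 in enterocytes (0.736) and 1.07 ± 0.46 in T cells (0.557), and rose by 1.84 ± 0.47 in myeloid cells (0.0306). Without control mouse S0, singled out after the data were seen, Ccng1 was higher in all 4 types, with 2.44 ± 0.27 in stem cells, 1.91 ± 0.24 in enterocytes and 1.78 ± 0.31 in T cells. The median log2 fold changes of the 67 genes were 1.31 in stem cells, 1.41 in enterocytes, 0.93 in T cells and 2.70 in myeloid cells. Adjusted over the list alone, 31 of 65 tested genes were higher in stem cells, 40 of 67 in enterocytes, 11 of 67 in T cells and 46 of 57 in myeloid cells. Taken as a list, they were higher in each type by camera with an estimated correlation (adjusted p = 1.6e-05, 3.8e-04, 8.5e-04 and 7.4e-07). The study chose these genes on the same mice, so their direction is not independent evidence. In T cells, where 902 of all genes had an unadjusted p under 0.05, DESeq2 called 4 of the 67 higher, and it called 23 in stem cells, 38 in enterocytes and 43 in myeloid cells, with none in all 4. Markers of enterocytes rose in myeloid cells at day 1 as well, and 6 of the 67 genes had no UMI in the mice with older gene symbols, which include S0. Only day 1 mice S2 and S35 had enough T cells to be tested.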

Functional annotation showed that the upregulated genes include several genes known to be involved in defense response and negative regulation of apoptotic process (Fig. 2e and Supplementary Table 3).

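Among the genes of the paper's functional annotation, Mbl2, a lectin that binds microbial sugars, rose in enterocytes by 4.65 ± 0.65 (standard error) on the log2 scale, from 7.91 ± 2.37 CPM to 201 ± 143 CPM (SD, 4 mice each; adjusted p = 0.00618 from edgeR). Reg3b, an antibacterial lectin of the epithelium, had 1.1 ± 0.51 in enterocytes (adjusted p = 0.171) and rose in myeloid cells by 3.90 ± 0.54 (adjusted p = 6.8e-04). The Paneth cell defensin genes had wide errors in enterocytes, with 4.31 ± 1.47 for Defa24 (adjusted p = 0.0789) and 6.40 ± 2.09 for Defa30 (0.0859), and in T cells Defa30 had 3.82 ± 1.19 (0.550). Control mouse S0 holds no UMI under the symbol Defa30 and 222049 under the older symbol Gm15284, and with these joined Defa30 in enterocytes at day 1 had 4.23 (adjusted p = 0.123) and Defa30 in T cells at day 1 −0.75 (adjusted p = 0.935). Arl6ip1, an endoplasmic reticulum gene with a role against cell death, rose in enterocytes by 1.09 ± 0.28 (adjusted p = 0.0252) and had 0.85 ± 0.35 in T cells (0.550). Hspa1b, a heat shock chaperone gene, had 0.72 ± 0.77 in enterocytes (0.577) and 1.48 ± 0.79 in T cells (0.59). The brush-border genes Cdhr2 and Cdhr5 rose in enterocytes by 2.10 ± 0.42 and 1.33 ± 0.37, and Cdhr2 rose in myeloid cells by 4.09 ± 0.74. Apoa1 and Fabp1, which carry lipids in enterocytes, had 1.53 ± 0.48 (adjusted p = 0.0515) and 0.81 ± 0.80 (0.543) in enterocytes. The gut hormone gene Ghrl had 4.22 ± 0.65 in T cells (adjusted p = 0.0711), at a level of 1.71 CPM in control mice. Of 32 enterocyte markers measured in T cells 0 were called (median 0.87, adjusted p = 0.638 with an estimated correlation). In myeloid cells 3 of 4 enteroendocrine markers were higher (all 4 over the list alone, median 3.67).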

### Dynamics of three distinct ISC subpopulations during intestinal injury and regeneration

ISCs are critical for epithelium regeneration after injury^7,11^; however, their phenotypic heterogeneity and dynamics during intestinal injury and regeneration have not been fully characterized. 

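Stem cells of control mice lay mostly in cluster C4 (348 cells, 48.7%) and C9 (304 cells, 42.5%). At day 1 most lay in C35 (149 of 214 cells, 69.6%), at day 3 in C28 (311 cells, 64.8%), at day 7 in C16 (415 cells, 61.7%) and at day 14 in C4 again (186 cells, 56.5%). Control mice gave 715 stem cells in all, and the clusters are the authors' Seurat clusters of the deposited cells. Hopx, a marker of +4 stem cells, was highest in C35 at 158 ± 71.0 CPM (SD, 4 mice) against 33.5 ± 11.6 CPM (SD, 12 mice) in C4. Olfm4, a marker of crypt base columnar cells, averaged 716 ± 809.8 CPM in C4, 752 ± 1109.6 CPM in C9, 1337 ± 1278 CPM in C16 and 0.762 ± 1.52 CPM in C28. It was near 0 in all mice with the older gene symbols, to which the mice behind C28 belong.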

We identified a total of 2411 ISCs that were divided into five clusters (Fig. 3a, b). Seminal studies defined Lgr5 as a molecular marker of stem cell residing in the base of crypt, referred to as Lgr5^+^ CBCs^22^. 

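Lgr5, the receptor gene that marks cycling stem cells (ENSMUSG00000020140, chromosome 10 from 115450311 to 115587780 of GRCm38), had a UMI in 223 of 2411 cells (9.25%) of the stem cells, with an exact 95% interval of 8.12 to 10.5%. Its level was 7.68 ± 7.64 CPM (SD, 15 mice) in CBCs, 7.65 ± 9.62 CPM (SD, 4 mice) in +4 RSCs and 4.74 ± 3.88 CPM (SD, 4 mice) in revSCs. In Paneth cells, at a median of 14539 UMIs per cell, the share was 12.0%, and in stem cells the median was 14311 UMIs. In goblet cells, which lack the gene, it was 0.661% at a median of 11755 UMIs, and in T cells 0.232% at a median of 2064 UMIs. Among stem cells the share was 8.74% in CBCs, 5.96% in +4 RSCs and 13.3% in revSCs, and these cells differ in depth, with medians of 12511 UMIs in CBCs and 27121 in revSCs. The intervals cover counting error only.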

Due to the limited sequencing sensitivity for *Lgr5* mRNAs, we didn’t detected enough expression of *Lgr5* in the stem cells, as shown in the previous studies^18,23^. 

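Olfm4, a secreted glycoprotein of crypt base cells (ENSMUSG00000022026, chromosome 14 from 79984081 to 80023139 of GRCm38), averaged 705 ± 872 CPM in CBCs, 398 ± 198 CPM in +4 RSCs and 0.762 ± 1.52 CPM in revSCs (SD over mice with at least 10 such cells). Smoc2, a matrix protein gene, did not separate the classes, with 46.4 ± 27.0 CPM in CBCs, 38.2 ± 22.8 CPM in +4 RSCs and 47.0 ± 12.7 CPM in revSCs. Prom1, a membrane glycoprotein gene, averaged 75.04 ± 24.1 CPM in CBCs, 39.8 ± 12.1 CPM in +4 RSCs and 58.9 ± 15.6 CPM in revSCs. Hopx averaged 44.7 ± 25.0 CPM in CBCs, 158 ± 71.0 CPM in +4 RSCs and 52.0 ± 13.0 CPM in revSCs, and Tert, the catalytic subunit of telomerase (ENSMUSG00000021611, chromosome 13 from 73626911 to 73649843), 2.80 ± 6.55 CPM in CBCs, 9.06 ± 9.55 CPM in +4 RSCs and 0 ± 0 CPM in revSCs. Tert had a UMI in 13 of 151 cells (8.61%) of the +4 RSCs (exact 95% interval 4.66 to 14.3%, median 10008 UMIs per cell), in 1.84% of CBCs and in 0.472% of goblet cells (median 11755 UMIs), which stand for background. In CBCs Olfm4 was 1861 ± 194 CPM (SD, 3 mice) in control mice, 77.8 ± 93.6 CPM (SD, 3 mice) at day 1, 4.89 ± 5.42 CPM (SD, 3 mice) at day 7 and 1580.2 ± 217 CPM (SD, 3 mice) at day 14. At day 3 the CBCs of the 3 mice held no Olfm4 UMI, and control mouse S0 had too few CBCs to be counted. The low values of days 3 and 7 are those of the mice with older gene symbols, so Olfm4 cannot be compared between the sets of mice. The same holds for revSCs against CBCs. At day 1, the only day with enough +4 RSCs for these levels, CBCs held 77.8 CPM of Olfm4 against 398 CPM in +4 RSCs, and 9.9 CPM of Tert against 9.06 CPM. These levels describe classes that the authors named by the same genes, and they were not tested as independent evidence of the names.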

We found that other Lgr5^+^ CBC markers, including *Olfm4*, *Smoc2*, and *Prom1*, were highly expressed in clusters C4, C9, and C16, indicating they are Lgr5^+^ CBCs; stem cells in C35 expressed high levels of +4 RSC signatures (*Hopx* and *Tert*), suggesting they are a set of +4 RSCs^8,10^. 

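Clu, the secreted chaperone clusterin (ENSMUSG00000022037, chromosome 14 from 65968483 to 65981547 of GRCm38), averaged 106 ± 47.8 CPM (SD, 4 mice) in revSCs of C28, 403 ± 882 CPM (SD, 15 mice) in CBCs and 58.0 ± 50.3 CPM (SD, 4 mice) in +4 RSCs. The CBC mean comes from the day 3 mice, whose CBCs held 1983 ± 871 CPM (SD, 3 mice) against 1.66 ± 1.19 CPM (SD, 3 mice) in control mice. In revSCs at day 3 Clu was 125 ± 37.6 CPM (SD, 3 mice), lower than in the CBCs of the same mice. Anxa1, which encodes the phospholipid-binding protein annexin A1 (ENSMUSG00000024659, chromosome 19 from 20373428 to 20390944), averaged 61.9 ± 127 CPM in CBCs, 1.19 ± 2.39 CPM in +4 RSCs and 84.8 ± 36.0 CPM in revSCs. At day 3 it was 285 ± 138 CPM in CBCs and 81.1 ± 43.2 CPM in revSCs (SD, 3 mice each). Cxadr, the coxsackievirus and adenovirus receptor gene (ENSMUSG00000022865, chromosome 16 from 78301489 to 78359774), averaged 52.0 ± 26.6 CPM in CBCs, 64.4 ± 17.7 CPM in +4 RSCs and 40.4 ± 4.65 CPM in revSCs, and at day 3 39.6 CPM in revSCs and 53.1 CPM in CBCs. Areg, a growth factor of the EGF family, averaged 135 ± 262 CPM in CBCs, 189.9 ± 83.1 CPM in +4 RSCs and 302 ± 111 CPM in revSCs. Its day 3 levels were 276 CPM in revSCs and 510 CPM in CBCs. Apart from control mouse S0, no control mouse had 10 revSCs, so these means rest on S0 and the 3 day 3 mice.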

Cluster C28 was enriched for stem cells that highly expressed *Clu*, *Cxadr* and *Anxa1*, which are signatures of recently reported Clu^+^ revSCs^11^.

**Fig. 3:**
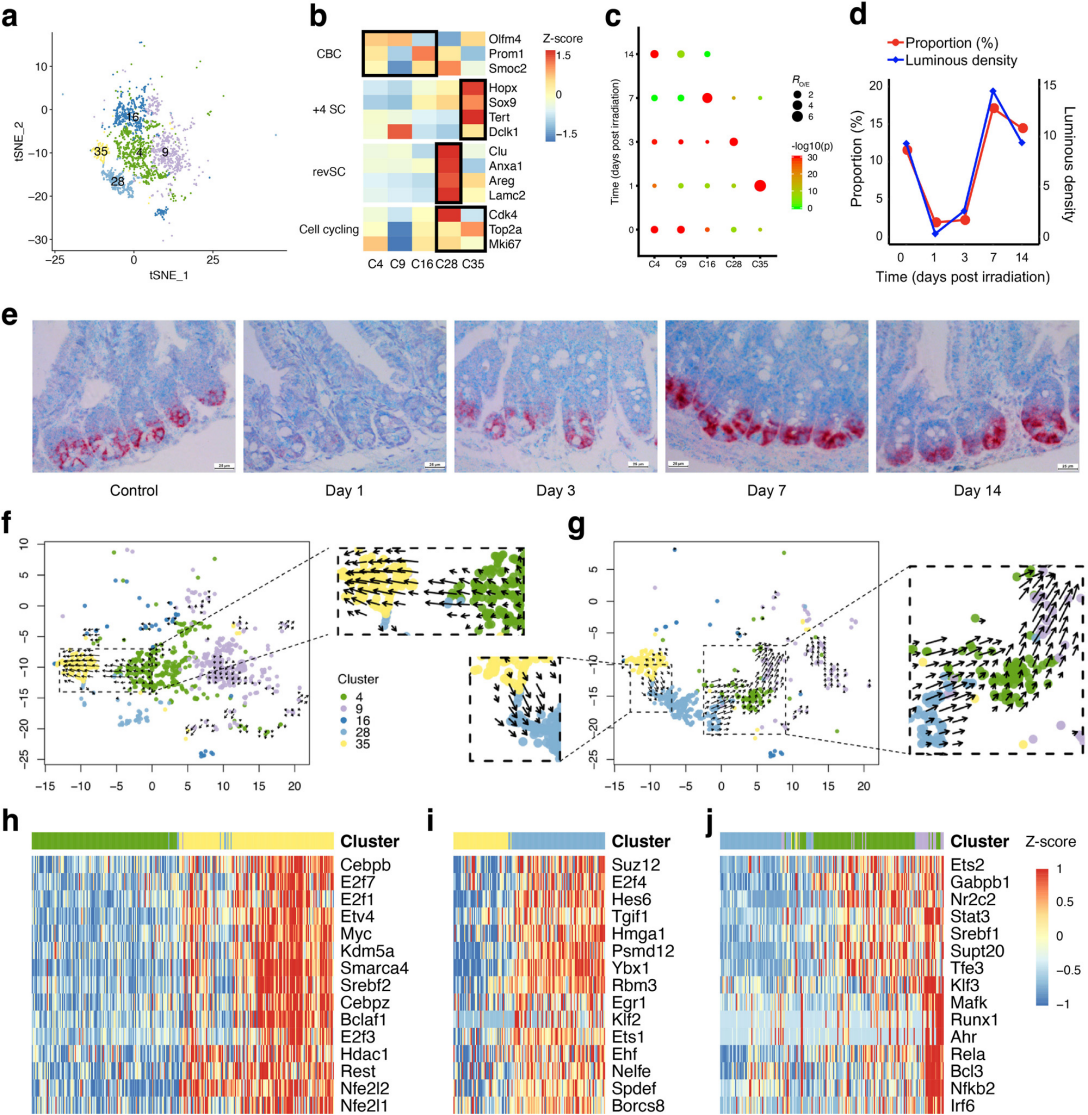
Dynamics and differentiation trajectories of intestinal stem cell (ISC) subsets in irradiation-induced intestinal injury and regeneration. **a** tSNE projection of 2,411 ISCs identified, colored by Seurat cluster identities. **b** Heatmap of the average expression of the selected ISC function-related marker genes in five ISC clusters. **c** Dot plots showing the ratio of observed to expected cell numbers (*R*_O/E_) of each ISC cluster in the indicated samples, with log-transformed Bonferroni-corrected *P* values in Chi-square tests. **d** Line charts showing the average luminous density of *Olfm4* in immunostaining (blue) and the fraction of *Olfm4*^+^ CBCs (clusters 4, 9 and 16; red) in the indicated groups. **e** *Olfm4* immunostaining (red) in jejunum in the control, day 1, 3, 7 and 14 groups. Scale bar = 25 μm. **f** RNA velocities of ISCs from the control and day 1 groups visualized on the tSNE projection. **g** The same as (**f**) for ISCs from the day 1 and day 3 groups. **h** Heatmap depicting the estimated activity of top 15 regulons showing differential activation in ISCs along the velocity flow from the control and day 1 groups, which is depicted by a black dashed line in (**f**). Shown are normalized mean area under the curve (AUC) scores of expression regulation by each transcription factor estimated in SCENIC. Cells are ordered according to first principal component (PC1) coordinate to grasp the primary velocity orientation. **i**, **j** The same as (**h**) for ISCs along the velocity flow from the day 1 and day 3 groups, which is depicted by black dashed lines in the left (**i**) and right (**j**) panel in (**g**).

We then investigated the temporal dynamics of these ISC subpopulations. The proportion of Lgr5^+^ CBCs was drastically reduced at day 1 and day 3 and was substantially recovered at day 14 post irradiation (Fig. 3c). 

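CBCs, the cycling stem cells at the crypt base, averaged 11.9 ± 10.3% of a mouse's cells (SD, 4 control mice), 3.80 ± 5.06% (SD, 4 mice) at day 1 and 2.30 ± 0.681% (SD, 3 mice) at day 3. They averaged 14.9 ± 4.51% at day 7 and 15.3 ± 2.09% at day 14 (3 mice each). In all stem cells Olfm4 fell at day 3, with a log2 fold change of −10.15 ± 2.02 (standard error), from 1531 ± 1038 CPM to 0.913 ± 1.58 CPM (adjusted p = 0.0147 from edgeR). This cannot be told from a difference between the sets of mice, because Olfm4 was near 0 in all mice with older gene symbols. It had 0 CPM in stem cells of control mouse S0 and 4.81 CPM at day 7, when CBCs were back. At day 1 Olfm4 had −2.50 ± 1.21 in stem cells (adjusted p = 0.319), and without control mouse S0 it was called lower with −2.87 ± 0.50 (adjusted p = 0.00442). The exact permutation test of 4 control mice against 4 or 3 gave p = 0.257 for CBCs at day 1, 0.229 at day 3, 0.686 at day 7 and 0.657 at day 14, and adjusted over the 12 comparisons of 3 classes on 4 days the day 1 value is 0.771. In edgeR's test of cell counts, CBCs had −1.73 ± 0.98 at day 1 (adjusted p = 0.139) and −2.37 ± 1.09 at day 3 (adjusted p = 0.13). Without S0, which held few CBCs, chosen after seeing the data, CBCs were lower at day 1 with −2.16 ± 0.85 (adjusted p = 0.0315) and at day 3 with −2.76 ± 0.93 (adjusted p = 0.01326). Over all 12 comparisons these values are 0.0631 and 0.0354. Its exact permutation p of 3 mice against 4 at day 1 was 0.0857, and at day 3 0.10, the smallest that 3 mice against 3 allow. CBCs of control mice were mostly in C4 and C9 and those of day 7 in C16. The paper concludes that CBCs are lost at days 1 and 3 and largely return by day 14. It reports a similar course of Olfm4 by in situ hybridization, which was not analysed here.

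**Figure D2:**
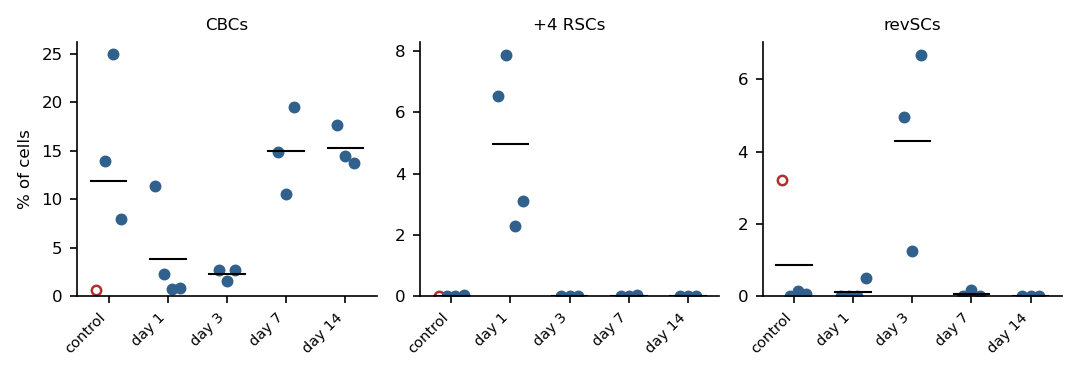
Share of CBCs, +4 RSCs and revSCs among the annotated cells of a mouse (percent, vertical axis) in control mice and at 1, 3, 7 and 14 days after 15 Gy. Each point is a mouse, the open red point is control mouse S0 and lines are group means, and +4 RSCs appear at day 1 and revSCs at day 3 and in S0.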

In line with the scRNA-seq data, the integral luminous density of in situ hybridization with probes specific for *Olfm4* showed similar results (Fig. 3d, e). By contrast, +4 RSCs in C35 were specifically enriched at day 1 post irradiation, suggesting they are not only radioresistant but can also be induced by irradiation (Fig. 3c), in line with a previous study that detected increased lineage tracing output of +4 RSCs after irradiation exposure^24^. 

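The +4 RSCs of C35, whose leading genes include Hopx, Top2a and Hells, rose from 0.01326 ± 0.0265% of a mouse's cells (SD, 4 control mice, 1 cell in all) to 4.96 ± 2.69% (SD, 4 mice, 149 cells) at day 1. They were absent at day 3 and day 14 and counted 1 cell at day 7. Sox9, a transcription factor gene of crypt progenitors, had 1.09 ± 0.31 (standard error) in all stem cells at day 1 (adjusted p = 0.0909 from edgeR), and without control mouse S0 1.15 ± 0.32 (adjusted p = 0.02977). In CBCs Hopx was 27.9 ± 3.16 CPM (SD, 3 mice) in control mice and 84.3 ± 30.1 CPM (SD, 3 mice) at day 1. The exact permutation p of 4 mice against 4 was 0.0286, the smallest possible, and 0.343 after adjustment over 12 comparisons, and without S0 the exact permutation p of 3 mice against 4 was 0.0571. In edgeR's test of cell counts the log2 fold change at day 1 was 7.59 ± 1.143 (adjusted p = 3.4e-05), and without S0 7.35 ± 1.171 (adjusted p = 9.2e-05). The paper proposes that these cells resist radiation and can be induced by it. With 1 cell in the control mice the size of the fold change is poorly known.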

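The revSCs, which carry Clu and Anxa1, averaged 4.30 ± 2.78% of a mouse's cells (SD, 3 mice, 311 cells) at day 3 and 0.854 ± 1.57% (SD, 4 mice, 43 cells) in control mice. Control mouse S0 held 3.21%, and the other 3 control mice averaged 0.0688 ± 0.0779%. At day 1 they averaged 0.126% (6 cells), at day 7 there was 1 cell and at day 14 none. In all stem cells at day 3 Clu had 3.35 ± 1.2 (standard error, adjusted p = 0.129 from edgeR), and without S0 7.38 ± 0.53 (adjusted p = 1.2e-08), from 1.79 to 307 CPM. Areg had 4.36 ± 0.82 without S0 (adjusted p = 0.00181), and its value with all mice is not given here. Cxadr had −0.00 ± 0.16 (adjusted p = 1.000). Of 19 revSC markers 0 were called higher with all mice, and 16 of 18 without S0, which was singled out after the data were seen. Camera gave an adjusted p = 3.2e-05 for the list, and an adjusted p = 0.58 with an estimated correlation. Over all genes in stem cells at day 3, 76 rose and 546 fell of 9486 tested, or 83 and 344 when genes that carry different symbols in the 2 sets of mice were left out. Without S0 the numbers were 1215 and 1347, or 962 and 1094. With S0 kept, 6 genes in all were called without day 3 mouse S8 and 12 without day 3 mouse S10. With only the 2 groups compared in the fit, 2 were called. For the share of revSCs the exact permutation test of 4 mice against 3 gave p = 0.0857 and 0.514 after adjustment, and edgeR 2.33 ± 1.44 (adjusted p = 0.188). Without S0 edgeR gave 5.81 ± 1.422 (adjusted p = 0.00300).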

Distinct from Lgr5^+^ CBCs and +4 RSCs, Clu^+^ revSCs in C28 were specifically enriched at day 3 post irradiation (Fig. 3c), in accordance with the study that first reported the population of Clu^+^ revSCs^11^. Collectively, these results showed the distinct dynamic patterns of three ISCs subpopulations. Moreover, the temporal sequential enrichment of +4 RSCs, Clu^+^ revSCs and Lgr5^+^ CBCs during this process hints at a potential sequential differentiation relationship among them.

### Differentiation trajectory analyses of intestinal stem cell subpopulations

We next sought to explore the differentiation trajectories among these heterogeneous ISC subpopulations. RNA velocity has recently emerged as a powerful approach for inferring the transition direction of a single cell to neighboring cells^25^. Here, we performed RNA velocity analysis on stem cell populations in a time-course manner. Given that only +4 RSCs were enriched at day 1, we combined them with ISCs presented under homeostatic conditions (Control-D1) or those presented at day 3 (D1-D3), respectively, to investigate the inter-subpopulation differentiation trajectories. Notably, the Control-D1 RNA velocity map showed that there is a velocity flow from Lgr5^+^ CBCs toward +4 RSCs (Fig. 3f), in accordance with a previous study that demonstrated the interconversion between Lgr5^+^ CBCs and +4 RSCs^10^. This result may explain the specific enrichment of +4 RSCs at day 1 post irradiation. We observed two clear velocity flows in the D1-D3 map (Fig. 3g). The first flow initiates from the +4 RSCs toward Clu^+^ revSCs, suggesting +4 RSCs may be able to differentiate to Clu^+^ revSCs. This result is not only in accordance with the specific enrichment of Clu^+^ revSCs at day 3 post irradiation rather than at day 1 (Fig. 3c), but also consistent with the observation of a peak of CLU-tdTomato^+^ clone frequency at the +4 position from the crypt bottom^11^, where +4 RSCs are specifically enriched. The second flow is from the Clu^+^ revSCs toward Lgr5^+^ CBCs, suggesting that Clu^+^ revSCs could repopulate Lgr5^+^ CBCs when the latter were almost eliminated by irradiation, in line with the previous study^11^. These results revealed the potential relationships among the ISC subtypes, though further mechanism experiments are required to test and verify the specific interconversion process.

We then used SCENIC^26^ to investigate the potential key regulons along these velocity flows. We found Myc and Hdac1 were among the top transcription factors (TFs) that exhibit remarkably increasing activities along the velocity flow from Lgr5^+^ CBCs toward +4 RSCs (Fig. 3h). 

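Myc, a transcription factor gene of growth (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374 of GRCm38), had 0.97 ± 0.32 (standard error) on the log2 scale in stem cells at day 1, from 42.4 ± 21.5 CPM to 90.1 ± 29.0 CPM (SD, 4 mice each; adjusted p = 0.127 from edgeR). Without control mouse S0, singled out after the data were seen, it rose by 1.31 ± 0.25 (adjusted p = 0.00143). Across classes Myc averaged 121 ± 61.3 CPM (SD, 4 mice) in +4 RSCs and 39.0 ± 31.1 CPM (SD, 15 mice) in CBCs. Hdac1, a histone deacetylase gene (ENSMUSG00000028800, chromosome 4 from 129516104 to 129542713), had 0.14 ± 0.21 at day 1 (adjusted p = 0.810), and averaged 108 ± 87.3 CPM in +4 RSCs and 54.3 ± 13.1 CPM in CBCs. The regulon activities behind the paper's statement come from SCENIC and velocity, which were not analysed here, and mRNA of a factor does not measure its activity.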

Myc has been reported to be required for intestinal formation and regeneration but dispensable for homeostasis of the adult intestinal epithelium^27,28^. Here, our result suggested Myc may facilitate intestinal regeneration by promoting the conversion from Lgr5^+^ CBCs to +4 RSCs upon radiation-induced injury. Besides, Hdac1 was also reported to regulate ISC homeostasis^29^. Among the top correlated TFs along the velocity flow from +4 RSCs toward Clu^+^ revSCs (Fig. 3i), Ybx1 is a stress-activated TF and has been reported to be able to transcriptionally activate *Clu* expression by directly binds to the promoter regions of *Clu*^30^. Our data suggest Ybx1 may play important roles in the induction of Clu^+^ revSCs from +4 RSCs. Besides, another TF Hmga1 has been reported to amplify the Wnt signaling and expand the ISC compartment and Paneth cell niche^31^. For the velocity flow from Clu^+^ revSCs toward Lgr5^+^ CBCs, we found Runx1 and Stat3 were among the top correlated TFs (Fig. 3j). Stat3 has been shown to be indispensable for damage-induced crypt regeneration^32^ and the Runx1-Stat3 signaling pathway has been reported to regulate the differentiation of Lgr5^+^ CBC^33^. Taken together, our results revealed the possible differentiation trajectories among Lgr5^+^ CBCs, +4 RSCs and Clu^+^ revSCs upon intestinal injury, and identified the specific TF sets driving these differentiation paths.

### Bidirectional differentiation of peripheral monocytes into pro-inflammatory macrophages and resident macrophages

A total of 4010 myeloid cells were identified in our dataset, which were divided into five clusters (C0, C22, C24, C36, and C38) (Fig. 4a). Cells in cluster C0 expressed high levels of monocyte markers (*Cd14*, *Ccr2,* and *Ly6c2*), indicating they are peripheral Ly6c^+^ monocytes. 

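In the Ly6c+ monocytes of C0, Ly6c2, a surface antigen of inflammatory monocytes (ENSMUSG00000022584, chromosome 15 from 75108158 to 75111970 of GRCm38), averaged 293 ± 253 CPM (SD, 6 mice), and 273 ± 352 CPM in pro-inflammatory macrophages, 233 ± 197 CPM in resident macrophages and 189.9 ± 261 CPM in neutrophils. Cd14 (ENSMUSG00000051439, chromosome 18 from 36725067 to 36726798) averaged 977 ± 832 CPM in monocytes, 616 ± 669.8 CPM in pro-inflammatory macrophages and 4447 ± 1224 CPM in neutrophils. Ccr2, the chemokine receptor that draws monocytes from blood, averaged 146 ± 118 CPM in monocytes, 228 ± 53.5 CPM in resident macrophages and 92.1 ± 90.0 CPM in pro-inflammatory macrophages. Over all days Ly6c2 was highest in the monocytes, Cd14 in neutrophils and Ccr2 in resident macrophages, which are too few at day 3 to be compared. At day 3 the monocytes were highest in Ly6c2 (442 CPM) and Ccr2 (235 CPM), and neutrophils in Cd14 (4091 CPM against 1468 CPM). Cluster C0 held 1634 of the 2926 myeloid cells, and 42.0% of them came from day 3 mouse S9. Each mean is over mice with at least 10 cells of the class, which differ between classes.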

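Mrc1, the mannose receptor of tissue macrophages (Cd206), averaged 280.5 ± 265 CPM (SD, 10 mice) in the pro-inflammatory macrophages of C22 and 79.8 ± 32.1 CPM (SD, 6 mice) in resident macrophages. Adgre1 (F4/80) averaged 112 ± 68.1 CPM and 116 ± 52.4 CPM in these classes, Fcgr1 (Cd64) 87.5 ± 51.9 CPM and 116 ± 26.8 CPM, and Cd80, a costimulatory ligand, 25.9 ± 27.8 CPM and 13.0 ± 9.62 CPM. The cytokine gene Il1b averaged 2005 ± 2151 CPM in pro-inflammatory macrophages, 3270.3 ± 2509 CPM in monocytes and 8755 ± 4159 CPM in neutrophils. Il1a, another interleukin-1 gene, averaged 172 ± 258 CPM in pro-inflammatory macrophages and 1069.5 ± 958 CPM in neutrophils, and Tnf 249.9 ± 274 CPM and 758 ± 732 CPM. Il6 averaged 84.6 ± 253 CPM in pro-inflammatory macrophages and 269 ± 478 CPM in monocytes, so over all days only Mrc1 of these genes was highest in C22. The classes differ in their mix of days. At day 3, when resident macrophages are too few, C22 was highest in Mrc1 (445 CPM), Adgre1 (149 CPM) and Fcgr1 (119 CPM) and level with neutrophils in Cd80 (44.6 and 44.3 CPM). Monocytes then held 463 CPM of Il6. By day, Il6 in pro-inflammatory macrophages was 276 ± 459 CPM (SD, 3 mice) at day 3 and 5.68 ± 9.83 CPM (SD, 3 mice) in control mice, and Il1b 3876 ± 969 CPM and 2527 ± 2767 CPM.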

Cells in C22 highly expressed macrophage markers (*Cd80*, *Cd206*, *Cd64* and *F4/80*) and a set of pro-inflammatory genes (*Il1a*, *Il1b*, *Il6* and *Tnf*), suggesting they are a set of pro-inflammatory macrophages. 

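Cx3cr1, the fractalkine receptor of resident macrophages (ENSMUSG00000052336, chromosome 9 from 119901616 to 120069879 of GRCm38), averaged 135 ± 51.1 CPM (SD, 6 mice) in resident macrophages of C36 and 166 ± 195 CPM (SD, 10 mice) in pro-inflammatory macrophages. It averaged 11.1 ± 9.10 CPM in monocytes, 8.20 ± 15.5 CPM in neutrophils and 10.2 ± 11.1 CPM in the class named proliferating macrophages. Fcgr1, an antibody receptor gene, averaged 116 ± 26.8 CPM (SD, 6 mice) in resident macrophages, 61.6 ± 48.4 CPM in monocytes and 11.6 ± 13.7 CPM in neutrophils. The 2 macrophage classes were not separated by Cx3cr1, whose error in C22 exceeds its mean.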

C36 was enriched for cells expressed high levels of resident macrophage markers (*Cx3cr1* and *Fcgr1*), suggesting they are Cx3cr1^+^ resident macrophages. Besides, we also identified a cluster of neutrophils (C24) highly expressing neutrophil markers (*Ly6g*, *Retnlg* and *S100a9*) (Fig. 4b).

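Ly6g, a surface antigen of neutrophils (ENSMUSG00000022582, chromosome 15 from 75155240 to 75159126 of GRCm38), averaged 181 ± 86.6 CPM (SD, 4 mice) in C24 and 15.2 ± 37.2 CPM in resident macrophages, the next highest class. Retnlg averaged 10049 ± 11642 CPM in C24 and 1387 ± 3396 CPM in resident macrophages. S100a9, a calcium-binding protein of neutrophil granules, averaged 45512 ± 37118 CPM in C24, 5255 ± 12869 CPM in resident macrophages and 1271 ± 2435 CPM in monocytes. All 3 genes were highest in C24.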

**Fig. 4:**
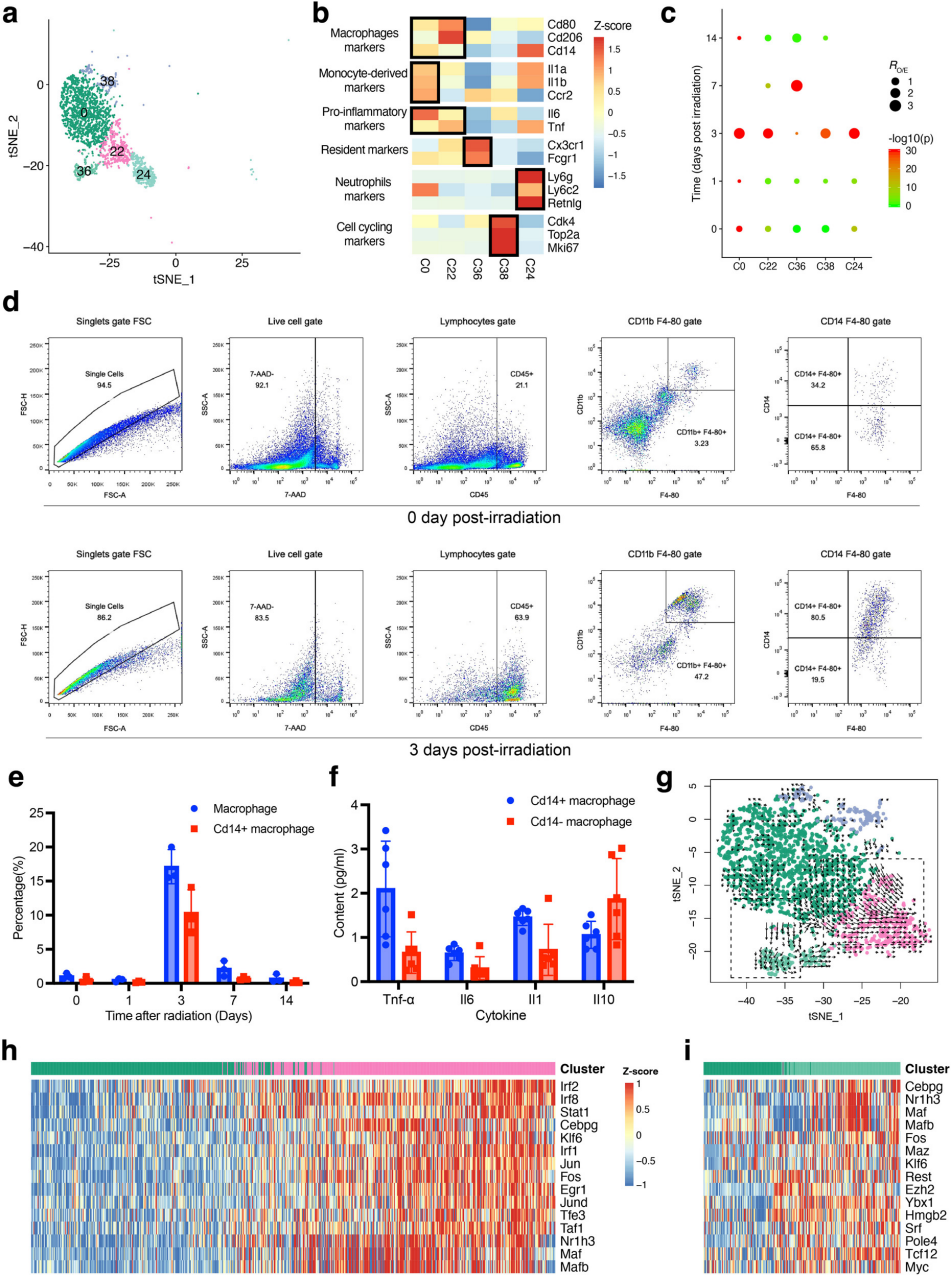
The characteristics and roles of macrophage subsets in the irradiation-induced intestinal inflammation. **a** tSNE projection of 2,926 myeloid cells identified, colored by Seurat cluster identities. **b** Heatmap of the average expression of the selected myeloid cell function-related marker genes in five myeloid cell clusters. **c** Dot plots showing the ratio of observed to expected cell numbers of each myeloid cell cluster in the indicated samples, with Bonferroni-corrected *P* values by Chi-square tests. **d** Flow cytometry analyses showing the percentages of Cd14^+^ inflammatory macrophages at control and 3 days post irradiation groups. **e** Dynamic change of the percentages of Cd14+ macrophages at control, 1, 3, 7 and 14 days post irradiation groups. The error bars represent the SD. **f** Expression levels of inflammatory cytokines by Cd14^+^ and Cd14^-^ macrophages in intestine 3 day post irradiation. The error bars represent the SD. **g** RNA velocities of four macrophage clusters visualized on the tSNE projection. **h**, **i** Heatmap depicting the estimated activities of top 15 differentially activated regulons along the velocity flow, which was depicted by black dashed lines in the right (**h**) and left (**i**) panel in (**g**). Shown are normalized mean area under the curve (AUC) scores of expression regulation of each transcription factor estimated by SCENIC. Cells are ordered according to first principal component (PC1) coordinate to grasp the primary velocity orientation.

We then investigated the temporal distribution of these myeloid subpopulations. We found that Ly6c^+^ monocytes (C0), pro-inflammatory macrophages (C22) and the neutrophils (C24) were highly enriched at day 3 post irradiation (Fig. 4c). 

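Pro-inflammatory macrophages, which carry Mrc1 and Cd80, rose from 0.943 ± 0.313% of a mouse's cells (SD, 4 control mice) to 3.92 ± 2.44% (SD, 3 mice) at day 3. Ly6c+ monocytes, the blood-borne precursors of macrophages, averaged 4.05 ± 6.77% in control mice and 18.5 ± 6.06% at day 3. Neutrophils averaged 4.40 ± 5.08% at day 3, and among control mice S0 held 3.53% and the other 3 none. Their day 3 shares ran from 0.793 to 10.2%, and 70.5% of all neutrophils came from day 3 mouse S9. With a mouse left out the difference from the controls ran from 0.614 to 5.32 percentage points. At day 1 monocytes averaged 0.233 ± 0.357%, pro-inflammatory macrophages 0.819 ± 0.435% and neutrophils 1.56 ± 2.17% (4 mice). The exact permutation test at day 3, with 4 mice against 3, gave p = 0.0286 for pro-inflammatory macrophages, the smallest possible, 0.0857 for monocytes and 0.286 for neutrophils. Adjusted over 20 comparisons of 5 classes on 4 days, the first 2 values became 0.429. With any 1 of the 7 mice left out no p under 0.0667 is possible, so these tests say nothing on the call. Over the parent population, the myeloid cells, the share of pro-inflammatory macrophages on day 3 was lower by 10.3 percentage points (exact permutation p = 0.371, 4 mice against 3), as all myeloid cells grew. In edgeR's test of cell counts their log2 fold change was 2.05 ± 1.02 (standard error, adjusted p = 0.152), that of monocytes 2.19 ± 1.26 (adjusted p = 0.168) and that of neutrophils 2.32 ± 1.726 (adjusted p = 0.250). Without control mouse S0, in which monocytes held 14.2% against 0.672 ± 0.402% in the other 3, monocytes had 4.76 ± 1.136 (adjusted p = 0.00202) and pro-inflammatory macrophages 2.14 ± 1.09 (adjusted p = 0.0655), a comparison chosen after the data were seen. Neutrophils also passed without S0 (8.88 ± 2.07, adjusted p = 0.00225). The size of this fold depends on the prior count, since the remaining control mice held none. The paper concludes that monocytes, pro-inflammatory macrophages and neutrophils are enriched at day 3. For pro-inflammatory macrophages it also reports flow cytometry, which was not analysed here.

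**Figure D3:**
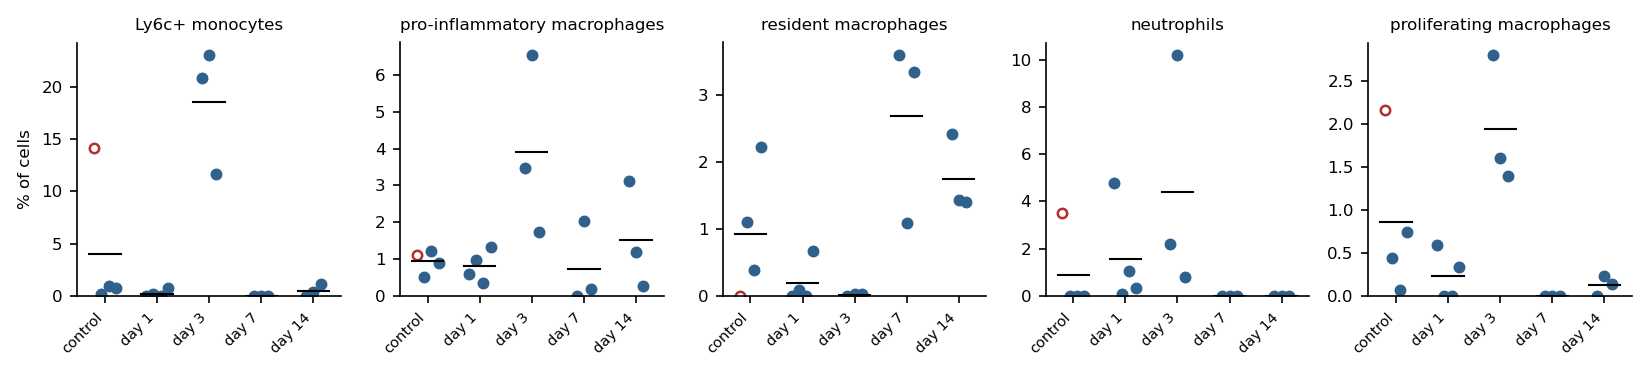
Share of 5 myeloid classes among the annotated cells of a mouse (percent, vertical axis) in control mice and at 1, 3, 7 and 14 days after 15 Gy. Each point is a mouse, the open red point is control mouse S0 and lines are group means, and monocytes are high at day 3 and in S0.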

The temporal distributions of pro-inflammatory macrophages after irradiation were confirmed by flow cytometry, and their expression of pro-inflammatory cytokines were measured (Fig. 4d–f). In contrast, Cx3cr1^+^ resident macrophages in C36 showed depletion at day 1 and day 3 post irradiation and became abundant at day 7, suggesting resident macrophages are radiosensitive and could rapidly recover after irradiation. However, additional validation of this radiosensitivity disparity among different myeloid subpopulations necessitates experiments involving whole-body irradiation since non-irradiated Ly6c^+^ inflammatory cells would be recruited from circulation in response to abdominal irradiation.

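Resident macrophages, which carry Cx3cr1, fell at day 3 by edgeR's test of cell counts, from 0.931 ± 0.98% of a mouse's cells (SD, 4 control mice) to 0.0238 ± 0.0207% (SD, 3 mice, 2 cells), a log2 fold change of −4.77 ± 1.40 (standard error, adjusted p = 0.0157). At day 1 they averaged 0.19 ± 0.323% (4 mice), a log2 fold change of −1.92 ± 1.142 (adjusted p = 0.184). They averaged 2.68 ± 1.382% at day 7 and 1.75 ± 0.578% at day 14 (3 mice each). Cx3cr1 in all myeloid cells at day 3 had −1.15 ± 0.71 (adjusted p = 0.442). The exact permutation test of 4 control mice against 4 or 3 gave p = 0.257 at day 1, 0.257 at day 3, 0.143 at day 7 and 0.200 at day 14, so it called no day. With S0, which held no resident macrophage, left out, edgeR gave −5.17 ± 1.16 at day 3 (adjusted p = 0.00176) and −2.28 ± 0.96 at day 1 (adjusted p = 0.0730). Of day 7 myeloid cells 86.9% were resident macrophages of C36, while monocytes were absent at day 7 (0 of 3 mice) and lower than in control mice by edgeR (adjusted p = 0.00497). The paper proposes that resident macrophages are sensitive to radiation and could recover rapidly, and calls for further experiments. With 2 cells at day 3 the size of the fold change is poorly known.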

Using RNA velocity analysis, we found that there are two differentiation paths initiated from Ly6c^+^ monocytes towards pro-inflammatory macrophages and Cx3cr1^+^ resident macrophages, respectively (Fig. 4g). Although the alternative outcomes of Ly6c^+^ monocytes to be resident and pro-inflammatory macrophages has been previously reported in inflammatory bowel disease (IBD)^34^, our result shows that this bidirectional differentiation pattern may be import for RIII recovery. Further, SCENIC analysis was performed to investigate the potential key regulons driving these two differentiation paths, respectively. We found these two differentiation paths shared several top correlated TFs, including Cebp, Maf, Mafb and Nr1h3 (Fig. 4h, i). CCAAT/enhancer-binding protein (Cebp), Maf and Mafb TFs has been reported to be important for monocyte-to-macrophage differentiation^35^. Nuclear receptor Nr1h3 (LXRα) has also been reported to be a major regulator of macrophage development^36^. Besides the shared TFs, the two differentiation paths were also driven by specific factors. Activities of Jun, Stat1, Irf1 and Irf2 were specifically upregulated along the velocity flow from Ly6c^+^ monocytes to pro-inflammatory macrophages (Fig. 4h), while Myc and Myc-associated zinc finger (Maz) were specifically upregulated along the velocity flow from Ly6c^+^ monocytes to resident macrophages (Fig. 4i), in accordance with the key role of Myc in the self-renewal activity of macrophages^37^. Together, these results suggested that peripheral monocytes could differentiate into both pro-inflammatory macrophages and resident macrophages after RIII, and these two differentiation paths may be driven by different key TFs.

### A positive feedback loop between the macrophages and endothelial cells amplifies inflammatory response upon RIII

To assess the roles of various cell types in the inflammatory response induced by irradiation, we then investigated the cell-cell communication (CCC) in the intestine microenvironment. We found that the overall and the myeloid cell-derived interaction strength showed a sharp decrease in day 1 post irradiation and a remarkable increase in day 3 post irradiation (Fig. 5a). Given the significant enrichment of myeloid cells in day 3, we then compared the CCC between day 3 and day 1 in more details. Results revealed that the interaction number and strength among myeloid, endothelial and stromal cells exhibited strong upregulation in day 3 compared to day1 (Fig. 5b). It is, moreover, noteworthy that myeloid cells showed markedly increased cellular interaction in signaling pathways relevant to leukocyte migration and adhesion, such as ICAM, ITGAL-ITGB2, SELPLG, and SELL signaling (Fig. 5c and Supplementary Fig. 6). It is reasonable to postulate that the high-volume infiltration of myeloid cells in day 3 might be induced by endothelial and stromal cells.

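Itgal, the integrin subunit that binds Icam1 (ENSMUSG00000030830, chromosome 7 from 127296260 to 127335138 of GRCm38), had 1.33 ± 0.47 (standard error) on the log2 scale in myeloid cells at day 3 against control mice, from 45.8 ± 24.6 CPM to 119.9 ± 54.6 CPM (SD, 4 and 3 mice; adjusted p = 0.169 from edgeR). Its partner subunit Itgb2 had 0.54 ± 0.45 (adjusted p = 0.583). Selplg, the ligand of P-selectin, had −0.31 ± 0.42 (adjusted p = 0.792). Icam1, an adhesion molecule that Itgal and Itgb2 bind, had 0.52 ± 0.47 in myeloid cells (adjusted p = 0.624). With control mouse S0 left out, singled out after the data were seen, Itgal rose by 1.72 ± 0.51 (adjusted p = 0.0225) and the chemokine gene Ccl6 by 1.83 ± 0.58 (0.0351), and Itgb2 had 1.09 ± 0.41 (0.0759). Of 17 genes of leukocyte adhesion and recruitment, 0 were called with all mice, 0 over the list alone, and 3 without S0 (8 over the list alone). The median of the list was 0.57 and camera called it higher (adjusted p = 9.7e-04), which did not hold with an estimated correlation (adjusted p = 0.33). Of 4010 genes in myeloid cells at day 3, 0 passed with all mice, 634 had an unadjusted p under 0.05 and DESeq2 called 165, and without S0 edgeR called 353 higher and 296 lower, or 268 and 192 when genes with different symbols in the 2 sets of mice were left out. Interaction strengths as the paper computes them were not analysed here, and levels of mRNA do not measure contact between cells. The paper proposes that endothelial and stromal cells draw myeloid cells into the tissue at day 3.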

**Fig. 5:**
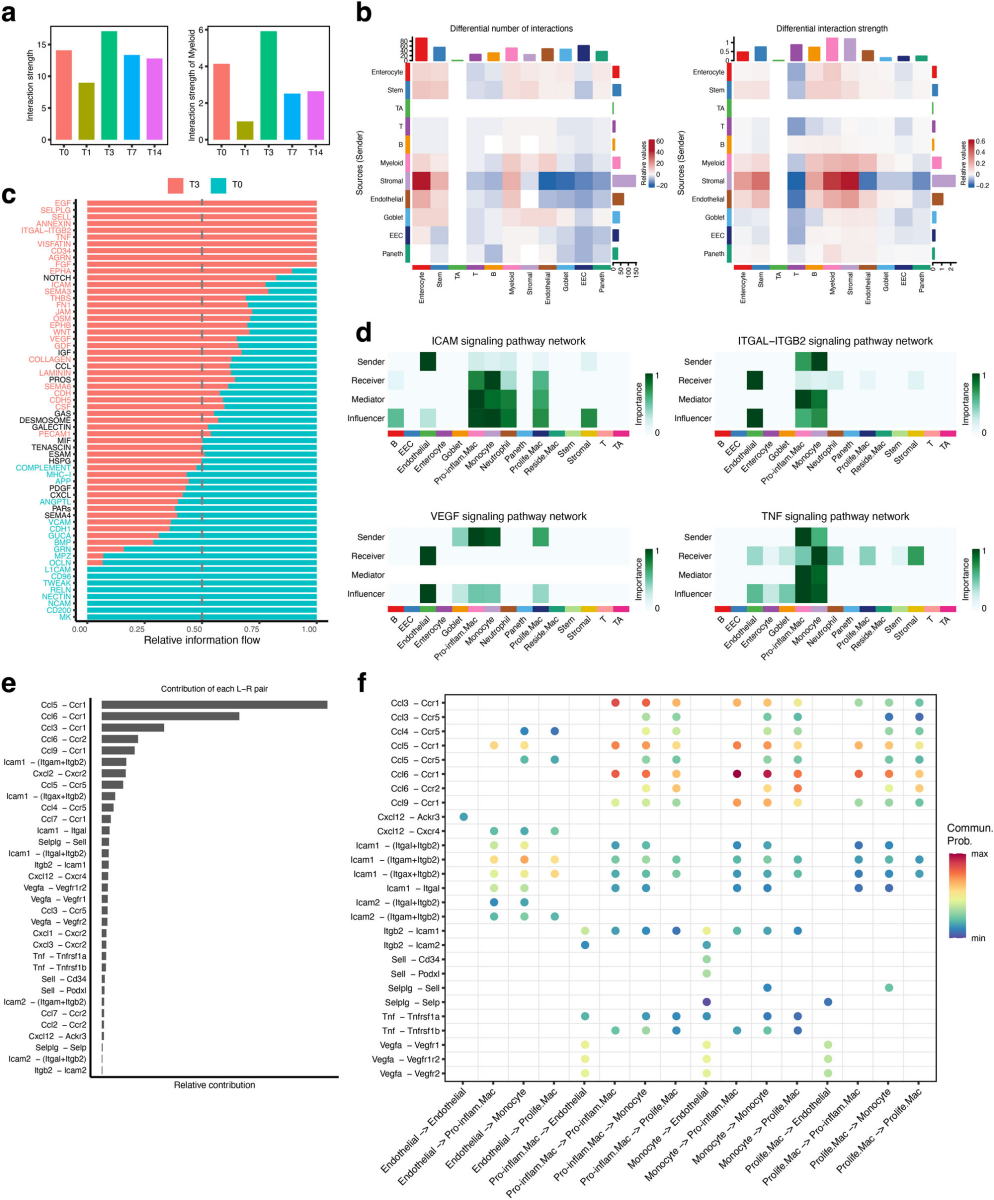
Cellular interaction between the myeloid and endothelial cells. **a** The overall (lift) and myeloid cell-derived (right) interaction strength at different times post irradiation. **b** Heatmap depicting the differential interaction numbers (left) and strength (right) among major cell types in day 3 group compared to those in control group. **c** Bar graph showing the overall information flow of each signaling pathway in day 3 and control group. **d** Heatmap depicting the network centrality scores for each cell type in the selected signaling pathways. **e** Bar graph showing the contribution of each ligand-receptor pair to the myeloid cell migration and activation relevant signaling pathways. **f** Dot plot showing the significant ligand-receptor pairs associated with the myeloid cell migration and activation relevant signaling pathways.

We then examined the CCC associated with different myeloid cell populations. We found that ICAM and ITGAL-ITGB2 signaling pathways exhibited remarkable enrichment between endothelial cells and monocytes and pro-inflammatory macrophages (Fig. 5d). 

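Icam1, which leukocyte integrins bind (ENSMUSG00000037405, chromosome 9 from 21015985 to 21028817 of GRCm38), averaged 208 ± 264 CPM (SD, 15 mice) in endothelial cells, 75.01 ± 53.2 CPM in stromal cells and 111 ± 90.5 CPM in pro-inflammatory macrophages. Icam2, an adhesion molecule of resting vessels (ENSMUSG00000001029, chromosome 11 from 106377656 to 106388075), averaged 166 ± 72.3 CPM in endothelial cells and 0.414 ± 1.07 CPM in stromal cells. In endothelial cells at day 3 Icam1 had 1.47 ± 0.57 (standard error) on the log2 scale, from 240.1 ± 202 CPM to 773 ± 518 CPM (SD, 3 mice each; adjusted p = 0.306 from edgeR), and Icam2 −0.23 ± 0.41 (adjusted p = 0.885). Vcam1, another adhesion molecule, had 1.2 ± 0.53 (adjusted p = 0.412), and Selp, the P-selectin of activated vessels, 2.51 ± 0.83 (adjusted p = 0.24). Leaving out control mouse S0, which leaves 2 control mice and was singled out after the data were seen, Icam1 rose by 2.51 ± 0.65 (adjusted p = 0.0156) and Vcam1 by 2.87 ± 0.64 (adjusted p = 0.00389), while Selp had 3.36 ± 1.057 (adjusted p = 0.0878). Icam2 then had 0.20 ± 0.53 (adjusted p = 0.883). At day 1 Icam1 in endothelial cells averaged 184 ± 75.6 CPM (SD, 3 mice), and at day 7 51.9 ± 22.6 CPM.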

Investigation of specific ligands and receptors revealed that endothelial cells expressed high levels of adhesion molecules such as *Icam1* and *Icam2*, to recruit monocytes and pro-inflammatory macrophages (Fig. 5e, f), in accordance with previous studies^38^. 

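Cxcl12, a chemokine that binds Cxcr4, averaged 388 ± 161 CPM (SD, 15 mice) in endothelial cells and 372 ± 182 CPM (SD, 16 mice) in stromal cells, and 1.393 ± 3.11 CPM in pro-inflammatory macrophages. Ccl5, a chemokine of T cells, averaged 339.6 ± 513 CPM in endothelial cells, 371 ± 325 CPM in stromal cells, 928 ± 851 CPM in pro-inflammatory macrophages and 23291 ± 11450.0 CPM (SD, 15 mice) in T cells. At day 3 Ccl5 was 822 CPM in endothelial and 395 CPM in stromal cells. A level of Ccl5 like that of endothelial cells was also found in enteroendocrine cells, at 342 ± 394 CPM, which are not known as its source. In endothelial cells at day 3 Ccl5 had 0.78 ± 1.112 (standard error, 3 mice each, adjusted p = 0.851 from edgeR) and Cxcl12 −0.17 ± 0.45 (adjusted p = 0.946). By day, Cxcl12 in endothelial cells ran from 335 ± 145 CPM at day 3 to 468 ± 227 CPM at day 1. Leaving out S0, Ccl5 had 2.03 ± 1.43 (adjusted p = 0.483) and Cxcl12 0.03 ± 0.53 (adjusted p = 0.991).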

Besides the adhesion molecules, we found these endothelial cells also expressed high levels of chemokine *Ccl5* and *Cxcl12* to recruit pro-inflammatory macrophages (Fig. 5e, f). Interestingly, the pro-inflammatory macrophages expressed high levels of vascular endothelial growth factor (*Vegf*), which could, in turn, enhance the endothelial cell survival and proliferation^39^ (Fig. 5e, f). 

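Vegfa, the growth factor of vessels (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369 of GRCm38), averaged 272 ± 27.9 CPM (SD, 3 mice) in pro-inflammatory macrophages at day 3 and 43.6 ± 42.6 CPM (SD, 3 mice) in control mice. In Ly6c+ monocytes it was 205 ± 53.8 CPM (SD, 3 mice) at day 3 and 67.4 ± 105 CPM (SD, 3 mice) in control mice. Over all days it averaged 136 ± 106 CPM in monocytes, 100.4 ± 122 CPM in pro-inflammatory macrophages and 92.3 ± 64.1 CPM in neutrophils. In all myeloid cells at day 3 its log2 fold change was 1.728 ± 0.81 (standard error, adjusted p = 0.318 from edgeR), and without control mouse S0, singled out after the data were seen, it rose by 4.05 ± 0.64 (adjusted p = 8.9e-05), to 217 CPM. The interleukin gene Il1a had 5.49 ± 0.90 without S0 (adjusted p = 3.8e-04) and 1.144 ± 1.2 with it (adjusted p = 0.678). Among the receptors of Vegfa in endothelial cells at day 3, Flt1 had 0.68 ± 0.45 (adjusted p = 0.602), Kdr 0.31 ± 0.34 (0.782) and the co-receptor Nrp1 0.57 ± 0.52 (0.718). Without S0 Nrp1 rose by 2.35 ± 0.49 (adjusted p = 0.00176) and Flt4, the receptor of lymphatic vessels, fell with −1.74 ± 0.41 (0.00538). This leaves 2 control mice, and Flt4 with all mice is not given here. Such endothelial falls, 65 among genes named in both sets of mice, had a median of −2.07 over the controls. Over day 7 mice, which share the older symbols, the median was −0.38. The paper proposes that macrophages and endothelial cells amplify each other at day 3.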

The interactions between the activated endothelial cells and pro-inflammatory macrophages could amplify the proliferation of both populations, which is consistent with the specific enrichment of pro-inflammatory macrophages and endothelial cells at day 3 post irradiation. We speculate the amplification effect is critical for the quick induction of inflammation at early stage of intestinal injury.

We also sought to identify the pathways that are upregulated upon endothelial cells activation during RIII. 

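In endothelial cells at day 3, 0 of 28 targets of TNF and NF-κB were called higher (0 over the list alone), with a median log2 fold change of 0.80 (3 control and 3 day 3 mice). Leaving out S0, 12 were higher (17 over the list alone, median 1.51). Of 7 inflammatory response genes 0 were called (2 over the list alone, median 1.35), and of 22 genes of EMT and extracellular matrix 0 (1 over the list alone), with a median of 0.32 and a mean of −0.04. Camera called the TNF and NF-κB list higher (adjusted p = 4.4e-07) and the inflammatory list (adjusted p = 0.0053), not the EMT list (adjusted p = 0.18), and neither call held with an estimated correlation (adjusted p = 0.60 for both). Without S0, 1 of the 14 pathway lists passed with an estimated correlation. Of 2025 genes 0 passed in edgeR, 239 had an unadjusted p under 0.05 and DESeq2 called 68. Without S0, singled out after the data were seen, which leaves 2 control mice, 120 were higher and 123 lower, and 67 and 65 when genes with different symbols in the 2 sets of mice were left out. Genes of heat shock and dissociation stress had a median of 0.37 (camera adjusted p = 1.6e-04, and adjusted p = 0.48 with an estimated correlation), and without S0 12 of 19 of these were higher. Markers of enterocytes had a median of −1.38 (camera adjusted p = 1.2e-04, and adjusted p = 0.479 with an estimated correlation). Endothelial cells of control mice were 82.1% from C12, which carries the lymphatic genes Lyve1 and Mmrn1, and those of day 3 33.6% from C25, which carries Plvap. S0 gave 95 of the 134 control endothelial cells. Without S0 the control mice averaged 0.536% of their cells in C12 and 0.375% in C25, so the control figure rests on S0. The paper concludes that inflammatory, TNF and EMT pathways rise in endothelial cells at day 3. Its figure compares C12 and C25 separately, while the lists here were tested on both together.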

Compared to endothelial cells in homeostatic intestine, the activated endothelial cells at day 3 post irradiation were shown to be upregulated in inflammatory response, TNF-α signaling via NF-κB, EMT and KRAS signaling pathways (Supplementary Fig. 7). NF-κB has been reported to play a pivotal role in the inducible expression of cytokines in inflammatory response induced by irradiation^40^. Besides, we found KRAS signaling pathway may also play an important role in inflammatory cytokines induction. In addition, the upregulation of EMT pathway indicates that irradiation could induce the epithelial-to-mesenchymal transition of endothelial cells, which may be involved in intestinal fibrosis after radiation exposure^41^. Collectively, these results showed that the cellular interactions between macrophages and endothelial cells could achieve a quick amplification of inflammation upon the RIII.

### Dynamics of T cells in RIII and recovery

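Cd8a, a co-receptor of cytotoxic T cells (ENSMUSG00000053977, chromosome 6 from 71373427 to 71379173 of GRCm38), averaged 463 ± 312 CPM in Cd4+ naïve cells, 944 ± 437 CPM in Cd8+ effector cells, 875 ± 274 CPM in Cd8+ resident memory cells and 468 ± 431 CPM in proliferating cells (SD over mice with at least 10 cells). Cd4 averaged 23.2 ± 21.6 CPM in Cd4+ naïve cells, 13.2 ± 21.1 CPM in Cd8+ effector cells, 11.9 ± 13.5 CPM in Cd8+ resident memory cells and 10.9 ± 15.2 CPM in proliferating cells, so Cd8a exceeded Cd4 in each class, the Cd4+ naïve cells of C8 included. Ccr7, a homing receptor of naïve T cells, averaged 66.9 ± 95.9 CPM in naïve cells and 17.3 ± 32.6 CPM in effector cells. Il7r, a survival receptor, averaged 119 ± 86.9 CPM in naïve cells and 34.3 ± 36.2 CPM in resident memory cells. Itgae and Itga1, integrin genes of tissue residence, averaged 352 ± 175 CPM and 96.7 ± 73.6 CPM in effector cells and 328 ± 107 CPM and 122 ± 79.4 CPM in resident memory cells, so over all days they did not separate these classes. Itgae was at 310 and 331 CPM in control mice and 382 and 233 CPM at day 3. Cxcr6, a chemokine receptor gene of resident cells, averaged 78.3 ± 38.2 CPM and 106 ± 45.1 CPM. Mki67, a marker of dividing cells, averaged 197 ± 63.7 CPM (SD, 10 mice) in C30 and 1.82 ± 3.00 CPM in C1.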

We detected 6027 T cells in our dataset, which were divided into ten clusters and further annotated as Cd4^+^ naïve T cells (TNs; C8), Cd8^+^ effector T cells (TEs; C1, C2, C17, and C19), Cd8^+^ tissue resident memory T cells (TRMs; C3, C11, and C21), and proliferative T cells (T.Prol; C30 and C53) (Fig. 6a, b). To characterize their functions in more details, Gene Ontology term enrichment was performed in each of four populations. Although both Cd8^+^ TEs and Cd8^+^ TRMs showed higher expression in cytotoxicity-related molecules, Cd8^+^ TEs were mainly involved in the regulation of cellular catabolic process and defense response to bacterium, while Cd8^+^ TRMs were mostly enriched in antioxidant activity and hemoglobin complex relevant pathways (Fig. 6c). 

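The cytotoxic genes were high in both Cd8+ classes. Gzma, the protease granzyme A (ENSMUSG00000023132, chromosome 13 from 113093825 to 113100981 of GRCm38), averaged 10791 ± 10699 CPM in Cd4+ naïve cells, 22293 ± 14041 CPM in Cd8+ effector cells, 26624 ± 7323 CPM in Cd8+ resident memory cells and 14361 ± 12618 CPM in proliferating cells. Nkg7, a granule protein gene, averaged 1991 ± 1093 CPM in effector and 2217 ± 756 CPM in resident memory cells, and the receptor gene Klrd1 768 ± 498 CPM and 745 ± 412 CPM. Hbb-bs, a haemoglobin gene of red blood cells, averaged 5252 ± 3412 CPM (SD, 4 mice) in resident memory cells of control mice, 75.1 ± 57.4 CPM (SD, 3 mice) at day 3 and 5797 ± 5008 CPM (SD, 3 mice) at day 14. In effector cells it was 72.2 ± 55.8 CPM (SD, 2 mice) in control mice, 127 ± 170.2 CPM (SD, 3 mice) at day 3 and 25064 ± 8278 CPM (SD, 2 mice) at day 14. Among clusters Hbb-bs averaged 8886 ± 12823 CPM in C21 and 5868 ± 13796 CPM in C2, against 1074 ± 1710.3 CPM in C3 and 658 ± 779.6 CPM in C11, the other resident memory clusters. It was also found at 3824 ± 10984 CPM (SD, 15 mice) in endothelial cells, 3112 ± 7952 CPM (SD, 14 mice) in B cells and 1524 ± 3658 CPM (SD, 17 mice) in enterocytes, types that do not make haemoglobin. Hba-a1, an alpha globin gene, averaged 1345 ± 2054 CPM (SD, 15 mice) in T cells and 1888 ± 4978 CPM in endothelial cells. The paper concludes that resident memory cells carry haemoglobin and antioxidant genes, and the enrichment of Gene Ontology terms was not analysed here.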

Besides, Cd4^+^ TNs and proliferative cells were significantly involved in regulation of T cell activation and cell-cell adhesion, and mitotic cell cycle relevant pathways, respectively (Fig. 6c). Exploration of their temporal patterns showed that Cd8^+^ TRMs were enriched in the control group (Fig. 6d), in line with the observation that TRMs constituted the majority of T cells in normal intestine^42^. This population were significantly reduced at days 1–7 post irradiation and not restored until day 14. In contrast, both Cd8^+^ TEs and Cd4^+^ TNs exhibited remarkable enrichment in day 3, suggestive of an important role in the early inflammation stage.

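Cd8+ resident memory T cells, which stay in the epithelium, averaged 16.5 ± 14.0% of a mouse's cells in control mice (SD, 4 mice), and 21.3 ± 12.5% without control mouse S0. Cd8+ effector cells averaged 10.8 ± 16.6% in control mice, and 35.4% in S0 against 2.63 ± 3.70% in the other 3. Cd4+ naïve cells averaged 3.95 ± 2.76% and proliferating T cells 1.61% in control mice. The resident memory class thus held the largest mean share of T cells in control mice, while in S0 effector cells held most T cells. Its clusters C3 (24.3%) and C21 (18.9%) held the most control T cells in the pooled cells. Of the control and day 1 cells of C21 92.0% came from control mouse S26.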

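Resident memory T cells averaged 2.46 ± 4.41% of a mouse's cells at day 1 (SD, 4 mice), 0.938 ± 0.193% at day 3, 1.96 ± 2.78% at day 7 and 20.5 ± 13.9% at day 14 (3 mice each), against 16.5 ± 14.0% in 4 control mice. By the exact permutation test of 4 control mice against 4 or 3, p was 0.143 at day 1, 0.171 at day 3, 0.200 at day 7 and 0.771 at day 14, and 0.40 at day 1 after adjustment over 16 comparisons. In edgeR's test of cell counts, the class had −4.12 ± 1.55 (standard error) on the log2 scale at day 3 (adjusted p = 0.0643), −2.67 ± 1.29 at day 1 (adjusted p = 0.107) and −3.10 ± 1.48 at day 7 (adjusted p = 0.102). Without S0, a choice made after the data were seen, it was lower at day 3 with −4.49 ± 1.50 (adjusted p = 0.0330), with −3.02 ± 1.26 at day 1 (adjusted p = 0.0658) and −3.48 ± 1.45 at day 7 (adjusted p = 0.0557). Adjusted over all 16 comparisons of T cell classes the day 3 value is 0.0661. Resident memory cells made up 9.06% of the cells of day 1 mouse S2 and on average 0.254% of those of the other day 1 mice. The paper concludes that resident memory cells are reduced from day 1 to day 7 and return by day 14.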

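Cd8+ effector T cells averaged 29.2 ± 12.9% of a mouse's cells at day 3 (SD, 3 mice) against 10.8 ± 16.6% in 4 control mice, and Cd4+ naïve cells 4.94 ± 0.841% against 3.95 ± 2.76%. Neither difference was called, with p = 0.200 for effector and 0.543 for naïve cells by the exact permutation test of 4 mice against 3. EdgeR's test of cell counts gave 1.44 ± 1.54 (standard error) for effector cells at day 3 (adjusted p = 0.577), and without S0 3.46 ± 1.65 (adjusted p = 0.101). At day 7 naïve cells averaged 0.108 ± 0.0609% and fell, with a log2 fold change of −5.26 ± 1.36 (adjusted p = 0.00467 from edgeR), where the exact permutation test of 4 mice against 3 gave p = 0.0857. Day 3 T cells were mostly in the effector clusters C1 (38.6%) and C2 (25.1%), and day 1 T cells in C19 (61.3%), most of which came from day 1 mouse S35. Most T cells of day 14 were in the resident memory clusters C11 (37.6%) and C3 (33.7%). From the shares the paper proposes a role of effector and naïve cells in early inflammation.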

**Fig. 6:**
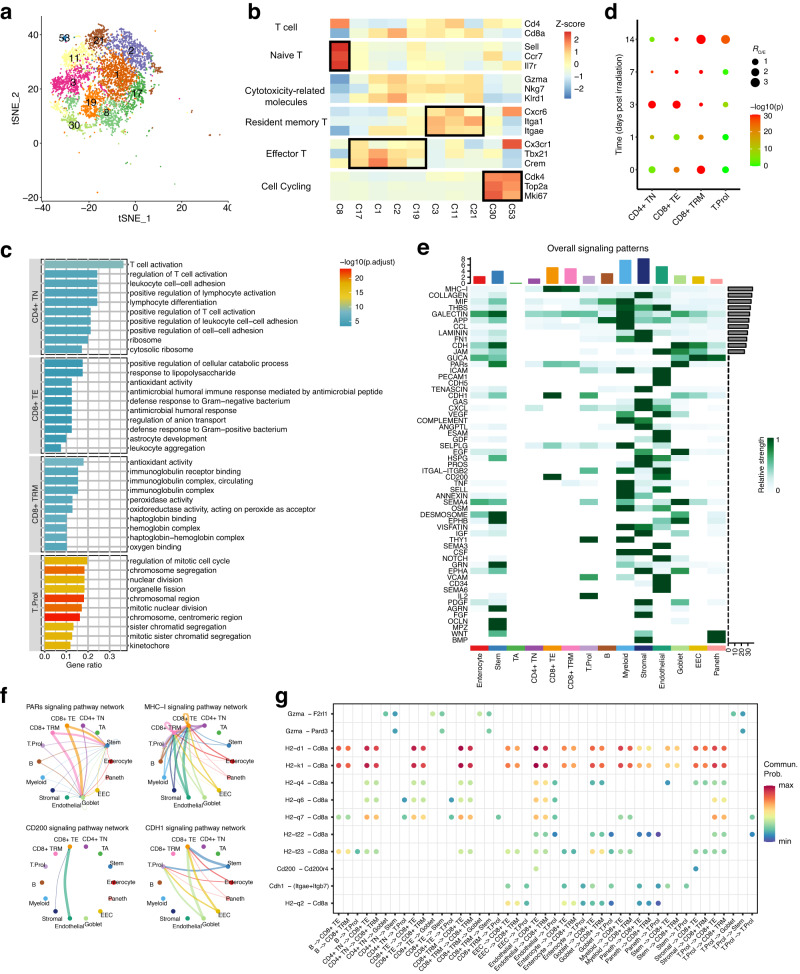
The characteristics of T cell subtypes and the associated cellular interaction in irradiation-induced intestinal inflammation. **a** tSNE projection of 6027 T cells identified, colored by Seurat cluster identities. **b** Heatmap of the average expression of the selected T cell function-related marker genes in 10 T cell clusters. **c** The top 10 significantly GO terms of the marker genes in each T cell subtype. **d** Dot plots showing the ratio of observed to expected cell numbers of each T cell subtype in the indicated samples, with Bonferroni-corrected *P* values by Chi-square tests. **e** Heatmap showing the relative strength of overall signaling pathways associated with each cell population in the day 3 group. **f** Circle plot depicting the inferred signaling network of the selected signaling pathways in the day 3 group. **g** Dot plot showing the significant ligand-receptor pairs associated with the signaling pathways shown in (**f**).

We next investigated CCC processes involving different T cell populations in day 3. We found that strong communication probabilities of immunomodulation and defense response relevant signaling pathways, including PARs^43^, MHC-I^44^, CD200^45^, and CDH1^46^ signaling pathways, were associated to different T cell subsets (Fig. 6e, f). Of note the Cd200-Cd200r4 interaction was specifically associated to the CD8^+^ TE cells with endothelial and stromal cells (Fig. 6g). 

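Cd200, an inhibitory membrane ligand (ENSMUSG00000022661, chromosome 16 from 45382135 to 45409053 of GRCm38), averaged 916 ± 411 CPM (SD, 15 mice) in endothelial cells, 116 ± 63.2 CPM (SD, 16 mice) in stromal cells and 7.82 ± 10.8 CPM in myeloid cells. It had a UMI in 824 of 988 cells (83.4%) of the endothelial cells, with an exact 95% interval of 80.9 to 85.7% at a median of 2922 UMIs, and in 1.40% of enterocytes at a median of 6787 UMIs. Cd200r4, a receptor of the Cd200 receptor family (ENSMUSG00000062082, chromosome 16 from 44811733 to 44839150), averaged 56.1 ± 48.0 CPM in Cd4+ naïve cells, 159 ± 84.1 CPM in Cd8+ effector cells, 179 ± 81.6 CPM in Cd8+ resident memory cells and 48.6 ± 56.1 CPM in proliferating cells. It had a UMI in 887 of 3193 cells (27.8%) of the effector cells (interval 26.2 to 29.4%, median 1712 UMIs per cell) and in 33.9% of resident memory cells, against 1.04% of goblet cells at a median of 11755 UMIs. In endothelial cells Cd200 was 886 ± 380.0 CPM (SD, 3 mice) in control mice, 942 ± 192 CPM (SD, 3 mice) at day 3 and 332 ± 145 CPM (SD, 3 mice) at day 14, with a log2 fold change at day 3 of 0.09 ± 0.34 (standard error, adjusted p = 0.97 from edgeR). At day 3 Cd200r4 was 179 ± 30.6 CPM (SD, 3 mice) in effector cells and 139 ± 98.4 CPM (SD, 3 mice) in resident memory cells. Over all days the mean of the receptor was no lower in resident memory than in effector cells, and at day 3 it was lower, neither of which was tested, and the interaction probabilities of the paper were not analysed here.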

CD200 is a transmembrane protein with known inflammation regulation properties. It has been reported that the engagement of CD200 to its receptor CD200R would induce a immunosuppressive phenotype on macrophages^47^, mast cells^48^, basophils^49^, NK Cells^50^, etc. These result lead us to postulate that endothelial and stromal cells would participate in the regulation of immune responses through CD200 signaling mediated immunosuppressive effect on CD8^+^ TEs.

## Discussion

The dynamics of cellular microenvironment during RIII and regeneration remains largely uncharacterized. In this study, by combining the single-cell transcriptome profiling with temporal distribution analysis, lineage reconstruction, TF profiling and cellular interaction analyses, we provided a comprehensive dynamic landscape of the cellular microenvironment during intestinal injury and regeneration.

The radiosensitivity of cells varies greatly, mainly depending on the degree of cell differentiation, cell proliferation ability, metabolic status and surrounding environment^3,51^. Currently, it is widely accepted that the lymphocytes, hematopoietic cells, small intestinal crypt cells and germ cells are highly radiosensitive cell types, but these kinds of cells are composed with multiple subtypes with different biological characteristics. In this study, based on scRNA-seq, we assessed the in vivo radiosensitivity of different cell subtypes in the intestinal microenvironment. Our data not only showed that diverse cell subtypes in the intestinal microenvironment exhibited highly heterogeneous levels of radiosensitivity, but also revealed cross-cell consistency of pathway activation for various cell types to confront the radiation-induced apoptosis.

Much attention has been focused on ISC injury and regeneration post irradiation^7,11,24,52^. It is generally accepted that Lgr5^+^ stem cells were sensitive to irradiation injury while +4 stem cells show relatively lower sensitivity^8,10,24^. Here, we reported a comprehensive survey on the phenotype and dynamics of diverse ISC subsets in different phases after high-dose irradiation. Generally, we identified three subpopulations of ISCs, including Lgr5^+^ CBCs, +4 RSCs as well as a cluster of Clu^+^ revSCs reported recently^11^, with distinct dynamic characteristics. Additionally, our data provides new insights into the interconversion relationships among the three ISC subpopulations. Although a previous study has shown Lgr5^+^ CBCs could give rise to +4 RSCs in culture^10^, our data suggests this conversion could be induced in vivo by intestinal injury. Besides, we also showed that Clu^+^ revSCs may originate from Lgr5^+^ CBCs and +4 RSCs, although further studies are still needed to test and verify the transformation processes.

Exposure to irradiation could also strongly affect immune system responses in the intestine, which were essential for maintaining mucosal homeostasis. In this study, we observed that Cx3cr1^+^ resident macrophages were drastically reduced at 1 day post irradiation and were then followed by a massive influx of monocytes and macrophages into the injured intestine. Previous report suggested that the macrophage pool in the intestine of adult mice requires constant replenishment from circulating monocytes^14^ and resident and inflammatory macrophages would represent alternative differentiation outcomes of the same precursor^34,53^. Here our data revealed the decrease of resident population and increase of inflammatory population in the radiation-induced injury and these results suggested that the bidirectional differentiation of peripheral Ly6c^+^ monocytes to pro-inflammatory macrophages or Cx3cr1^+^ resident macrophages may be important for balancing the radiation-induced inflammation and resident macrophages recovery. We also showed that different TFs may contribute to the alternative fates of Ly6c^+^ monocytes, which could be potential intervention targets for modulating the early stage inflammation induced by radiation.

In addition, we found the cellular interacting patterns varied greatly at different times during RIII and recovery; especially, the massive interactions between the macrophages and endothelial cells at early inflammation stage aroused our attention. Our results showed that the cross-talk between pro-inflammatory macrophages and activated endothelial cells could achieve a quick amplification of inflammation upon RIII. Endothelial cells have been reported to play a crucial role in radiation-induced gastrointestinal syndrome. In the context of whole-body irradiation models, microvascular endothelial apoptosis was considered the primary pathological event leading to stem cell dysfunction when exposed to lethal doses^54^. To gain a deeper understanding of the characteristics of the endothelial cell-macrophage axis under such circumstances, further research endeavors are imperative.

As the primary component of intraepithelial lymphocytes, T cells play a fundamental role in maintaining dynamic immune homeostasis of the gastrointestinal tract. Dysregulated T cells are considered major pathogenic cells in IBD^15^. Here our result further demonstrated the increase of TEs in the early inflammation stage of RIII. Through CCC analysis, several key signaling pathways involved in the intercellular interactions between T cells and other intestinal cell types were identified, among which the CD200 signaling pathway was specifically associated to the CD8^+^ TE cells with endothelial and stromal cells. CD200-CD200R interaction has been reported to initiate an inhibitory pathway that result in immunosuppressive and anti-inflammatory effects^55^. Further in vivo and in vitro mechanism experiments are required to confirm its regulation effect on inflammation development in the process of RIII.

Due to the constrained availability of tissue samples and ethical reasons, it’s rather difficult to directly study RIII in humans. Animal models, especially mouse models, have played a critical role in our understanding of the disease to date. The gastrointestinal tracts in both human and mouse are composed of organs which are anatomically and developmentally similar, expect for the specific differences in structure and morphology^56,57^. For comparison of cell types in human and mouse intestine, we explored the scRNA-seq expression profiles of human intestine^17^ and found that subtypes of stem cells and macrophages in humans showed high similarity with those found in mice (Supplementary Fig. 8). Besides, several key regulators identified in our data have already been demonstrated to be pivotal for cell functions in humans, including HMGA1 and RUNX1, which were reported to regulate the differentiation in human stem cells^58,59^; and STAT1 and IRF1, which were observed to participate in the cytokine production in human inflammatory macrophages^60,61^. We expect that our findings would help to provide insights into the RIII of human intestines.

In summary, based on scRNA-seq, our research refined the radiosensitivity of small intestinal cells in the cell subtype level. Besides, our dataset revealed the dynamic patterns of three ISC subpopulations and their interconversion relationships. Additionally, we showed the bidirectional differentiation of peripheral monocytes into pro-inflammatory macrophages and resident macrophages, and the amplifying communicating relationships between macrophages and endothelial cells during the inflammatory response upon RIII. We also identified different subtypes of T cells and revealed the relevant immunomodulation pathways they would participate in during the early stage of RIII. These findings may provide new views on the cellular and molecular mechanisms of RIII.

## Methods

### Ethics statement

The study was approved by the institutional review board of Beijing Institute of Radiation Medicine (protocol ID: IACUC-DWZX-2020-623). We have complied with all relevant ethical regulations for animal testing. The work submitted in this article was solely completed by the teams of Gangqiao Zhou, Yiming Lu and Yang Li, and it is original. Excerpts from others’ work have been clearly identified and acknowledged within the text and listed in the list of references.

### Mice and groups

Wild-type male C57BL/6 J mice (weight of 20 ± 2 g) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). All the mice were bred in a specific pathogen-free environment under conditions of constant temperature of 22 ± 1° C, relative humidity of 60%, and regular dark-light schedule (lights on from 7 a.m. to 7 p.m.) at the Experimental Animal Center of the Beijing Institute of Radiation Medicine, China. A total of 97 mice were used in this study, including 78 random mice receiving abdominal irradiation and 19 random mice as negative controls. The irradiation exposed mice were then randomly divided into four groups and intestinal samples were collected and used for experiments at day 1, 3, 7, and 14 post irradiation, respectively. Specifically, 17 mice were used for scRNA-seq (*n* = 3 or 4 for each group), 20 mice for flow cytometry (*n* = 3 for each group, with additional 5 mice for flow cytometry cell sorting at day 3), 30 mice for immunohistochemistry (*n* = 6 for each group), and 30 mice for in situ hybridization analyses (*n* = 6 for each group).

### Abdominal irradiation of mice

Mice were anaesthetized with an intraperitoneal injection of 0.5% pentobarbital (43 mg/kg body weight) and exposed to a single dose of 15 gray (Gy) abdominal irradiation (from the xiphoid process to the pubic symphysis with lead bricks to cover the other parts of the mice) using a ^60^Co irradiator to induce intestinal injury in vivo. All experiments were repeated at least twice with *n* = 6 mice in each group, except for the scRNA-seq, in which each group contain *n* = 3 or 4 mice. Mice were monitored for up to 15 days, and the changes in small intestine lengths and weights were recorded on day 0, 1, 3, 7, 14 post irradiation.

### Morphological analyses of mice villus and crypt

Mice were monitored for up to 15 days. The mice in control and irradiation groups were sacrificed on day 1, 3, 7, 14 following irradiation, and the intestine tissues were harvested and fixed in a 10% neutral buffered formalin solution. The fixed samples were dehydrated, cleared and permeated with paraffin in a tissue processor, and subsequently embedded in paraffin blocks using an embedding system. Paraffin-embedded samples were sectioned at a 5-mm thickness and stained with hematoxylin & eosin (HE) staining. The slides were imaged at 50 ×, 100 × and 400 × magnification, respectively, using an Olympus BX51 microscope (Japan). The villus length and width, crypt depth, thickness of muscular layer and number of crypts per intestinal length were measured with ImageJ (NIH). The villus length was measured from the top to the base of the villus at the entrance to the intestinal crypt. The villus width was measured at half of its length. The crypt depth was measured from the depth of the invagination to the adjacent villi. For each group, at least 30 well-oriented villi were measured and the mean value was calculated.

### Single-cell sequencing library construction

To isolate single cells, duodenums were amputated (about 5 cm beyond the pylorus) and 10 cm jejunum segments following the incision of the mice on day 0, 1, 3, 7, 14 after irradiation were washed in cold phosphate buffered saline (PBS), cut longitudinally into roughly 2-mm-long pieces and were isolated using the Liver Dissociation Kit (mouse) and GentleMACS Dissociator (Miltenyi Biotec, Germany) according to the manufacturer’s instructions. Tissues were filtered through a 40-μm-mesh cell strainer on ice, pelleted by centrifugation at 4 °C and washed twice with the ice-cold regular medium to remove the debris. An estimated 5000 single cells per sample were then subjected to 10x Genomics single-cell isolation and RNA sequencing following the manufacturer’s recommendations. Illumina HiSeq 3000 was used for deep sequencing. Two technical replicates were generated per sorted cell suspension.

### Analysis of scRNA-seq data

The Cell Ranger software (version 2.2.0) provided by 10x Genomics was used to align the reads from droplet-based scRNA-seq to an indexed mouse genome (mm10, NCBI Build 38), generating a digital gene expression matrix (UMI counts per gene per cell) for each sample. Expression matrices for all samples were filtered, normalized, integrated and clustered using the standard Seurat (version 2.3.4) package procedures. More exactly, for the first quality-control (QC) step, we took the following measures: (i) removal of cells with an expression level of <500 or >8000 genes; (ii) filtering out cells with >10% of reads mapping to mitochondrial genes; (iii) eliminating genes detected in <3 cells. After applying these QC criteria, a total of 22,680 cells and 19,588 genes in total remained and were included in the following analyses. Then the expression matrices were log-normalized and scaled to remove the unwanted variation from the total cellular read count and mitochondrial read count, as implemented in Seurat’s *NormalizeData* and *ScaleData* functions. To integrate datasets from different samples, we used a subset of highly variably expressed genes to perform the CCA. First, the top 1000 genes with the largest dispersion in each dataset were selected; then the genes from all 17 datasets were intersected to determine an overlap-gene set. We used the overlap-gene set as variable genes to implement CCA through Seurat’s *RunMultiCCA* function, which returned an integrated Seurat objects with canonical correlation vectors. Seurat’s *AlignSubspace* function was employed to align the top ten dimensions in CCA subspaces and generate the *cca.aligned* dimensional reduction. With the first ten components of the dimensional reduction, we then performed a SNN modularity optimization clustering method with the Louvain algorithm as implemented in the *FindClusters* function, which finally identified 54 clusters of different cell types or subtypes, and different clusters of cells were visualized using a further tSNE dimensionality reduction. In parallel, we used Scrublet^62^ (version 0.2.3) to investigated the possibility of doublets in the dataset. Doublet scores for single cells were determined for each sample individually, with the expected doublet rate at 0.06 and the thresholds were adjusted after visual inspection of doublet score distributions.

To test the robustness and reliability of the annotation result, we re-analyzed the data with the latest version of Cell Ranger (version 7.1.0) and the updated Seurat packages (version 4.3.0). Gene expression matrix for the same cells were generated with the *cellranger count* function and further processed with the Seurat v4 pipeline. The expression matrices were normalized separately and further merged into an integrated object. Variable features were selected with the *SelectIntegrationFeatures* function and then scaled to remove unwanted biases. Principal components analysis (PCA) dimension reduction was conducted, on which tSNE dimension reduction and SNN-based clustering were performed.

### Immunohistochemistry assay

The 5 μm thick sections from the paraffin-embedded small intestine sections were deparaffinized and rehydrated using xylene and ethanol and boiled for 15 min (min) in 10 mM citrate buffer solution (pH 6.0) for antigen retrieval. The sections were then immersed in a 3% hydrogen peroxide solution for 10 min to block the endogenous peroxidase. Slides were incubated with goat serum for 10 min and then with the primary antibody anti-Ki67 (#ab16667, 1:200; Abcam). A horse radish peroxidase (HRP)-based signal amplification system was then hybridized to a goat anti-rabbit IgG (H&L) secondary antibody (#PV9001; ZSBIO) followed by colorimetric development with diaminobenzidine (DAB). Positive cells were counted in the crypt and villi at 30 randomly selected position per group with ImageJ.

### TUNEL assay

Apoptotic cells were identified by terminal deoxynucleotidyl transferase-mediated dUTP nick end-labeling (TUNEL) staining using the In Situ Cell Death Detection Kit (Roche) according to the manufacturer’s protocol. Briefly, the paraffin-embedded sections were prepared the same as hematoxylin & eosin (HE) staining. After drying and deparaffinized, the section was treated by proteinase K (20 μg/mL; Roche, Swiss) for l0 min to make the cell membrane permeable, and then treated by the mixed reaction solution for TUNEL reaction. After treatment with biotin-labeled HRP, DAB chromogen was used to render the color. TUNEL-positive cells were identified, and their numbers were counted within a defined area (μ2) using an Olympus BX51 microscope (Japan).

### In situ hybridization

In situ hybridization (ISH) assays for *Olfm4* were performed with the RNAscope kit (Advanced Cell Diagnostics, California, USA) according to the manufacturer’s instructions. Five μm formalin-fixed, paraffin embedded tissue sections or 8 μm OCT frozen were pretreated with heat and protease digestion prior to hybridization with target probe,s (Advanced Cell Diagnostics). An HRP-based signal amplification system was then hybridized to the target probes followed by colorimetric development with DAB or Fitc, and Cy3. The housekeeping gene *ubiquitin C* (*UBC*) was served as a positive control and the *dapB* gene, which is derived from a bacterial gene sequence, was used as a negative control.

### Identification of marker genes

To identify the marker genes for each of the 54 clusters of different cell types or subtypes, we contrasted the cells from each cluster to cells from all the other clusters using the Seurat’s *FindMarkers* function. The marker genes were required to: (1) have an averaged expression in the current cluster that is at least 0.25-fold (log-scale) larger than that in all other clusters; and (2) show expression in at least 10% of cells in either of the two comparative populations.

### Flow cytometry

Single cells prepared as above were resuspended in PBS. For macrophages, the antibodies used were against Cd45, F4/80, Cd11b, and Cd14, and cells were stained with 7-AAD to differentiate live cells. Antibody staining was performed at RT for 30 min before washing cells twice with PBS. The 7-AAD was added to the final FACS medium for 10 min before flow cytometry analyses and/or isolation of required single-cell populations. These cells were gated on live cells (those that were 7-AAD negative) and CD45 positivity. Subsequent determinations included the presence of F4/80 and Cd11b followed by the presence or absence of Cd14. The cells were analyzed on a BD FACSCanto II flow cytometer (BD, New Jersey, USA) utilizing FACS Diva Software (BD).

### RNA velocity analyses

RNA velocity of single cells was estimated as previously reported^25^. More exactly, the spliced and unspliced transcript reads were calculated based on the Cell Ranger output using the velocyto command line tool with run10x subcommand. Transcript counts from different samples were merged and genes with an average expression magnitude <0.5 (for spliced transcripts) or <0.05 (for unspliced transcripts) in at least one of the clusters of each cell type were then removed. Cell-to-cell distance was calculated using Euclidean distance based on the correlation matrix of the *cca.aligned* dimensional reduction from Seurat. RNA velocity was estimated using gene-relative models, with k-nearest neighbor cells pooling of 20 and fit quantile of 0.02. Velocity fields were then visualized in the tSNE dimensionality reduction from Seurat.

### Gene set variation analysis (GSVA)

To assess the relative pathway activity on the level of individual cells, we conducted the gene set variation analysis (GSVA) with the GSVA package (version 1.32.0)^63^. The 50 hallmark gene sets (version 6.2) representing specific well-defined biological states or processes were obtained from the Molecular Signatures Database (MSigDB)^64^, and genes in each set were converted to orthologous genes in mouse with g:Profiler^65^. GSVA was performed in the *gsva* function with standard settings. We then fit a linear model to the output gene set-by-cell pathway enrichment matrix, implemented in the *lmFit* function of limma package (version 3.40.6), to detect the differentially enriched pathways.

### SCENIC analysis

The pySCENIC (version 0.9.11)^26^ analysis was run as described for the stem cells and myeloid cells. The normalized expression matrix exported from Seurat was set as the input of pySCENIC pipeline. In addition, the genes with less than 200 UMI counts or detected in less than 1% of the cells in the corresponding cell types were removed as noise. Two TF ranking databases, namely the *TSS* *± 10 kb* and *500bpUp100Dw* databases, were used for inference of co-expression modules and identification of direct targets. A regulon-by-cell matrix was then calculated to measure the enrichment of each regulon as the area under the recovery curve (AUC) of genes defining the regulon. To identify the key regulons driving the differentiation trajectories among the stem or myeloid cell subpopulations, cells along each RNA velocity flow were selected and their tSNE coordinates were converted using PCA to capture the differentiation process on the first principal component (PC1). Differential enrichment was calculated on the SCENIC AUC matrix along the PC1 coordinates for each trajectory with a general additive model implemented in the gam package (version 1.16.1).

### Cell-cell communication analysis

We used CellChat (Version 1.6.1)^66^ to infer the CCC among different cell types following the tutorials in the CellChat github repository. In brief, a CellChat object was constructed based on the normalized expression profile at each time point post irradiation. Cellular communication probability was then computed with the default parameters and CCC with <10 cells in the corresponding cell groups was filtered out. Communication probability on signaling pathway level was further inferred by summarizing the communication probabilities of all ligands-receptors interactions associated with each signaling pathway.

### Statistics and reproducibility

GraphPad Prism 5 and R (version 3.6.0) were used to perform the statistical analyses. The Kaplan–Meier method was used to analyze the animal survival curves. The Chi-square test was applied to analysis the distribution of cells at different times before and after irradiation. *P*-values of multiple testing were corrected by Bonferroni correction method and an adjusted *P*-value < 0.05 was considered to be statistically significant. *n* = 4 mice in the control group and *n* = 4, 3, 3, 3 mice in day 1, 3, 7, 14 after irradiation.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The scRNA-seq dataset generated in this study are available at the National Center of Biotechnology Information’s Gene Expression Omniobus database under the following accession number: GSE165318. Source data underlying Figs. 1b, c, 2a, 3c, d, 4c, e, f, 5a, f, 6a, f are presented in Supplementary Data 1. Other data are available upon reasonable request to the corresponding authors

# Supplementary material for: Single-cell map of dynamic cellular microenvironment of radiation-induced intestinal injury
**Source:** Commun Biol. 2023 Dec 9;6:1248. doi: 10.1038/s42003-023-05645-w
**Supplement:** Supplementary file 2 — Supplementary Information

# Supplementary Material

**Single-Cell Map of Dynamic Cellular Microenvironment of Radiation-Induced Intestinal Injury**

Hao Lu^1†^, Hua Yan^1†^, Xiaoyu Li^1†^, Yuan Xing^1^, Yumeng Ye^1^, Siao Jiang^1,2^, Luyu Ma^1^, Jie Ping^1^, Hongyan Zuo^1^, Yanhui Hao^1^, Chao Yu^1^, Yang Li^1,3,*^, Gangqiao Zhou^1,4,*^, Yiming Lu^1,2,*^

^†^These authors contributed equally.

^*^**Correspondence**

OR

OR

**Supplementary Figures**

**
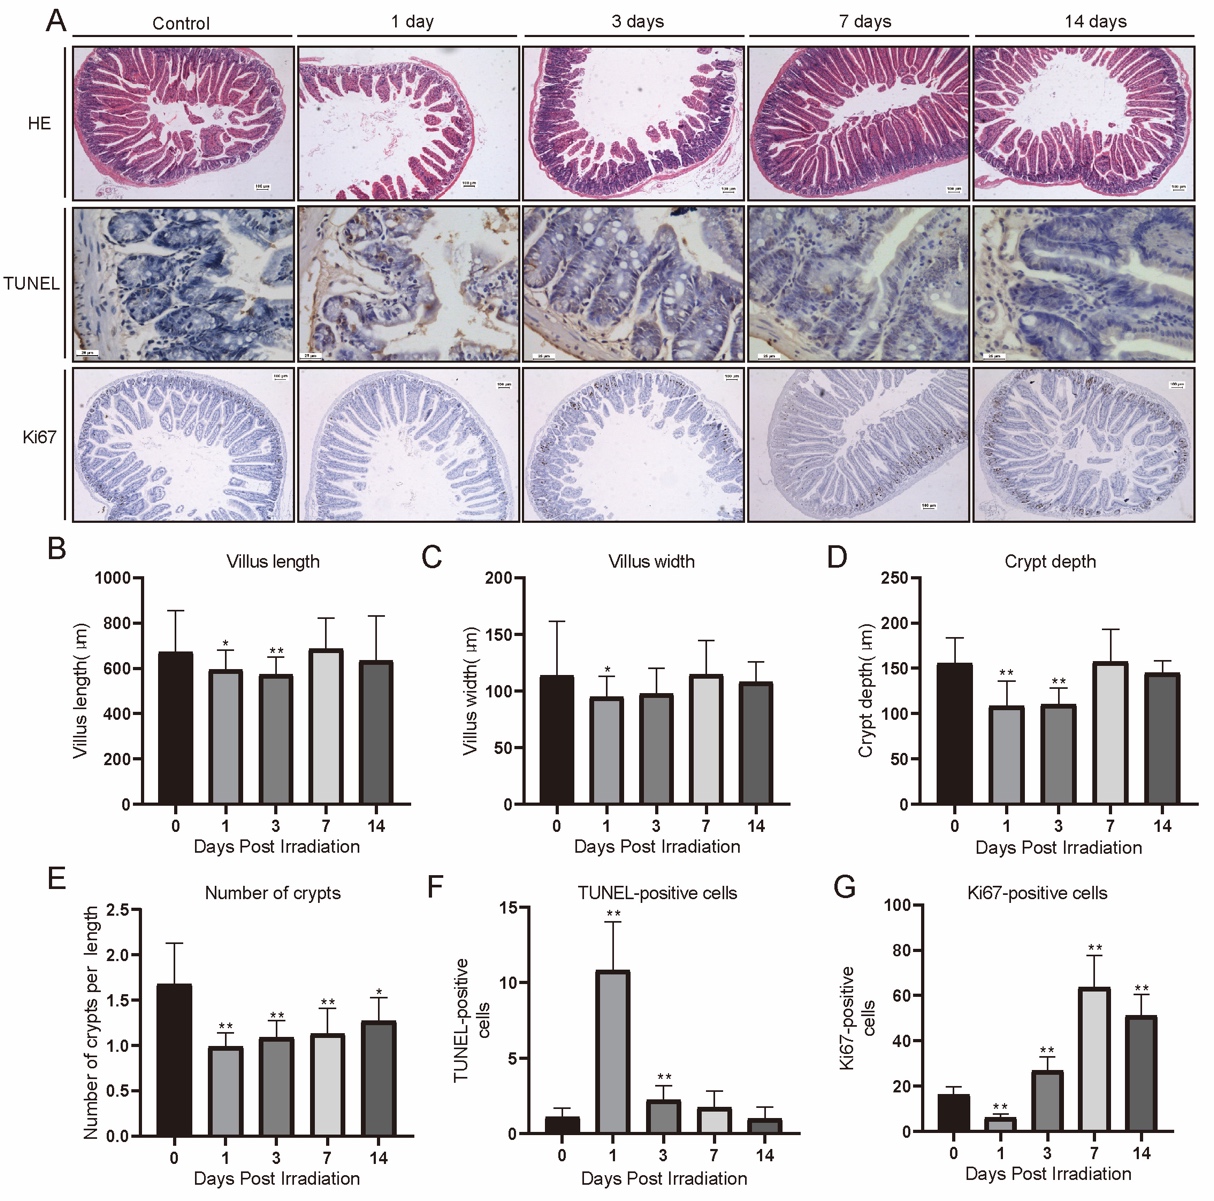
**

**Supplementary Fig. 1** **The establishment of an acute radiation enteritis model in mouse.** **a** Histopathological changes of jejunum by HE staining (scale bar = 100 μm), TUNEL staining (scale bar = 25 μm) and Ki67 staining (scale bar = 100 μm) in the control, day 1, 3, 7 and 14 groups. **b** Villus length of jejunum in each group after irradiation. **c** Villus width of jejunum in each group after irradiation. **d** Crypt depth of jejunum in each group after irradiation. **e** Number of crypts per length of jejunum in each group after irradiation. **f** Histograms of TUNEL analysis in jejunum of mouse in each group after irradiation. **g** Histograms of Ki67-positive cells analysis in jejunum of mouse in each group after irradiation. The error bars represent the standard deviation (SD).

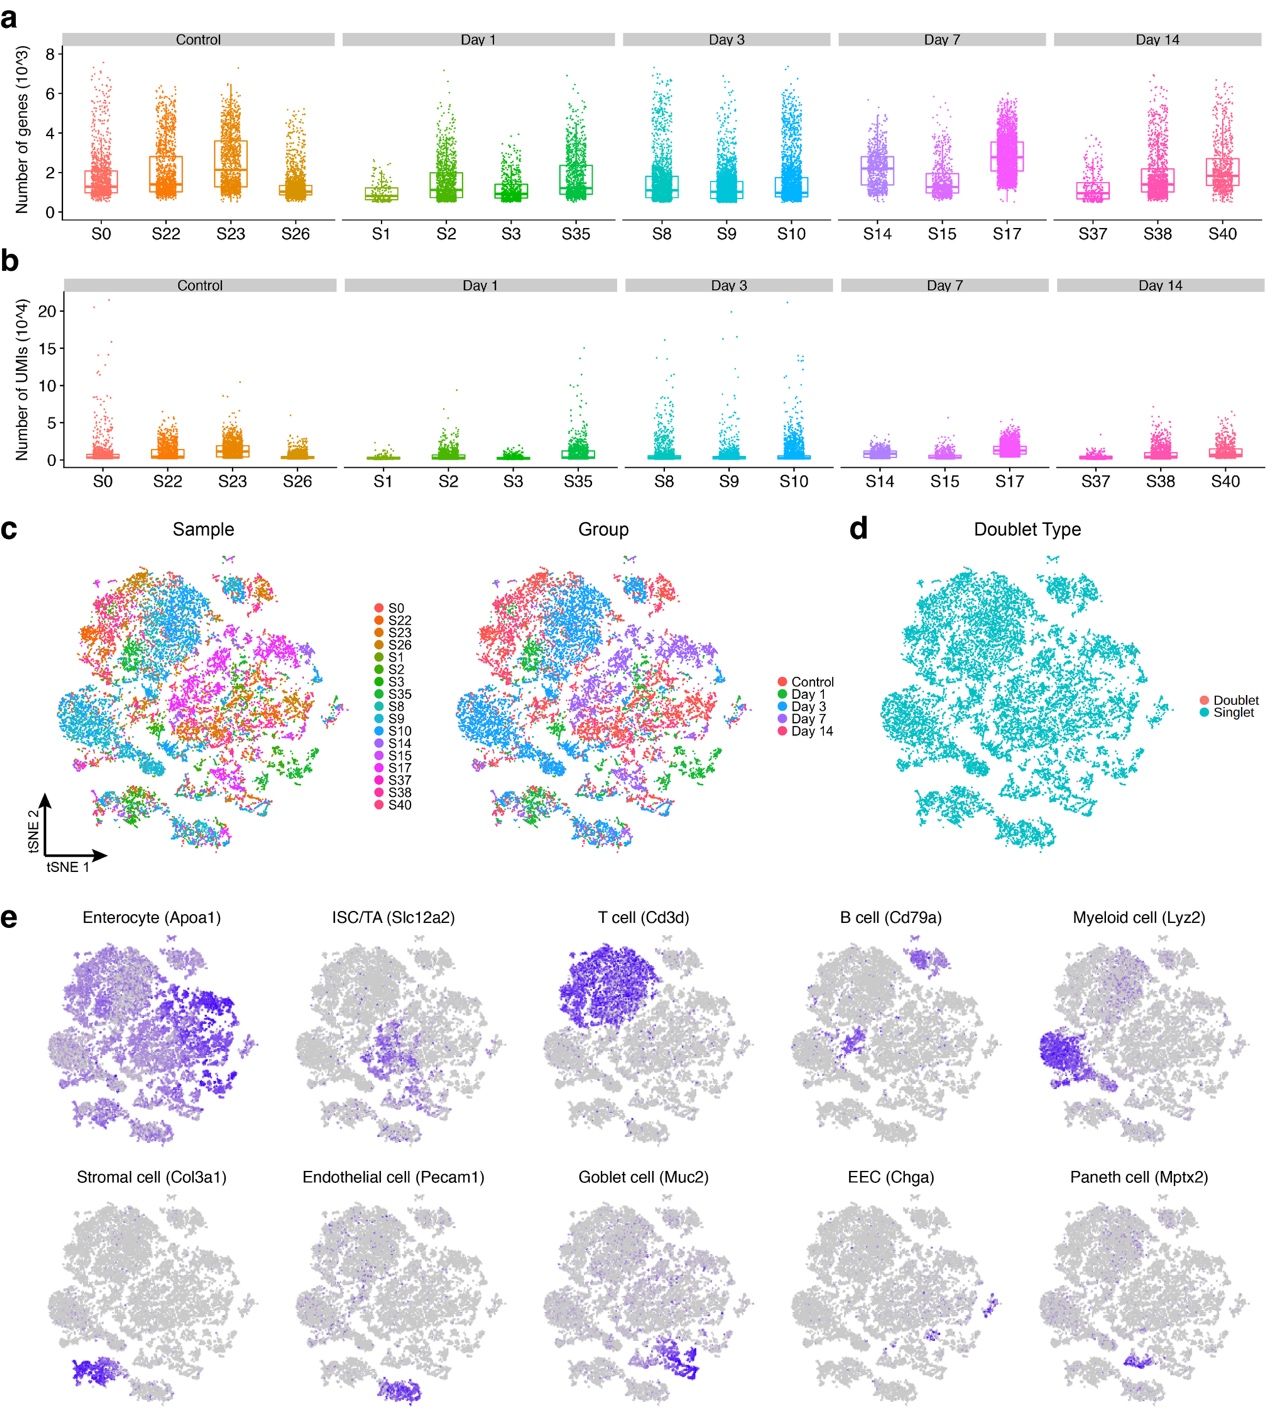

**Supplementary Fig. 2 Identifying the major intestinal epithelial cell types in scRNA-seq data.** **a**-**b** Boxplot showing the distribution of numbers of the detected genes (**a**) and UMIs (**b**) in each sample. Box center bar is the median, lower and upper hinges are the first and third quartiles, and limits of the lower and upper whiskers are the smallest and largest value no further than 1.5 times inter-quartile range extending from the first and third quartiles. Each dot represents a single cell. **c** tSNE projection of the 22,680 cells profiled, colored by sample origins (left) and experimental groups (right), respectively. **d** tSNE projection of cells colored by potential doublet types. **e** tSNE projection of cells colored by the normalized expression (gray to blue) of the selected marker genes for major cell types.

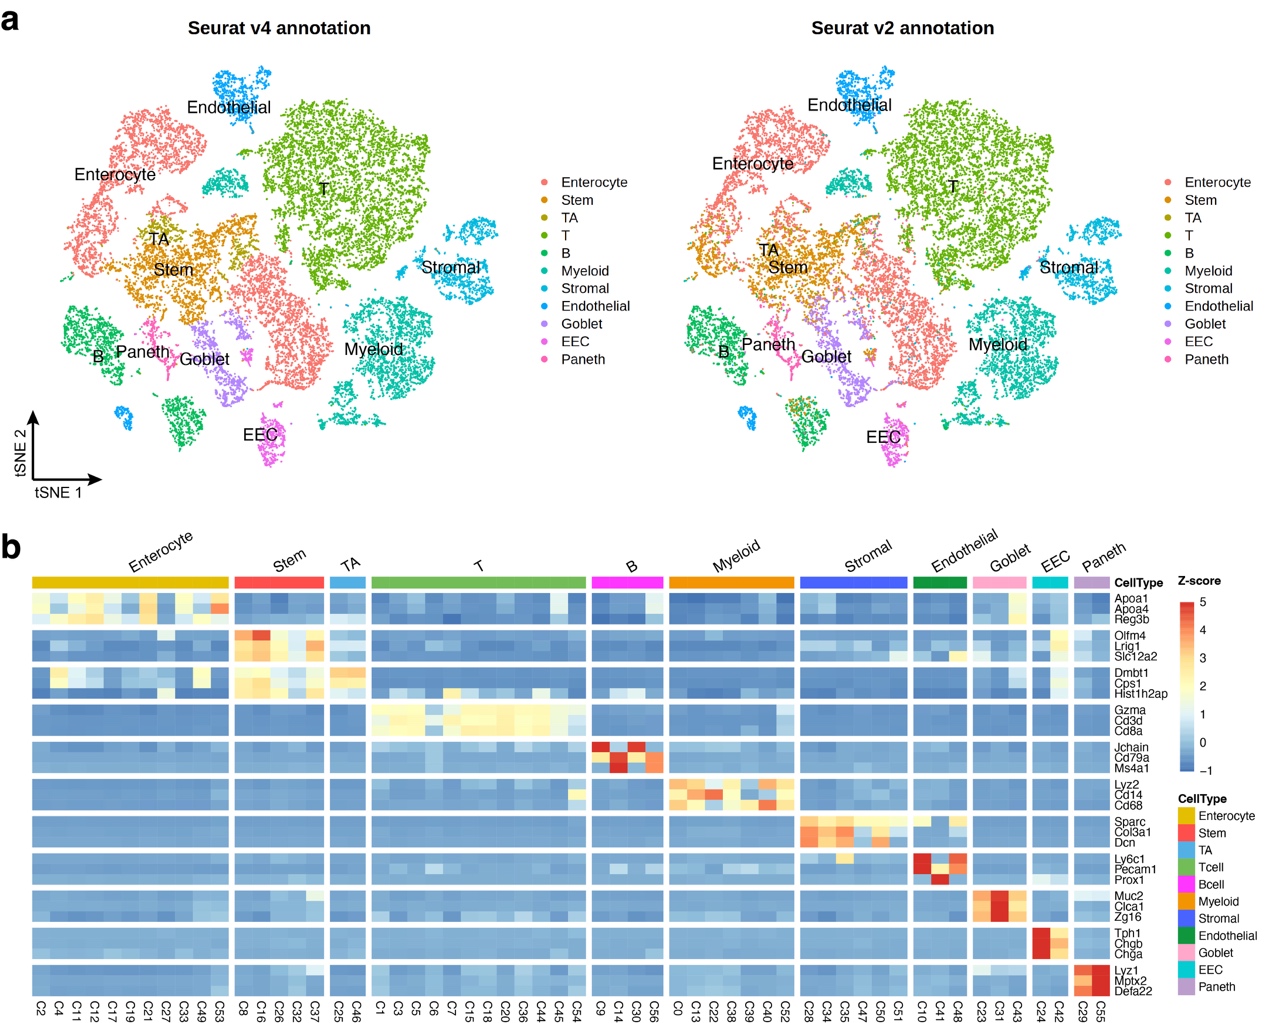

**Supplementary Fig. 3 Re-analysis of the scRNA-seq data with the updated Cell Ranger and Seurat packages.** **a** tSNE projection of cells re-analyzed with Cell Ranger v7.1.0 and Seurat v4.3.0, colored by the annotation from Seurat v4.3.0 (left) and Seurat v2.3.4 (right), respectively. **b** Heatmap displaying the z-score normalized mean expression of cell type-specific canonical marker genes across clusters identified in Seurat v4.3.0.

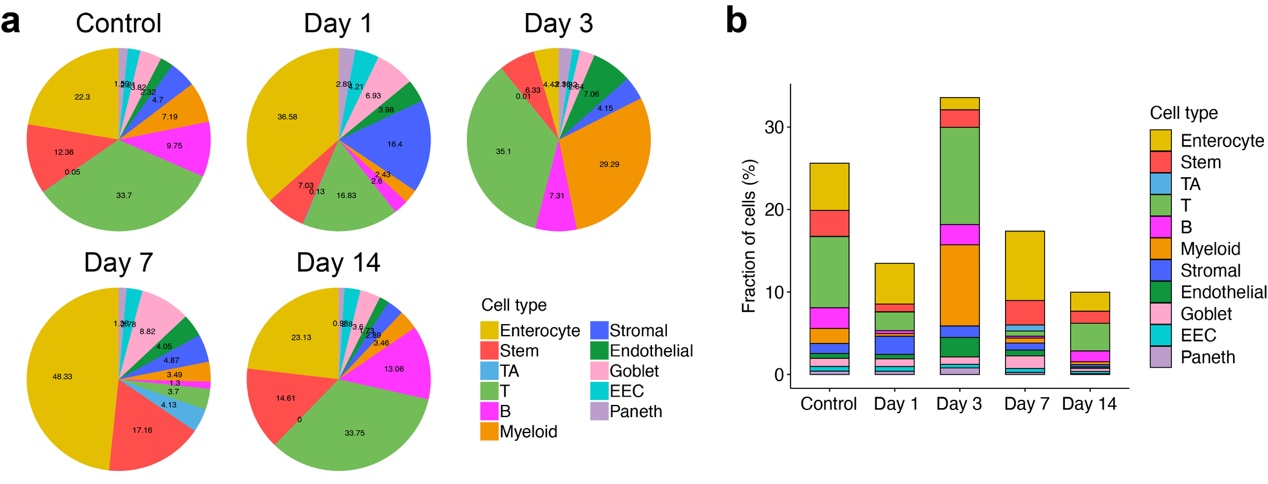

**Supplementary Fig. 4 Composition ratio of cell types at different time points. a** Pie charts showing cell type fractions in each time point. **b** Stacked bar plot showing cell type fractions by normalizing it to the total number of cells.

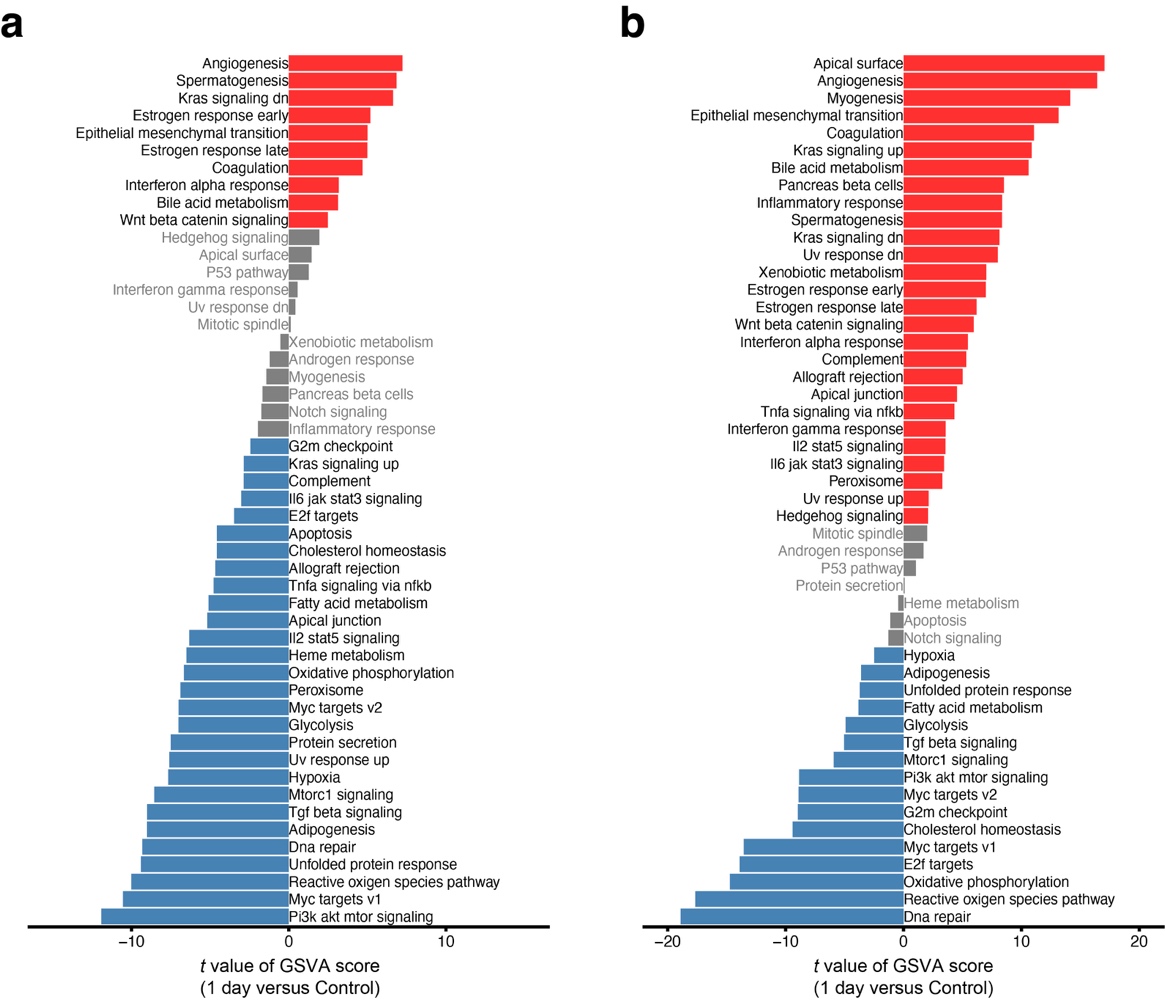

**Supplementary Fig. 5 Characteristics of *in vivo* radiosensitivities of different cell types in intestine, related to Figure 2. a** Difference of hallmark pathway activities between T cells from the control and day 1 groups. Shown are *t* values calculated in a linear modal comparing pathway scores estimated by GSVA between cells from the two groups. **b** The same as (**a**) for enterocytes from the control and day 1 groups.

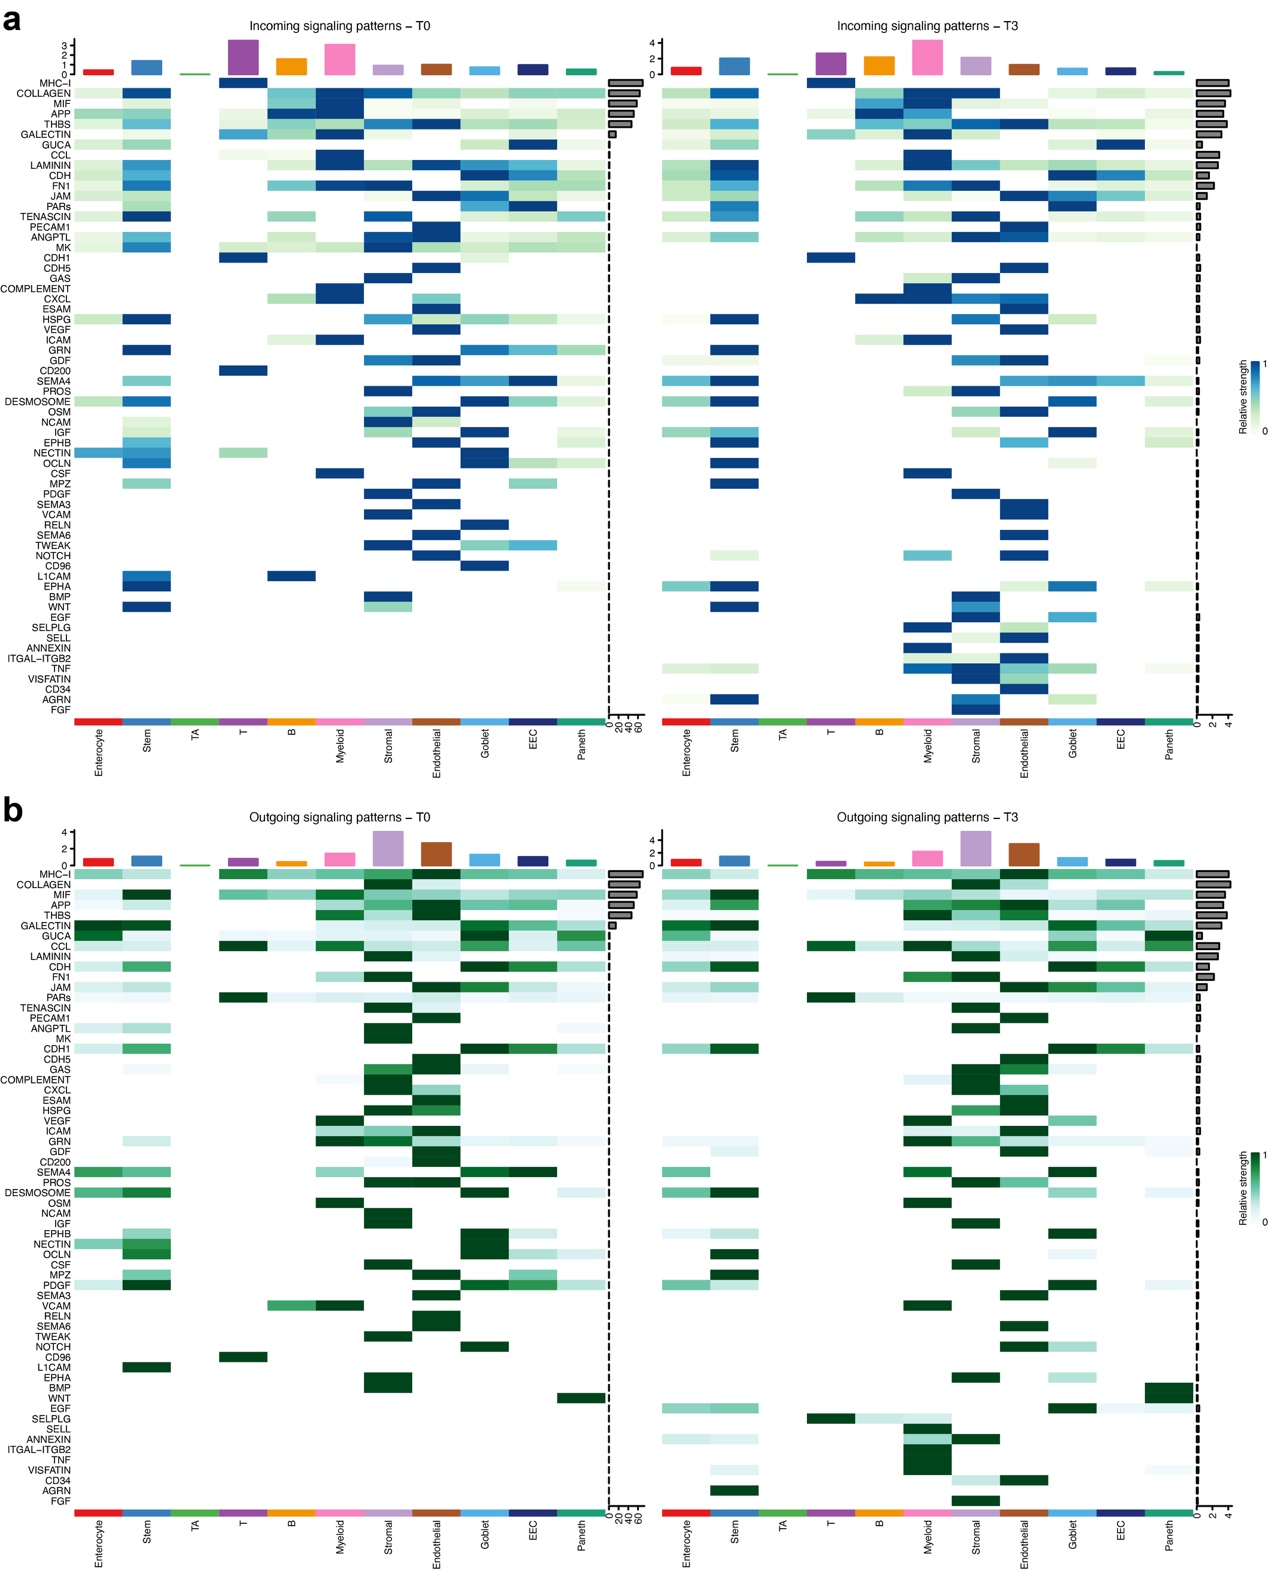

**Supplementary Fig. 6 Comparison of signaling pathways associated with each cell population between control and day 3 group. a** Heatmap showing the relative strength of incoming signaling pathways associated with each cell population in control (left) and day 3 group (right). **b** Heatmap showing the relative strength of outgoing signaling pathways associated with each cell population in control (left) and day 3 group (right).

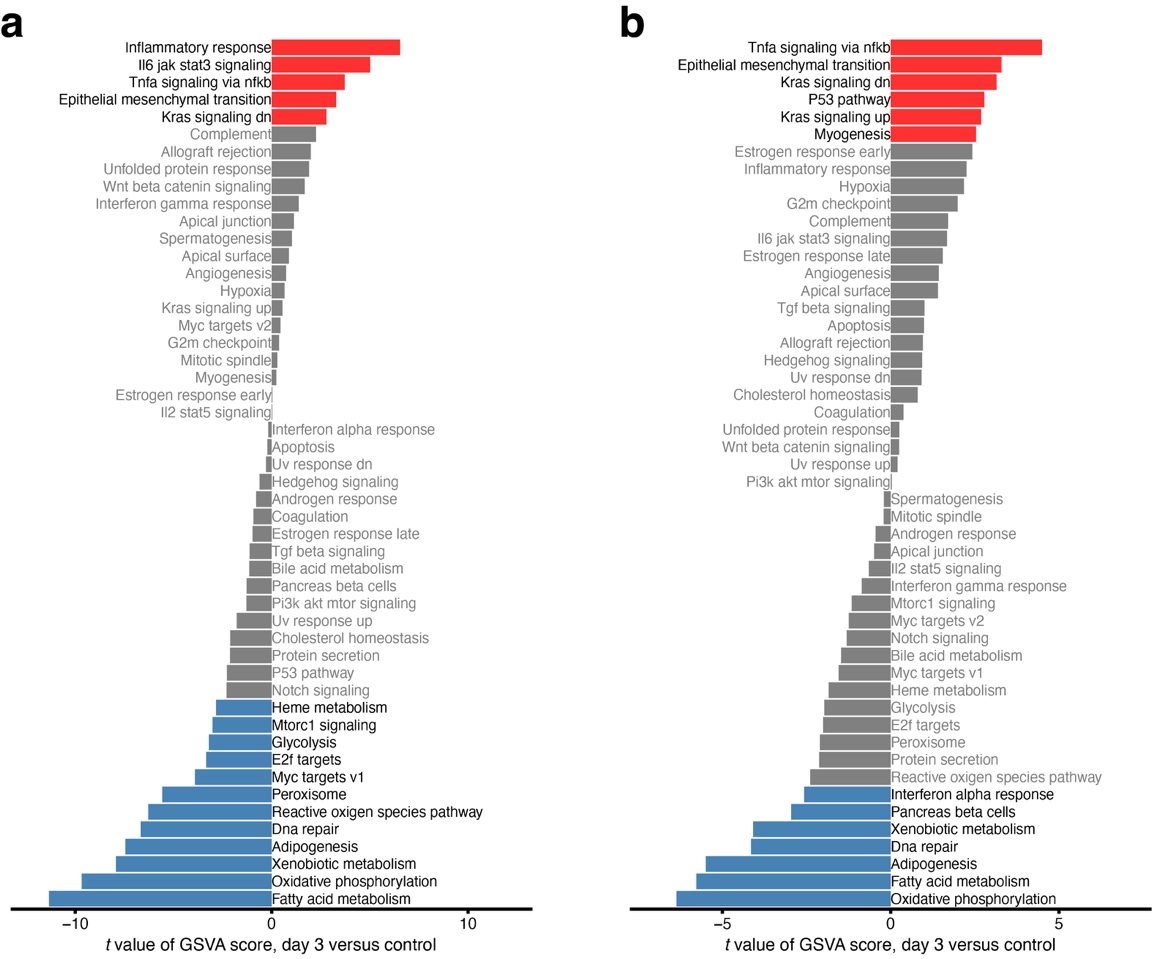

**Supplementary Fig. 7 Comparison of hallmark pathway activities in endothelial cells from day 3 and control groups. a** Difference of hallmark pathway activities between the C12-Endothelial cells from day 3 and control groups. Shown are *t* values calculated in a linear modal comparing the pathway scores estimated by gene set variation analysis (GSVA) between cells from the two groups. **b** The same as (**a**) for C25-Endothelial cells.

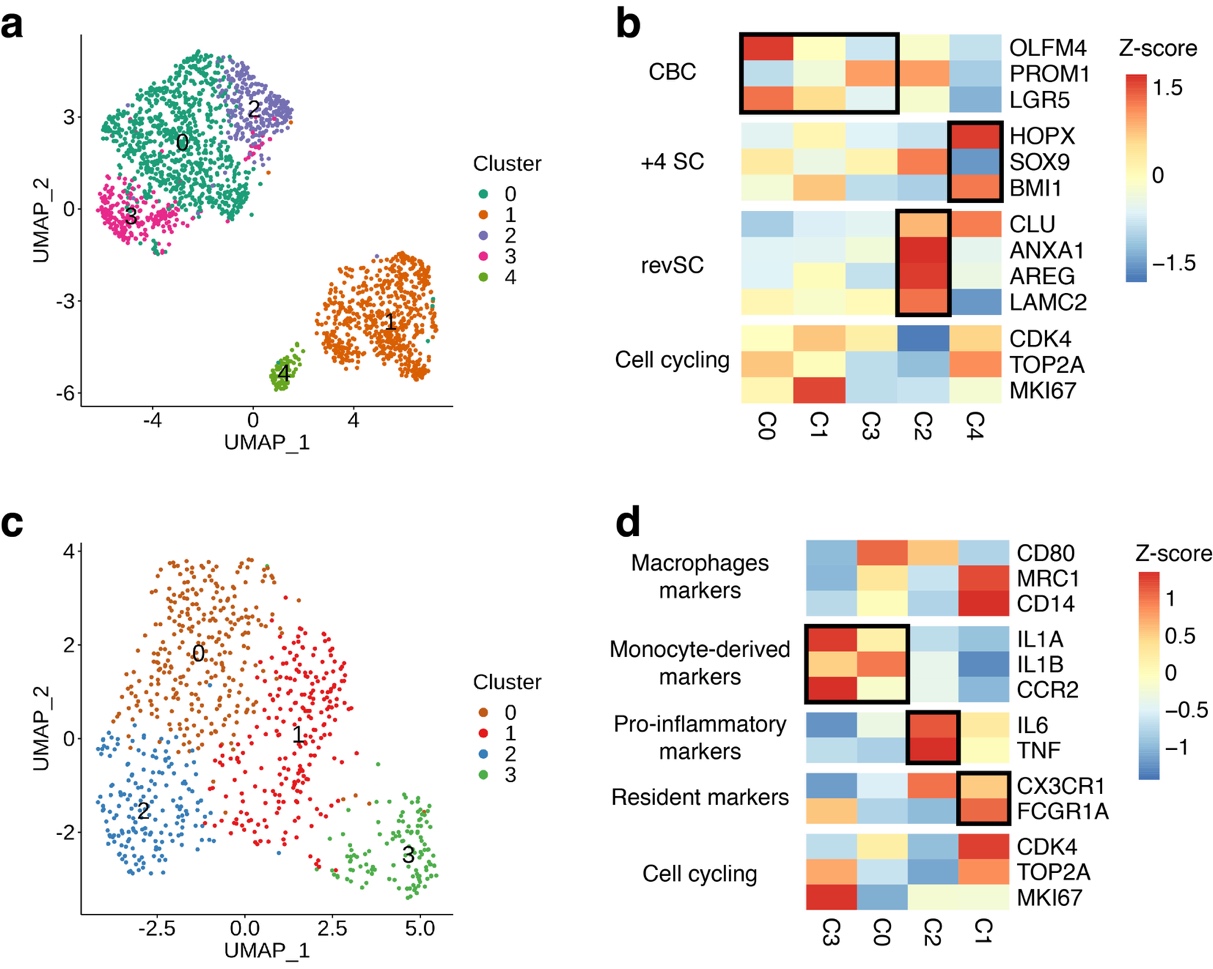

**Supplementary Fig. 8 Characterization of** **the expression profiles of stem cells and macrophages in human intestine.** The scRNA-seq data were downloaded from Fawkner-Corbett, D. et al. **a** UMAP projection of 2,045 stem cells form Fawkner-Corbett, D. et al., colored by Seurat cluster identities. **b** Heatmap of the average expression of the selected ISC function-related marker genes in the five stem cell clusters. **c** UMAP projection of 811 monocytes and macrophages form Fawkner-Corbett, D. et al., colored by Seurat cluster identities. **d** Heatmap of the average expression of the selected macrophage function-related marker genes in the four macrophage clusters.

**Supplementary Tables**

**Supplementary Table 1. Quality control statistics of each sample for single-cell RNA sequencing.**

| **Groups** | **Sample ID** | **Number of cells pasting QC** | **Mean of library size** | **Mean of genes detected** |
| --- | --- | --- | --- | --- |
| Control | S0 | 1248 | 8318 | 1757 |
|  | S22 | 1348 | 9526 | 2029 |
|  | S23 | 1306 | 13564 | 2519 |
|  | S26 | 1916 | 4353 | 1274 |
| Day 1 | S1 | 174 | 3172 | 1005 |
|  | S2 | 1134 | 5613 | 1519 |
|  | S3 | 567 | 2919 | 1168 |
|  | S35 | 1199 | 8651 | 1727 |
| Day 3 | S8 | 1956 | 6992 | 1550 |
|  | S9 | 2979 | 4366 | 1251 |
|  | S10 | 2650 | 6711 | 1513 |
| Day 7 | S14 | 776 | 8607 | 2190 |
|  | S15 | 639 | 5586 | 1617 |
|  | S17 | 2509 | 14017 | 2869 |
| Day 14 | S37 | 295 | 3896 | 1230 |
|  | S38 | 1254 | 8245 | 1862 |
|  | S40 | 730 | 11344 | 2248 |
| Total |  | 22680 | 7843 | 1778 |

Each sample represents the intestinal tissue sample from an individual mouse in corresponding group. QC, quality control.

**Supplementary Table 2. List of 67 upregulated genes after irradiation shared by T, myeloid, stem cells and enterocytes.**

*P* values of the differentially expressed genes were calculated based on a linear model implemented by R limma package and were then adjusted based on Benjamini-Hochberg correction using all genes in the dataset. 

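By the summed counts of each mouse, Ccng1, a cyclin gene induced by p53, had a log2 fold change of 1.84 ± 0.47 (standard error) in myeloid cells at day 1, and the trypsin inhibitor gene Spink1 5.07 ± 0.65. The values of the paper's Supplementary Table 2 are on another scale, as they equal differences of pooled mean natural-log values between day 1 and control cells, in which a mouse with more cells weighs more. For its 67 genes they equal the differences computed here to 2 decimals in T cells, enterocytes and stem cells (67 of 67 each). In myeloid cells 2 of 67 were equal with all 5 clusters, with a largest gap of 0.758, and 67 of 67 without the neutrophils of C24, a setting chosen after seeing the values.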

FC, fold change.

**Supplementary Table 3. Functional annotation of the upregulated genes shared by multiple cell types after irradiation.**

| **GO ID** | **Term** | **Percentage (%)** | **P-Value** | **Genes** | **Fold Enrichment** |
| --- | --- | --- | --- | --- | --- |
| GO:0050830 | Defense response to Gram-positive bacterium | 12.5 | 1.35E-06 | REG3B, DEFA29, DEFA24, DEFA36, ZG16, REG3G, DEFA30, MBL2 | 14.11 |
| GO:0043066 | Negative regulation of apoptotic process | 10.9375 | 1.15E-02 | FABP1, CKMT1, TMIGD1, ARL6IP1, CCNG1, GHRL, HSPA1B | 3.63 |
| GO:0050829 | Defense response to Gram-negative bacterium | 9.375 | 4.03E-05 | REG3B, DEFA29, DEFA24, DEFA36, REG3G, DEFA30 | 15.40 |
| GO:0061844 | Antimicrobial humoral immune response mediated by antimicrobial peptide | 9.375 | 5.52E-05 | REG3B, DEFA29, DEFA24, DEFA36, REG3G, DEFA30 | 14.41 |
| GO:0002227 | Innate immune response in mucosa | 7.8125 | 8.16E-05 | DEFA29, DEFA24, DEFA36, APOA4, DEFA30 | 21.44 |
| GO:0019731 | Antibacterial humoral response | 6.25 | 3.25E-03 | DEFA29, DEFA24, DEFA36, DEFA30 | 13.28 |
| GO:0032532 | Regulation of microvillus length | 4.6875 | 1.72E-04 | CDHR2, CDHR5, PLS1 | 145.16 |
| GO:0070328 | Triglyceride homeostasis | 4.6875 | 4.38E-03 | APOA1, APOA4, GIP | 29.89 |
| GO:0051673 | Membrane disruption in other organism | 4.6875 | 6.62E-03 | DEFA24, DEFA36, DEFA30 | 24.19 |
| GO:0043154 | Negative regulation of cysteine-type endopeptidase activity involved in apoptotic process | 4.6875 | 1.86E-02 | FABP1, ARL6IP1, HSPA1B | 14.11 |

Functional annotation of the upregulated genes was performed using DAVID (https://david.ncifcrf.gov/). *P* values are calculated using *χ*^2^ test. Terms are sorted based on the percentages of queried gene lists in respective gene ontology (GO) terms.

# Supplementary material for: Single-cell map of dynamic cellular microenvironment of radiation-induced intestinal injury
**Source:** Commun Biol. 2023 Dec 9;6:1248. doi: 10.1038/s42003-023-05645-w
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Not Applicable                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | The Cell Ranger software (version 2.2.0) provided by 10x Genomics was used to align the reads from droplet-based scRNA-seq to an indexed mouse genome (mm10, NCBI Build 38); the Seurat package (version 2.3.4) was used to process the scRNA-seq expression profile; the Scrublet package (version 0.2.3) was used to identify potential doublets; the velocyto package (version 0.6) was used to perform RNA velocity analysis; the GSVA package (version 1.32.0) was used to perform gene set variation analysis; the pySCENIC package (version 0.9.11) was used to perform SCENIC analysis; the CellChat package (Version 1.6.1) was used to infer the cell-cell communication; GraphPad Prism 5 and R (version 3.6.0) were used to perform the statistical analyses. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq dataset generated in this study are available at the National Center of Biotechnology Information's Gene Expression Omnibus database under the following accession number: GSE165318.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                |
|--------------------------------------------------------------------|----------------|
| Reporting on sex and gender                                        | Not Applicable |
| Reporting on race, ethnicity, or other socially relevant groupings | Not Applicable |
| Population characteristics                                         | Not Applicable |
| Recruitment                                                        | Not Applicable |
| Ethics oversight                                                   | Not Applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Based on a thorough review of the scientific literature, we determined that having a minimum of three samples for each experimental condition would be adequate.                                                |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                        |
| Replication     | We have ensured the reproducibility of our experimental findings through the implementation of biological duplication. Specifically, for each experimental condition, we maintained a minimum of three samples. |
| Randomization   | All mice were randomly allocated to each of the experimental conditions.                                                                                                                                        |
| Blinding        | Investigators were blinded to group allocation during data collection.                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Ki67(#ab16667, Abcam)                                                                                                                                                     |
| Validation      | anti-Ki67(#ab16667, Abcam)<br>Suitable for: Flow Cyt(Intra), IHC-P, WB, mIHC, ICC/IF. Reacts with: Mouse, Rat, Human. References: PMID 36217678, PMID 36148577, PMID 36609277. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Wild-type male C57BL/6J mice (weight of 20 ± 2g, 6-8 weeks) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China) |
| Wild animals            | Not Applicable                                                                                                                                              |
| Reporting on sex        | Only male mice were used in the experiments.                                                                                                                |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                 |
| Ethics oversight        | The study was approved by the institutional review board of Beijing Institute of Radiation Medicine (protocol ID: IACUC-DWZX-2020-623).                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | To isolate single cells, duodenums were amputated (about 5 cm beyond the pylorus) and 10 cm jejunum segments following the incision of the mice on day 0, 1, 3, 7, 14 after irradiation were washed in cold PBS, cut longitudinally into roughly 2-mm-long pieces and were isolated using the Liver Dissociation Kit (mouse) and GentleMACS Dissociator (Miltenyi Biotec, Germany) according to the manufacturer's instructions. Tissues were filtered through a 40-µm-mesh cell strainer on ice, pelleted by centrifugation at 4 °C and washed twice with the ice-cold regular medium to remove the debris. |
| Instrument                | BD FACSCanto II flow cytometer (BD, New Jersey, USA)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Software                  | The cells were analyzed on a BD FACSCanto II flow cytometer (BD, New Jersey, USA) utilizing FACS Diva Software (BD)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Cell population abundance | The abundance of relevant cell populations in the post-sort fractions was analyzed using FACS Diva Software (BD)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Gating strategy           | Apoptotic cells were excluded through 7-AAD staining, and CD45+ cells were established as the positivity threshold for sorting lymphocytes. CD11b and F4/80, which are typically expressed in macrophages, were set as the positivity threshold to                                                                                                                                                                                                                                                                                                                                                           |

distinguish macrophages from other immune cells. Subsequently, we applied gating based on CD14 to identify subgroups of intestinal macrophages.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

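Small intestinal cells of 17 mice were profiled by droplet-based single-cell RNA sequencing, 4 unirradiated control mice and 13 mice at 1 (4 mice), 3 (3 mice), 7 (3 mice) and 14 days (3 mice) after 15 Gy of abdominal irradiation. Each library is 1 sample of the deposit and 1 mouse, the technical replicates mentioned in the paper were not told apart, and mice were the replicates of every test. The group of each library was taken from the labels of the deposit and not from its values.

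The raw count values are UMI counts per gene and cell that the authors made with Cell Ranger 2.2.0 against mm10, keeping cells with 500 to 8000 genes and at most 10% mitochondrial UMIs and genes found in at least 3 cells in Seurat 2.3.4. The normalized values are the natural log of 1 plus counts per 10,000 UMIs of the cell, made by the authors in Seurat, and were used here only to repeat the paper's own fold values. The mitochondrial fraction and the cluster number of each cell come from the authors' metadata, in which 49.5% of cells had a UMI total equal to the sum of the raw counts and the largest difference was 148 UMIs. The cell types are those the paper gives to its cluster numbers, covering 22584 cells in 54 clusters, and 96 further cells of an unnumbered cluster were left out of the main shares. Genes carry symbols, and 207 of them had no UMI in any mouse, so the counts used here do not meet the limit of 3 cells for every gene. Gene positions were read from GENCODE M21 on GRCm38, a copy that may differ from the authors' build.

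Libraries held 550926 to 35166984 UMIs. A share in 1 mouse is limited by its number of cells, from 174 in day 1 mouse S1 to 2979 in day 3 mouse S9. Intervals of shares of cells with a UMI are exact (Clopper-Pearson, 95%) and cover counting error only.

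Shares of cell types and subtypes were compared between each day and the control mice with an exact two-sided permutation test of the difference in mean share, called at an unadjusted p under 0.05, with Benjamini-Hochberg values over the family (44 comparisons of types, 12 of stem cell classes, 20 of myeloid classes and 16 of T cell classes) printed beside it. The p values of edgeR on cell numbers were adjusted over the types or classes of 1 day, and over all days of the family where this is said. Cluster frequencies at day 1 were tested with edgeR's quasi-likelihood test on cell numbers, for clusters with over 50 control and day 1 cells of which at most 70% came from 1 mouse. The paper's figure gives both limits, but its text names C19, which passes only when the 70% is taken over the cells of all groups, and this was run as an alternative. Gene changes were tested with edgeR 4.0.16 (quasi-likelihood, TMM normalization, its own low-count filter, robust fit) on counts summed per mouse and cell type over mice with at least 10 cells of the type, with all 5 groups in the fit and an adjusted p under 0.05. Standard errors of log2 fold changes are the fold change over the root of the test's F value. The comparisons are stem cells, enterocytes, T cells and myeloid cells at day 1 and endothelial cells, myeloid cells and stem cells at day 3, each against the control mice. Only day 1 mice S2 and S35 had enough T cells, and 3 control mice enough endothelial cells.

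Gene lists of pathways, of cell type markers and of RNA quality were written from general knowledge before the data were examined and tested with camera of limma 3.58.1 (preset correlation 0.01), with camera at an estimated correlation and with fry beside it. Lists with at least 3 measured members were tested. The named genes are those the paper names for the cell type and, per comparison, the 10 largest rises and 10 largest falls in log2 fold change among called genes with a mean log2 CPM of at least 5 and every irradiated mouse on the same side of every control mouse, plus, of each list, up to 4 called members with the smallest adjusted p. The values of the paper's tables had been seen when this rule was written. The 67 genes of the paper's Supplementary Table 2 were counted in the 4 day 1 comparisons. Doublets were scored per mouse with Scrublet in scanpy 1.11.5 with 30 principal components and an expected rate of 0.06. The cells called as doublets were kept in the shares and in the summed counts. Marker levels per class were not tested, because the classes were built from the same counts.

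Alternatives fixed before the data were examined were the logit of the share with 0.5 cells added, edgeR on cell numbers, the share of the parent population, leaving out each mouse in turn, TMM over clusters, all clusters over the size limit, RLE size factors, no low-count filter, DESeq2 1.42.0, only the 2 groups compared, at least 20 cells per mouse, single endothelial clusters and a doublet rate of 0.1. Added after the data were seen were edgeR on cell numbers without S0, its adjustment over all days, the 70% limit for clusters over the cells of all groups and B cells with the unnumbered cluster. Others of this kind were enterocytes without clusters C5, C43 and C52, myeloid cells without neutrophils, genes counted under both sets of gene symbols, and genes other than those whose level follows the symbol set in at least 3 of 4 cell types, these gene settings with and without S0. For genes counted under both sets 233 of 239 pairs of old and new symbols were joined and 2775 genes counted in 1 set of mice were left out. A value was said to move when it changed by over 1.5 times.

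The tests were tested on simulated data built from these libraries with 200 changed genes per comparison. At a log2 fold change of 1 the share of changed genes recovered was 17.5% in stem cells at day 1, 13.7% in enterocytes, 0 in T cells and myeloid cells at day 1, 28.4% in endothelial cells at day 3, 10.5% in myeloid cells at day 3 and 21.9% in stem cells at day 3. At a log2 fold change of 2 it was 77.5%, 82.8%, 26.0%, 25.9%, 95.7%, 71.9% and 89.6%. Whether the simulated controls differ among themselves as S0 differs from the other controls was not tested. Calls at day 3 went from 0 with S0 to 243 without it in endothelial cells and from 0 to 649 in myeloid cells. These shares may therefore be too high for the tests with S0. RNA velocity, SCENIC regulons, CellChat interactions, GSVA scores, flow cytometry and in situ hybridization were not analysed here. Some of the named genes are not reported here and are left out of the counts of named genes over the alternatives. Analyses used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, anndata 0.12.19, scikit-image 0.26.0 and matplotlib 3.10.9.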

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

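The test of a wrong label of S0, that of epithelial RNA and the counts of other splits with all mice were set before their results were seen; the remaining tests of S0, those of the gene symbols, that of a shared response and the counts of splits without S0 were chosen after.

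Some mice lay far from the other 3 of their group, by a gap taking most of the group's range (Dixon's 95% limit for 4 values). Chance gives this in about 1 of 20 groups of independent, normal values. Such a mouse was found in 17 of 60 groups of 4 mice, in 8 of them control mouse S0, but the shares overlap, and in 5 of the 17 the other 3 mice held no cell, so this number cannot be set against chance. The groups of 3 mice at days 3, 7 and 14 were not examined in this way. S0 stood apart with 21.0% of its cells myeloid, 14.2% Ly6c+ monocytes, 3.53% neutrophils, 7.62% endothelial cells and 3.21% revSCs. Its median log2 level of the p53 targets was higher than in the other controls by 1.107 over the whole library, 1.3904 in stem cells and 2.02 in enterocytes. Control mouse S26 stood apart with 1916 cells, 0.159% TA cells and 0.0530% +4 RSCs, where the other controls had none of the last 2. On day 1, S1 stood apart with 2.38% TA cells and 11.3% CBCs, S2 with 9.06% CD8 TRM cells, and S35 with 27.8% CD8 TE cells, 0.503% revSCs and 0.671% resident macrophages.

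Other shares lay on opposite sides of the mean of the 4 controls on days 1 and 3, and the 2 days differed with an exact permutation p of 0.0286, unadjusted and the smallest these mice can give. Enterocytes were at 37.4% on day 1 and 4.56% on day 3, against 21.8% in the controls. The reverse order held for myeloid cells (3.04%, 28.8% and 7.67%), revSCs (0.126%, 4.30% and 0.854%), Ly6c+ monocytes (0.233%, 18.5% and 4.05%), pro-inflammatory macrophages (0.819%, 3.92% and 0.943%), proliferating macrophages (0.233%, 1.94% and 0.857%) and CD4 TN cells (0.762%, 4.94% and 3.95%). Much of this rests on S0, as without it the controls held 0.0688% revSCs, below day 1, and 3.22% myeloid cells, close to day 1, and the exact permutation p of 4 mice against 4 for pro-inflammatory macrophages at day 1 was 0.686 with S0, unadjusted. The day 1 side is thus open for these 3. Other sides are open too, with an exact permutation p of 0.543 for CD4 TN cells at day 3 (4 mice against 3, unadjusted). For proliferating macrophages this p was 0.229 at day 1 (4 mice against 4) and 0.143 at day 3. That name is the paper's for C38, whose leading genes, among them Ccl17, Ccl22 and Ccr7, held no listed marker of myeloid cells.

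The library labelled control S0 resembled the day 3 libraries. Its gene correlation with the day 3 mice exceeded that with the other controls by at least 0.109 within T cells, stem cells and stromal cells, which is what a wrong label would give, though a control mouse with an inflamed or damaged intestine is not excluded by it. The older gene symbols that S0 shares with the day 3 and day 7 mice are argued against as the whole cause, since its correlation with day 3 was 0.1404 above that with day 7. A different mix of cells alone is argued against too, since the p53 targets were higher in S0 by a median log2 of at least 0.892 within each of the 3 cell types. In T, stem and stromal cells these targets were higher than in the other controls by 0.892, 1.3904 and 1.074 in S0. In the day 3 mice they were higher by 0.975, 1.185 and 0.789. S0 is also the only control with the older symbols. A wrong label would give both. Whether an unirradiated mouse with a damaged intestine would reach such p53 levels was not tested. A mislabelled sample and an unusual control mouse both stay open, and S0 was kept as a control in the values given first. Some values are given only without S0, such as the day 3 fold changes of Areg, Ccl6 and Flt4.

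With S0 left out, day 3 calls rose to 2562 genes in stem cells, 649 in myeloid cells and 243 in endothelial cells, and the day 3 mice carry older gene symbols than the 3 remaining controls. For genes counted under 1 set of symbols the difference in symbols may be the source of the call, since they made up 17.1% of the stem cell calls and 4.71% of the genes tested. For the rises of genes counted under both sets it is argued against in stem cells and myeloid cells, where the rise over day 7 mice, which share the older symbols, was 0.664 and 0.768 of that over the controls. The genes were chosen as higher in the same day 3 mice, which can raise this share by an amount that was not measured. In endothelial cells this share was 0.432, so symbols and irradiation cannot be told apart there, because it lies between the limits set for either answer. The limits were written for rises, and for falls the share was 0.685 in stem cells, 0.456 in myeloid cells and 0.183 in endothelial cells, so symbols or another trait of the older set of mice may be the source of the endothelial falls and stay open for the myeloid ones. A biological response at day 3 stays open as a hypothesis for genes counted under both sets in stem cells and for the rises in myeloid cells. A change in the mix of clusters within these cell types was not separated from such a response.

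Taken as a list, the paper's 67 shared genes were higher at day 1 in T cells and myeloid cells as well as in epithelium, though 0 were called in T cells. These genes were halved by how far their level in epithelial cells exceeds that in other cells of the controls without S0. RNA from epithelial cells could be part of this, since epithelial markers outside the 67 genes were higher in B, stromal and myeloid cells, with medians of 1.69, 1.02 and 1.136, but only 0.355 in T cells, so this test leaves it open. The test of a shared response of the surviving cells was written for T cells. It cannot decide, because the paper chose all 67 genes as higher there on the same mice. The less epithelial genes rose in T cells by 1.33 times the median of the more epithelial ones. This ratio was 0.581 in myeloid cells, 0.3396 in B cells, 0.738 in stromal cells and 0.983 in endothelial cells. RNA from epithelial cells and a shared response both stay open.

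Other ways of splitting the same mice show whether other groupings give as many calls. No other split did so for enterocytes at day 1 (954 genes, 1 of 35 splits as large, highest other 15). The same held for enterocytes without S0 (1234, 1 of 35, 502), myeloid cells at day 1 (202, 1 of 35, 152) and stem cells at day 1 without S0 (742, 1 of 35, 439). A share of 1 of 35 is the smallest these splits can give and was not adjusted over the comparisons. Chance is thus made less likely there and is not excluded. Other splits gave as many for stem cells at day 1 with S0 (48, 6 of 35, 597), stem cells at day 3 (622, 2 of 35, 2900) and clusters at day 1 (3, 2 of 35, 5), so chance stays open for these. In stem cells at day 1 the split with the most calls placed S0 with S1, S3 and S35, and in stem cells and myeloid cells at day 3 it set S22, S23 and S26 against S0 and the day 3 mice, which points to a structure of the samples. The 10 splits are too few for myeloid cells at day 1 without S0 (227, 1 of 10, 1), myeloid cells at day 3 without S0 (649, 1 of 10, 5) and stem cells at day 3 without S0 (2562, 1 of 10, 0). Myeloid cells and endothelial cells at day 3 with S0 had 0 calls, which every split equals or exceeds, so the count of splits says nothing there.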

How the results depend on the processing

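Comparisons without S0 outside leaving out each mouse in turn, those by symbol set, without neutrophils, without enterocyte clusters, with the unnumbered cluster, adjusted over all days and with clusters chosen over all groups were picked after the data were seen, and every other alternative was set before.

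Shares were called at an unadjusted p under 0.05. The exact test called B cells and +4 RSCs at day 1 and pro-inflammatory macrophages at day 3. Over the other alternatives set beforehand 249 share results kept their direction and side of the threshold, 24 passed it, 2 fell short and 1 reversed; over those added later 74 stayed, 24 passed and 2 fell short. EdgeR on cell numbers called, on the log2 scale, stromal cells (1.85), Ly6c+ monocytes (−3.75) and CD4 TN cells (−2.55) at day 1. Day 1 shares of stromal cells ran from 2.77 to 51.7%. Their difference from the controls ran from 2.29 to 18.6 percentage points with a mouse left out. At day 3 edgeR called enterocytes (−2.25), myeloid cells (1.91), CBCs (−2.37), resident macrophages (−4.77) and CD8 TRM cells (−4.12). At day 7 it called TA cells (5.50), T cells (−2.71), B cells (−2.56), Ly6c+ monocytes (−8.75), neutrophils (−6.55), proliferating macrophages (−6.52) and CD4 TN cells (−5.26). At day 14 it called revSCs (−6.50). It no longer called pro-inflammatory macrophages (2.05) at day 3, nor without S0 (2.14). The same test without S0 called stromal cells (2.71), endothelial cells (2.32), CBCs (−2.16), neutrophils (7.08), resident macrophages (−2.29), CD4 TN cells (−2.45) and CD8 TRM cells (−3.02) at day 1. At day 3 it then called enterocytes (−2.62), myeloid cells (3.15), endothelial cells (2.86), CBCs (−2.76), revSCs (5.81), Ly6c+ monocytes (4.76), neutrophils (8.88), resident macrophages (−5.17) and CD8 TRM cells (−4.49). At day 7 it then called TA cells (5.20), T cells (−2.56), B cells (−2.82), endothelial cells (2.45), Ly6c+ monocytes (−6.19), proliferating macrophages (−5.55), CD4 TN cells (−5.15) and CD8 TRM cells (−3.48). Adjusted over all days of a family instead of 1 day, its values at day 7 went from 0.0455 to 0.128 in T and B cells and from 0.0195 to 0.0780 in TA cells, past the threshold. Its gain in calls comes with a model that borrows spread across types, while the exact test is bound to p of at least 0.0286. Folds for neutrophils without S0, where the other controls held none, for Ly6c+ monocytes, neutrophils and proliferating macrophages at day 7 and for revSCs at day 14, with 0 cells, depend on the prior count.

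On the logit scale the exact test also called, as differences in logit, the share of +4 RSC on day 3 (−0.83), the share of T on day 7 (−2.27), the share of B on day 7 (−2.03) and the share of CD4 TN on day 7 (−3.17). For +4 RSC the controls held 1 cell in all and the day 3 mice 0. Its difference in logit is thus set mostly by the part of a cell added and by each mouse's cell total. It says nothing on a change in share. Over the parent population the exact test called, in percentage points, the share of Stem on day 1 (−15.7), the share of T on day 7 (−34.4), the share of Stromal on day 7 (19.8) and the share of Endothelial on day 7 (19.1). There the share of B on day 1 (−13.6) fell short and the share of pro-inflammatory macrophages on day 3 (−10.3) reversed, as the parent of the latter, the myeloid cells, grew. With the unnumbered cluster as B cells, B cells (−6.36) at day 1 fell short. Leaving out each mouse in turn left 649 share results as they were, 3 passed the threshold and 15 fell short. The ranges in percentage points are enteroendocrine cells at day 1 (1.382 without S2 to 2.35 without S3), B cells at day 1 (−9.08 without S0 to −5.55 without S26) and +4 RSCs at day 1 (3.97 without S2 to 5.83 without S3). For the others they are Ly6c+ monocytes at day 1 (−5.10 without S22 to −0.438 without S0), pro-inflammatory macrophages at day 3 (1.66 without S9 to 4.07 without S10) and CD4 TN cells at day 1 (−4.12 without S26 to −2.08 without S23). B cells fell short without any 1 day 1 mouse, +4 RSCs without any 1 control and the macrophages without any 1 of 7 mice. For the macrophages this was fixed by the smallest possible p of 0.0667 or 0.1, and for the other 2 the cause was not tested.

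Clusters called at day 1 numbered 3, and 5 with TMM over clusters, 5 with all clusters over the size limit, 0 with the exact permutation test and 2 (without S23) to 5 (without S0) with a mouse left out; the cause was not tested. With the limit for 1 mouse taken over all groups they numbered 2, and 5 without S0, and C26 had an adjusted p of 0.0555. Genes called by edgeR with all mice were 48 in stem cells, 954 in enterocytes, 202 in myeloid cells and 0 in T cells at day 1, and 622 in stem cells, 0 in myeloid cells and 0 in endothelial cells at day 3. At an unadjusted p under 0.05 the 3 counts of 0 were 902, 634 and 239. DESeq2 called 374 in stem cells, 65 in T cells and 392 in myeloid cells at day 1; 68 in endothelial cells and 165 in myeloid cells at day 3. Without the low-count filter the counts were 565 in enterocytes, 1 in T cells and 362 in myeloid cells at day 1; 112 in endothelial cells and 252 in myeloid cells at day 3. With only the 2 groups in the fit they were 6 in stem cells, 323 in enterocytes and 52 in myeloid cells at day 1; 2 in stem cells at day 3. Asking for 20 cells per mouse gave 21 in stem cells and 12 in myeloid cells at day 1; 2 in endothelial cells at day 3. S35 is then the only day 1 mouse with enough myeloid cells and S0 the only control with enough endothelial cells, so the values of these 2 at 20 cells, also for lists and the 67 genes, rest on a group of 1 mouse. Endothelial cluster C25 alone gave 113 in endothelial cells at day 3, with 1 control mouse. Genes under both symbol sets gave 156 in stem cells and 1 in T cells at day 1; 6 in myeloid cells at day 3. The same genes without S0 gave 760 in stem cells and 22 in T cells at day 1; 132 in endothelial cells, 460 in myeloid cells and 2056 in stem cells at day 3. With genes that follow the symbol set left out, calls were 153 in stem cells and 1 in T cells at day 1; 2 in myeloid cells at day 3. In this setting without S0 they were 757 in stem cells and 22 in T cells at day 1; 124 in endothelial cells, 427 in myeloid cells and 2003 in stem cells at day 3. Myeloid cells without neutrophils gave 25 in myeloid cells at day 1. Leaving out S0 too, they gave 29 in myeloid cells at day 1; 779 in myeloid cells at day 3. Other alternatives, among them RLE size factors, left each count within 1.5 times. Fitting 2 groups alone or asking for more cells lowers the mice that give the spread, and for the other settings the cause was not tested.

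With each mouse left out the counts ran from 8 to 742 in stem cells at day 1 (without S23 and S0), 196 to 1234 in enterocytes at day 1 (without S3 and S0), 0 to 28 in T cells at day 1 (without S22 and S0) and 63 to 855 in myeloid cells at day 1 (without S2 and S35). They ran from 0 to 243 in endothelial cells at day 3 (without S22 and S0), 0 to 649 in myeloid cells at day 3 (without S22 and S0) and 6 to 2562 in stem cells at day 3 (without S8 and S0). In T cells leaving out S2 or S35 leaves 1 day 1 mouse, assumed to vary like the mice of the other groups. Of the paper's 67 genes DESeq2 called 23 in stem cells, 38 in enterocytes and 4 in T cells. The fit of 2 groups called 1 in stem cells, 15 in enterocytes and 19 in myeloid cells. With 20 cells per mouse it was 3 in stem cells and 3 in myeloid cells. Without the filter it was 1 in T cells. Under both symbol sets it was 11 in stem cells and 1 in T cells. Under both sets without S0 it was 18 in stem cells, 5 in T cells and 1 in all 4 cell types. Without genes that follow the set it was 11 in stem cells and 1 in T cells. Without these and S0 it was 18 in stem cells, 5 in T cells and 1 in all 4 cell types. Without neutrophils it was 10 in myeloid cells. Without neutrophils and S0 it was 12 in myeloid cells. With a mouse left out it ran from 1 to 19 in stem cells (without S23 and S0), 12 to 27 in enterocytes (without S3 and S0), 0 to 8 in T cells (without S22 and S0), 22 to 39 in myeloid cells (without S2 and S0) and 0 to 1 in all 4 cell types (without S22 and S0). Of 255 marker levels, 1 moved by more than the spread when 20 cells were asked for, Vegfa in pro-inflammatory macrophages, to 272 CPM, since fewer mice remain.

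Over named genes, alternatives set beforehand left 1612 results as they were, 37 passed the threshold and 178 fell short. Those added later left 1620, with 99 past, 84 short and 10 reversed, and a mouse left out left 2156, with 54, 407 and 4. Clu in stem cells at day 1 reversed without S0 for genes under both symbol sets (3.64) and without genes that follow the set (3.64). Defa29 in stem cells at day 3 and Selenoi in stem cells at day 3 reversed under both sets with S0 (0.86 and 0.44) and without it (1.009 and 0.49), where their renamed partners are joined. They did so in the last setting with S0 (0.86 and 0.44) and without it (1.009 and 0.49). With a mouse left out the reversed genes had the ranges Clu in stem cells at day 1 (−0.70 without S23 to 3.64 without S0), Ccr2 in myeloid cells at day 1 (−9.15 without S35 to 0.49 without S2), Fcgr1 in myeloid cells at day 1 (−8.76 without S35 to 0.63 without S2) and Ghrl in myeloid cells at day 1 (−3.38 without S35 to 6.00 without S23). The values without S35 of Ccr2 and Fcgr1 depend on the prior count, since the other day 1 mice held no count; for Clu and Ghrl the cause was not tested.

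Pathway lists past the threshold of camera numbered 4 in stem cells, 2 in enterocytes, 5 in T cells and 8 in myeloid cells at day 1 and 3 in endothelial cells, 9 in myeloid cells and 8 in stem cells at day 3. With an estimated correlation 0 passed in each of the 7 comparisons. Without S0, 1 passed in each of stem cells and T cells at day 1 and endothelial cells at day 3. By fry with all mice 3 passed in enterocytes and 2 in stem cells at day 1. At day 3 fry passed 1 in myeloid cells and 1 in stem cells, and in the other comparisons 0. By camera with its preset correlation and without the low-count filter there were 4 in enterocytes at day 1 and 6 in endothelial cells at day 3. With 2 groups in the fit there were 5 in myeloid cells at day 1; 5 in endothelial cells at day 3. With 20 cells per mouse there were 5 in myeloid cells at day 1; 0 in endothelial cells at day 3. Under both symbol sets without S0 there were 5 in enterocytes at day 1. Without genes that follow the set and S0 there were 5 in enterocytes at day 1. Without S0 and clusters C5, C43 and C52 there were 5 in enterocytes at day 1. Without neutrophils there were 5 in myeloid cells at day 1. With a mouse left out the number ran from 3 to 8 in stem cells at day 1 (without S0 and S22), 2 to 5 in enterocytes at day 1 (without S22 and S0) and 4 to 8 in myeloid cells at day 1 (without S23 and S26).

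Over single lists, the other alternatives set beforehand left 919 results as they were, 61 passed, 89 fell short and 12 reversed. For those added later the numbers are 896, 56, 35 and 19, and with a mouse left out 1287, 93, 59 and 18. The reversals below are median log2 fold changes, and for none was the cause tested. Dropping the low-count filter reversed stromal markers (0.39) in stem cells at day 1; EMT and matrix genes (0.53) in enterocytes at day 1; enteroendocrine markers (−0.0193) in T cells at day 1; p53 targets in myeloid cells at day 1 (−0.0382), oxidative phosphorylation (−0.45) and EMT and matrix genes (1.1) in myeloid cells at day 1. Fitting only 2 groups reversed +4 stem cell markers (0.42) in stem cells at day 1; enteroendocrine markers (−0.21) in T cells at day 1; the paper's 67 genes (0.47) in endothelial cells at day 3. Asking for 20 cells per mouse reversed T cell markers (1.52) in myeloid cells at day 1; heat shock genes (−0.41) in endothelial cells at day 3. Keeping only cluster C12 reversed heat shock genes (−0.15) in endothelial cells at day 3. Keeping genes under both symbol sets without S0 reversed revSC markers (2.16) in stem cells at day 1; EMT and matrix genes (1.27) and revSC markers (0.97) in enterocytes at day 1; EMT and matrix genes (0.56), heat shock genes (0.38) and Paneth markers (2.15) in T cells at day 1; EMT and matrix genes (1.29) in myeloid cells at day 1. Leaving out S0 and genes that follow the set reversed revSC markers (2.15) in stem cells at day 1; EMT and matrix genes (1.27) and revSC markers (0.97) in enterocytes at day 1; EMT and matrix genes (0.57), heat shock genes (0.38) and Paneth markers (2.15) in T cells at day 1; EMT and matrix genes (1.22) in myeloid cells at day 1. Leaving out S0 and the 3 enterocyte clusters reversed EMT and matrix genes (1.52) in enterocytes at day 1. Leaving out neutrophils reversed heat shock genes (0.11) in myeloid cells at day 1. Leaving out S0 and neutrophils reversed TGF-β signalling (0.44), EMT and matrix genes (1.32) and heat shock and dissociation stress in myeloid cells at day 1 (0.0242) in myeloid cells at day 1.

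Lists that reversed with a mouse left out had median log2 fold changes over the following ranges. Type I interferon response in stem cells at day 1 ran from −1.46 (without S35) to 1.04 (without S2), +4 stem cell markers in stem cells at day 1 from −0.50 (without S2) to 0.0745 (without S35) and revSC markers in stem cells at day 1 from −1.06 (without S35) to 2.16 (without S0). Type I interferon response in enterocytes at day 1 ran from −1.22 (without S35) to 1.04 (without S26), EMT and extracellular matrix in enterocytes at day 1 from −0.38 (without S22) to 1.282 (without S0) and revSC markers in enterocytes at day 1 from −3.27 (without S26) to 0.97 (without S0). Type I interferon response in T cells at day 1 ran from −0.39 (without S35) to 1.50 (without S2), EMT and extracellular matrix in T cells at day 1 from −1.13 (without S35) to 0.46 (without S0) and heat shock and dissociation stress in T cells at day 1 from −0.41 (without S22) to 0.38 (without S0). Paneth markers in T cells at day 1 ran from −0.62 (without S22) to 2.12 (without S0) and enteroendocrine markers in T cells at day 1 from −0.38 (without S35) to 1.41 (without S23). Medians of p53 targets in myeloid cells at day 1 ran from −0.18 (without S35) to 0.77 (without S0), type I interferon response in myeloid cells at day 1 from −1.65 (without S35) to 1.29 (without S2) and EMT and extracellular matrix in myeloid cells at day 1 from −1.31 (without S35) to 1.276 (without S0). Medians of interleukin and cytotoxic effectors in myeloid cells at day 1 ran from −3.49 (without S35) to 0.56 (without S1), macrophage markers in myeloid cells at day 1 from −1.89 (without S35) to 0.40 (without S1) and goblet markers in myeloid cells at day 1 from −1.72 (without S35) to 2.66 (without S0). Red blood cell transcripts in myeloid cells at day 3 ran from −2.40 (without S9) to 1.65 (without S10).

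No paired analysis was possible because each mouse is 1 sample and no number links mice of different groups. Every alternative set beforehand gave a value. With 3 or 4 mice a side the exact test cannot pass a correction over a family, so adjusted values above 0.05 there say nothing on stability. Depth limits what can be seen at day 1, where S1 held 174 cells, only 2 mice had 10 T cells and the simulated test recovered 26.0% of 4-fold changes in T cells and 25.9% in myeloid cells. Leaving out S0 moved the number of genes by more than 1.5 times in stem cells and T cells at day 1 and in all 3 comparisons at day 3, and not in enterocytes (1234 against 954) or myeloid cells (227 against 202) at day 1.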

Differences from the paper's values

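Comparisons without S0, other than leaving out each mouse in turn, and the one without neutrophils were chosen after the values were seen. The numbers of cells per mouse, of cells per cluster, the observed over expected ratios of stem and myeloid clusters, the mean UMIs and genes per cell, and the values of Supplementary Table 2 in T cells, enterocytes and stem cells equal those computed here. The paper states 67 genes as higher at day 1 in T cells, myeloid cells, enterocytes and stem cells alike. Here 0 of these were called in T cells, 35 in myeloid cells, 23 in enterocytes, 5 in stem cells and 0 in all 4 types. The paper's test took cells as replicates and the one used here took mice, so the thresholds are not the same. The myeloid cells are not the same either, since the paper's values equal those without neutrophils, where 10 of the 67 were called. Under every alternative set before the data were examined the count stayed apart from the paper's, with 0 to 8 genes in T cells, 3 to 43 in myeloid cells, 12 to 38 in enterocytes, 1 to 23 in stem cells and 0 to 1 in all 4. The 8 in T cells and the 1 in all 4 come from leaving out S0 as 1 of the mice left out in turn, and the highest count in T cells is 4 otherwise. Of the pooled differences of mean normalized values, which do not use mice as replicates, all 67 were above 0 in each of the 4 types, as in the paper's table. No setting with mice as replicates called all 67 in any type.

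For myeloid cells, 5 genes of Supplementary Table 2 were marked as different in size on the same natural-log scale. Over 1.5 times apart were Apoa4 with the paper's 0.83 and 1.371 here, and Cdhr5 with the paper's 0.33 and 0.654 here. So were Eps8l2 with the paper's 0.19 and 0.411 here and Myh14 with the paper's 0.22 and 0.366 here. Ptprh, with the paper's 0.14 and 0.202 here, was less than 1.5 times apart. No alternative for these 5 values was set before the data were examined. Without neutrophils, a setting chosen after seeing the values, all 67 equal the paper's to 2 decimals and none of the 67 is dropped. The paper's text gives 4010 myeloid cells, while its figure legend gives the 2926 counted here. The percentages of CBCs drawn in Fig. 3d equal 0.75 times those of the pooled cells here, which are 11.5% in controls, 1.92% on day 1, 2.23% on day 3, 17.1% on day 7 and 14.4% on day 14. The paper puts every cluster under a doublet share that T cell cluster C21 exceeds here with 2.26% and the unnumbered cluster with 2 of 96 cells, and its score thresholds were set by eye.

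Several statements on cell shares were tested in the paper with cells as replicates. For CBCs the paper also reports a similar course of Olfm4 by in situ hybridization, and for pro-inflammatory macrophages flow cytometry. Neither was analysed here. The paper has CBCs and immune cells falling at day 1, and here CBCs, T cells and myeloid cells were lower on average without being called (exact permutation p of 0.257, 0.0857 and 0.457, unadjusted, 4 mice against 4), while B cells were called (p of 0.0286). By edgeR without S0, CBCs at day 1 passed an unadjusted 0.05 too (−2.16 on the log2 scale). The paper has monocytes, neutrophils, endothelial cells and effector T cells rising and enterocytes and resident memory T cells falling at day 3. Each mean lay on the paper's side, and none was called by the exact permutation test of 4 mice against 3 (p from 0.0857 to 0.286, unadjusted). With edgeR on cell numbers, set before the data were examined, enterocytes (−2.25, unadjusted p of 0.00584), resident memory T cells (−4.12, 0.0161) and resident macrophages (−4.77, 0.00315) passed 0.05, and without S0 monocytes, neutrophils and endothelial cells passed as well.

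Some of the paper's markers for monocytes, pro-inflammatory macrophages and revSCs were higher in another class. The classes differ in their mix of days, so they are compared at day 3, where resident macrophages and +4 RSCs are too few, and none of these ranks was tested. Of the 3 monocyte genes, Ly6c2 and Ccr2 were highest in monocytes, while Cd14 was highest in neutrophils (4091 CPM against 1468). Of 8 genes named for pro-inflammatory macrophages, Mrc1, Fcgr1 and Adgre1 were highest there and Cd80 was level with neutrophils (44.6 and 44.3 CPM). Il1a (738 CPM against 345) and Il1b (7938 against 3876) were higher in neutrophils, Tnf was close to them (372 and 397), and Il6 was higher in monocytes (463 against 276). The 3 revSC genes were all lower in revSCs than in CBCs, with Clu at 125 against 1983 CPM, Anxa1 at 81.1 against 285 CPM and Cxadr at 39.6 against 53.1 CPM. Of the genes given for CBCs, Prom1 was higher there than in revSCs (79.8 against 65.6 CPM) and Smoc2 was not (31.9 against 51.0 CPM), while Olfm4 was near 0 in all mice with older gene symbols and cannot be compared.

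In T cells, Cd8a exceeded Cd4 in the class the paper names Cd4+ (463 against 23.2 CPM), though Cd4 and Ccr7 were higher there than in effector cells. Itgae did not separate resident memory from effector cells, with 331 and 310 CPM in controls and 233 and 382 CPM at day 3. The receptor gene Cd200r4, which the paper ties to effector cells, averaged 179 CPM in resident memory cells and 159 CPM in effector cells over all days, but 139 and 179 CPM at day 3, which is the paper's direction. The paper ties haemoglobin to resident memory cells, and Hbb-bs was higher there in controls (5252 against 72.2 CPM) but lower at day 14 (5797 against 25064 CPM). The paper ties high Ccl5 to endothelial cells, where over all days it was no higher than in stromal cells (339.6 and 371 CPM) but at day 3 was higher on average (822 and 395 CPM), while Cxcl12 was high in both.

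The paper has 4 pathways lower in surviving cells of several types at day 1. Camera with its preset correlation called 6 of the 16 pairs of list and cell type, with MYC targets lower in 3 types, the cell cycle in 2, PI3K genes in 1 and TGF-β signalling in none, and none of the 6 held with an estimated correlation. In stem cells the cell cycle list had a median log2 fold change of 0.03. For endothelial cells at day 3 the paper has pathways rising, among which the TNF and inflammatory lists were called with the preset correlation (medians 0.80 and 1.35) and the list of EMT and matrix genes was not (0.32). The cells compared are not the same, since the paper's figure takes C12 and C25 separately and both were pooled here. C12 held 82.1% of the pooled control cells and 66.4% of those of day 3.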

Other observations

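The genes of the first 2 paragraphs were picked after the results were seen, from called genes on which all irradiated mice lay on 1 side of all controls and which both gene symbol sets name, while the gene lists were written before.

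In enterocytes at day 1 the transporter and channel genes Slc28a1 (3.36 ± 0.51), Slc36a1 (3.01 ± 0.41), Slc5a4b (3.42 ± 0.66), Slc30a2 (2.16 ± 0.33) and Aqp3 (2.82 ± 0.55) rose, and no list of such genes was tested. Membrane and lumen genes Ggt1 (2.26 ± 0.41) and Gucy2c (1.82 ± 0.30), the fatty acid ligase gene Acsl5 (1.78 ± 0.34) and the flagellin sensor gene Naip5 (2.24 ± 0.37) rose too. Gucy2c went from 59.1 ± 22.1 CPM to 212 ± 50.0 CPM and Acsl5 from 286 ± 107 CPM to 982 ± 141 CPM (mean ± SD). Each was higher in 4 of 4 day 1 mice than in any of 4 controls, with adjusted p from 0.00618 to 0.0118. Ube2s (−1.77 ± 0.27), Cks1b (−2.47 ± 0.46), Smc4 (−1.83 ± 0.34), Hmgn2 (−2.29 ± 0.45), Tuba1b (−1.80 ± 0.30) and Impdh2 (−2.13 ± 0.39) fell, while the cell cycle list written before had 21 of 46 members lower (camera adjusted p of 3.4e-15 with the preset and 0.648 with an estimated correlation). The sterol genes Fdps (−2.10 ± 0.34) and Pmvk (−1.32 ± 0.26) fell too, each lower in 4 of 4 mice (adjusted p over the 8 genes from 0.00618 to 0.0118). The sterol gene Hmgcs1 (0.02 ± 0.39, adjusted p of 0.986) was not called, and whether it differs from these 2 genes was not tested. With each mouse left out the number of genes called in enterocytes ran from 196 without S3 to 1234 without S0, against 954.

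In stem cells at day 3 the list of enterocyte markers had 11 of 32 members lower (median −1.18, camera adjusted p of 2.8e-08 with the preset and 0.582 with an estimated correlation). The transcription factor genes Klf5 (−1.90 ± 0.36) and Hnf4g (−2.09 ± 0.41) were lower, and so were Prap1 (−1.76 ± 0.37), Apoc3 (−2.67 ± 0.48), Apoa1 (−2.07 ± 0.57), Fabp2 (−1.97 ± 0.54) and Khk (−2.89 ± 0.57), which serve lipid and sugar handling or mark the epithelium. Klf5 went from 475 ± 208 CPM to 127 ± 7.17 CPM and Prap1 from 799.7 ± 334 CPM to 236 ± 57.2 CPM. Mitochondrial genes Bckdha (−1.79 ± 0.35), Ech1 (−1.35 ± 0.26) and Sirt3 (−1.51 ± 0.32) and the cell cycle brake Wee1 (−2.27 ± 0.32) fell beside them, and Hnf4a was not called (−0.68 ± 0.25, adjusted p of 0.115). Higher were Foxa1 (1.85 ± 0.35), Igfbp4 (1.15 ± 0.22), Nox1 (2.72 ± 0.56), Plk4 (1.85 ± 0.43), Rrm1 (0.73 ± 0.20) and Tigar (1.32 ± 0.35), among them a pioneer factor, an oxidase, the centriole kinase gene Plk4, the subunit gene Rrm1 of the enzyme that makes deoxynucleotides and the p53 target Tigar. All 3 day 3 mice lay on the same side of all 4 controls, with adjusted p from 0.0129 to 0.0282 for the rises and 0.00220 to 0.0428 for the falls. Day 3 stem cells were mostly in C28 (64.8%) and control ones in C4 (48.7%) and C9 (42.5%). These changes were therefore not separated from a change in the mix of clusters. The number of genes called in this comparison ran from 6 without S8 to 2562 without S0, against 622, and 2 of 35 splits of the mice gave as many, so chance is not excluded for that number.

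Of the gene lists, that of enterocyte markers had 11 of 34 members called higher in enterocytes themselves at day 1. Its median log2 fold change was 1.27 (camera adjusted p of 3.5e-07 with the preset and 0.791 with an estimated correlation). Medians and the same 2 p follow for other lists. In stem cells at day 1 they are MHC-II genes (−1.49, 3.1e-04 and 0.462), oxidative phosphorylation (−0.26, 0.00171 and 0.891), mitochondrial transcripts (−0.19, 0.719 and 0.903) and heat shock genes (−0.42, 0.0711 and 0.822). In T cells at day 1 they are type I interferon genes (1.08, 4.8e-10 and 0.396), mitochondrial transcripts (−0.39, 0.157 and 0.656) and heat shock genes (−0.28, 0.75 and 0.918). Without S35 the interferon list in T cells turned to −0.39, with 1 day 1 mouse left, and heat shock genes there turned to 0.38 without S0. The list of oxidative phosphorylation in stem cells at day 1 was no longer called without S3 (−0.0815), while heat shock genes there were called without S22 (−0.61) and S1 (−0.75). For enterocytes at day 1 they are mitochondrial transcripts (−0.17, 0.65 and 0.842) and heat shock genes (−0.24, 0.299 and 0.791). None of these lists passed 0.05 with the estimated correlation.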
